# Metabolic switch and epithelial–mesenchymal transition cooperate to regulate pluripotency

**DOI:** 10.15252/embj.2019102961

**Published:** 2020-02-24

**Authors:** Hao Sun, Xiao Yang, Lining Liang, Mengdan Zhang, Yuan Li, Jinlong Chen, Fuhui Wang, Tingting Yang, Fei Meng, Xiaowei Lai, Changpeng Li, Jingcai He, Meiai He, Qiaoran Xu, Qian Li, Lilong Lin, Duanqing Pei, Hui Zheng

**Keywords:** mesenchymal–epithelial transition, metabolic switch, pluripotent state, reprogramming, Chromatin, Epigenetics, Genomics & Functional Genomics, Metabolism, Regenerative Medicine

## Abstract

Both metabolic switch from oxidative phosphorylation to glycolysis (OGS) and epithelial–mesenchymal transition (EMT) promote cellular reprogramming at early stages. However, their connections have not been elucidated. Here, when a chemically defined medium was used to induce early EMT during mouse reprogramming, a facilitated OGS was also observed at the same time. Additional investigations suggested that the two events formed a positive feedback loop via transcriptional activation, cooperated to upregulate epigenetic factors such as Bmi1, Ctcf, Ezh2, Kdm2b, and Wdr5, and accelerated pluripotency induction at the early stage. However, at late stages, by over‐inducing glycolysis and preventing the necessary mesenchymal–epithelial transition, the two events trapped the cells at a new pluripotency state between naïve and primed states and inhibited further reprogramming toward the naïve state. In addition, the pluripotent stem cells at the new state have high similarity to epiblasts from E4.5 and E5.5 embryos, and have distinct characteristics from the previously reported epiblast‐like or formative states. Therefore, the time‐dependent cooperation between OGS and EMT in regulating pluripotency should extend our understanding of related fields.

## Introduction

The generation of induced pluripotent stem cells (iPSCs) with *Oct4*,* Klf4*,* c‐Myc,* and *Sox2* (OKMS) is a complex process (Takahashi & Yamanaka, 2006) involving changes in multiple aspects such as epigenetic status (Koche *et al*, 2011) and cellular metabolism (Folmes *et al*, 2011). The metabolic switch from oxidative phosphorylation (OXPHOS) to glycolysis (OGS) is a major change during reprogramming (Folmes *et al*, 2011). By upregulating *Pdk1‐3* and *Pkm2*, HIF1α promotes OGS and accelerates reprogramming (Prigione *et al*, 2014). In addition, although HIF1α promotes reprogramming during the whole reprogramming process, stabilization of HIF2α during late stages represses reprogramming (Mathieu *et al*, 2014). Such time‐dependent effects of HIF2α are similar to the effects of epithelial–mesenchymal transition (EMT) during somatic cell reprogramming (Liu *et al*, 2013).

Mesenchymal–epithelial transition (MET) has been revealed as an early and necessary event during the reprogramming of mouse embryonic fibroblasts (MEFs) (Li *et al*, 2010; Samavarchi‐Tehrani *et al*, 2010). Moreover, a sequential introduction of the four Yamanaka factors (*Oct4* and *Klf4* were delivered first, *c‐Myc* next, and *Sox2* last, OK + M + S) results in a temporal EMT before the conventional MET and promotes reprogramming (Liu *et al*, 2013). The beneficial roles of sequential EMT‐MET or early EMT have also been confirmed in B‐cell reprogramming with CCAAT/enhancer‐binding protein‐α and the four Yamanaka factors (*Oct4*,* Klf4*,* c‐Myc*, and *Sox2* were delivered simultaneously, OKMS) (Di Stefano *et al*, 2014). However, EMT induced at the late stage of reprogramming significantly impaired the induction of pluripotency (Liu *et al*, 2013).

The similarity between the time‐dependent effects of EMT and HIF2α suggests a potential cooperation between EMT and OGS. In addition, both sequential EMT‐MET and metabolic switch play essential roles during embryonic development and cancer development (Chaffer *et al*, 2007; Thiery *et al*, 2009; Folmes *et al*, 2012), which further supports the cooperation between EMT and OGS.

Mouse embryonic stem cells (ESCs) are derived from the inner cell mass (ICM) of blastocysts, described as the naïve state, and rely on LIF‐STAT3 signaling to maintain pluripotency. Mouse epiblast stem cells (EpiSCs) are isolated from the postimplantation epiblast, referred to as the primed state, depending on bFGF/activin signaling. These two types of PSCs differ from each other when metabolic characteristics or the expression of epithelial/mesenchymal markers are compared (Folmes *et al*, 2012; Weinberger *et al*, 2016). Generally, during the transition from naïve to primed PSCs, both EMT and OGS can be observed. Thus, it is reasonable to suggest cooperation between EMT and OGS during the regulation of pluripotency.

Sequential EMT‐MET can be induced in MEFs with a new chemically defined medium (5C medium), which includes DMEM/F12 (1:1), N2 supplement (1%), basic fibroblast growth factor (bFGF, 20 ng/ml), β‐mercaptoethanol (55 μM), vitamin C (Vc, 55 μg/ml), and leukemia inhibitory factor (LIF, 1,000 unit/ml) (He *et al*, 2015, 2017). Therefore, in the current study, we first sought to determine whether and how the 5C medium influences the reprogramming of MEFs by investigating OGS and EMT. In addition, the generated iPSCs were compared with PSCs in naïve and primed states to explore the underlying mechanisms.

## Results

### 5C medium promotes reprogramming by facilitating both early EMT and OGS

The chemically defined 5C medium (Dataset EV1) was used after simultaneously introducing *Oct4*,* Klf4*,* c‐Myc*, and *Sox2* into OG2 transgenic MEFs (*egfp* reporter genes driven by the *Oct4* promoter, GOF18ΔPE) (Szabo *et al*, 2002). 5C medium induced approximately twofold more Oct4GFP^+^ colonies than conventional mES medium (Fig 1A and B). Consistently, when the expression of key pluripotency markers was monitored and compared during the whole reprogramming process, 5C medium was found to induce quicker and larger upregulation of these markers than mES medium (Fig 1C). Oct4GFP^+^ cells generated with 5C medium (5C‐Oct4GFP^+^) had typical characteristics of PSCs including silenced expression of exogenous factors, significant NANOG and REX1 protein levels, and demethylation of the *Oct4* and *Nanog* promoters (Appendix Fig S1).

**Figure 1:**
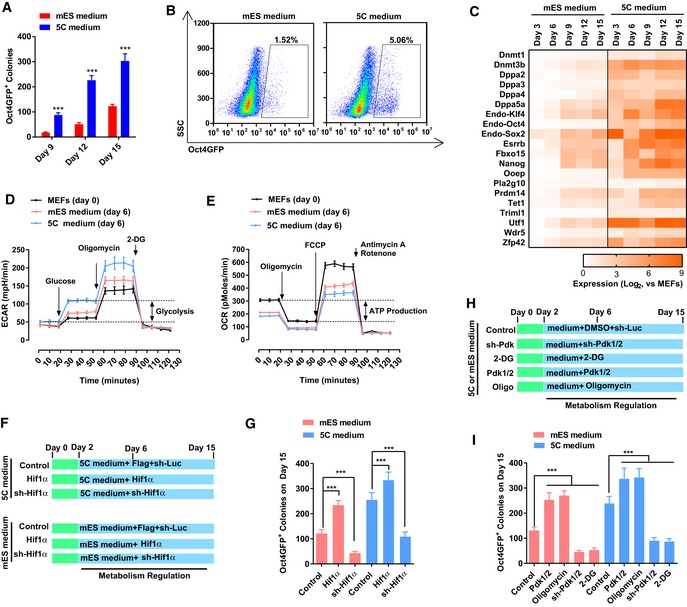
Facilitated OGS promotes reprogramming A, B5C or mES medium was used during reprogramming. On day 15, Oct4GFP^+^ colonies were counted (A). The percentages of Oct4GFP^+^ cells were also determined with FACS (B).CThe expression of several core pluripotency markers was determined with qPCR at different time points during reprogramming and normalized against those in MEFs.D, EEnergy metabolism was analyzed on day 6 during reprogramming with the Seahorse instrument. Increase in extracellular acidification rate (ECAR) after adding glucose was considered as glycolysis ability of the cells (D), while the decrease in oxygen consumption rate (OCR) was considered as the ATP production ability of the cells (E).F, GExpression of *Hif1α* was modulated with overexpression or sh‐RNA‐mediated knockdown via a retrovirus system during reprogramming (F). The numbers of Oct4GFP^+^ colonies were determined on day 15 (G).H, IExpression of *Pdk1/2* was modulated with a retrovirus system, and oligomycin (1 μM) and 2‐DG (5 mM) were used during reprogramming (H). The numbers of Oct4GFP^+^ colonies were determined on day 15 (I).Data information: Experiments were independently repeated at least five times (*n* ≥ 5). Error bars represent standard deviations. ***P < 0.001. Additional statistical information is listed in Dataset EV7.

The ability of 5C medium to induce sequential EMT‐MET was then determined. The expression of several mesenchymal and epithelial markers was monitored and compared during the whole reprogramming process (Fig EV1A). 5C medium increased the expression of mesenchymal markers but suppressed the expression of epithelial markers on day 3 (Fig EV1A), which suggests that 5C medium does induce EMT at the early stage. In addition, these expression changes were reversed on day 6 and thereafter, which suggested a late MET. On the other hand, mES medium induced MET as early as on day 3 (Fig EV1A). Collective analysis with the expression of mesenchymal and pluripotency markers confirmed sequential EMT‐MET and early pluripotency induction during reprogramming with 5C medium (Fig EV1B).

**Figure EV1:**
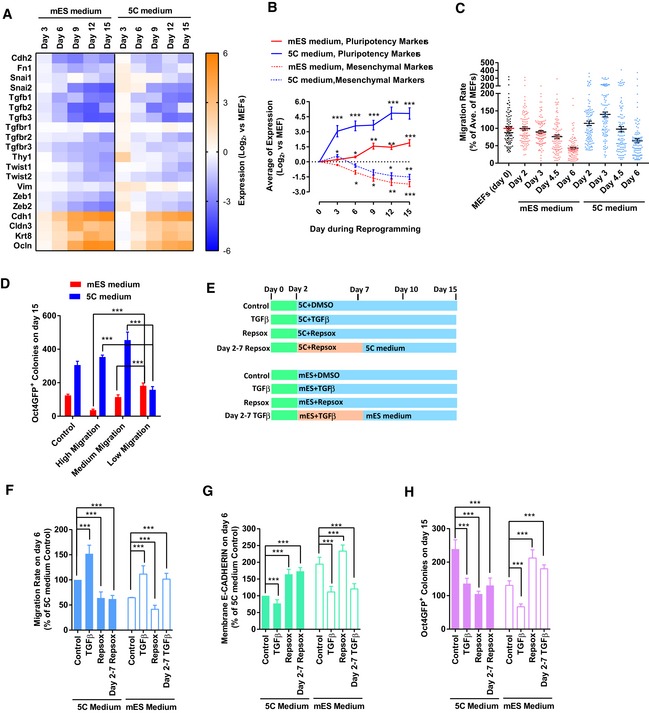
5C medium promotes reprogramming by inducing early EMT (related to Fig 1) AExpression of several epithelial and mesenchymal markers was determined with qPCR at different time points during reprogramming with 5C or mES medium.BThe average expression of pluripotency markers and mesenchymal markers was calculated and plotted at different time points during reprogramming based on Figs 1C and EV1A.CCell migration was determined at the early stage (days 0–6) during reprogramming with live‐cell imaging. Live‐cell imaging recorded the actual distance traveled by each individual cell within 1 h.DCells were separated into three groups (high, one‐third of cells with the highest migration; low, one‐third of cells with the lowest migration; and medium, the other one‐third of cells) based on their migration abilities on day 3 during reprogramming. Reprogramming of these cells was traced via live‐cell imaging. The number of Oct4GFP^+^ colonies on day 15 converted from different groups of cells was summarized. “Control” was the average of Oct4GFP^+^ colonies generated from these three groups of cells.E–HTGFβ (TGFβ1/2/3, 1 ng/ml each) and RepSox (1 μM) were used during reprogramming from days 2–7 or during the whole process (E). The cell migration (F) and E‐CADHERIN expression (G) were determined on day 6 with live‐cell imaging and FACS, respectively. The number of Oct4GFP^+^ colonies (H) was determined on day 15.Data information: Experiments were independently repeated at least five times (*n* ≥ 5). Error bars represent standard deviations. *P < 0.05, **P < 0.01, ***P < 0.001. Additional statistical information is listed in Dataset EV7.

In addition, since epithelial and mesenchymal cells differ a lot in their migration abilities, cell migration can be used to quantify EMT or MET. Live‐cell imaging was used to determine the migration ability of cells and further confirmed sequential EMT‐MET during reprogramming with 5C medium (Fig EV1C).

Another question was whether sequential EMT‐MET or early EMT contributes to the promoted reprogramming. Cells on day 3 during reprogramming were grouped based on their migration abilities, and their cell fates were traced via a live‐cell imaging system. The cells with low or medium migration abilities generated more Oct4GFP^+^ colonies with mES medium (Fig EV1D). However, the cells with medium or high migration abilities generated more Oct4GFP^+^ colonies with 5C medium (Fig EV1D).

TGFβ (TGFβ1/2/3 1 ng/ml each) and RepSox (1 μM), a TGF pathway inhibitor (Ichida *et al*, 2009), were then used to modulate early EMT as reported previously (Liu *et al*, 2013) (Fig EV1E). When RepSox was used on days 2–7 during reprogramming with 5C medium to block early EMT (Fig EV1F and G), the generation of iPSCs was inhibited (Fig EV1H). When TGFβ was used on days 2–7 during reprogramming with mES medium to induce early EMT (Fig EV1F and G), significantly more Oct4GFP^+^ colonies were generated (Fig EV1H). Therefore, 5C medium promotes reprogramming by inducing early EMT at least partially.

Then, the question arises as to whether OGS was also influenced during the reprogramming with 5C medium. The metabolic characteristics of the cells were determined on day 6 during reprogramming with the Seahorse instrument (Fig 1D and E). Increase in extracellular acidification rate (ECAR) after adding glucose indicated the level of glycolysis of the cells, while a decrease in oxygen consumption rate (OCR) after adding oligomycin indicated the level of ATP production or OXPHOS of the cells. 5C medium induced glycolysis to a higher level than mES medium and inhibited OXPHOS to a lower level than mES medium (Fig 1D and E). Thus, 5C medium induced a larger metabolic switch from OXPHOS to glycolysis than mES medium. The larger OGS caused by 5C medium was further confirmed by the expression changes of glycolysis markers and the activity of HIF1α during reprogramming (Appendix Fig S2A and B).

By modulating the expression of *Hif1α* with a retrovirus system (Appendix Fig S2C), we were able to control the activity of HIF1α and subsequently regulate energy metabolism (Fig 1F). Exogenous expression of *Hif1α* promoted glycolysis and impaired OXPHOS, while suppressing *Hif1α* expression with sh‐RNA led to the opposite results (Appendix Fig S2D and E). Consistent with previous reports (Mathieu *et al*, 2014; Prigione *et al*, 2014), increased HIF1α activity and facilitated OGS played beneficial roles during reprogramming (Fig 1G).

Oxidative phosphorylation to glycolysis during reprogramming was further modulated by controlling the expression of *Pdk1/2* or by using small‐molecule compounds, such as oligomycin (to impair oxidative phosphorylation) or 2‐deoxy‐d‐glucose (2‐DG, to inhibit glycolysis; Fig 1H and Appendix Fig S2C). These methods successfully modulated energy metabolism during reprogramming (Appendix Fig S2F and G). Consistent effects were observed during reprogramming with mES and 5C medium. When OGS was further facilitated by overexpressing *Pdk1/2* or using oligomycin during reprogramming, more Oct4GFP^+^ colonies were generated (Fig 1I). When OGS was partially impaired by using sh‐RNAs against *Pdk1/2* or 2‐DG during reprogramming, reprogramming was significantly inhibited (Fig 1I). Therefore, 5C medium promotes reprogramming by facilitating OGS at least partially.

### 5C medium generates less pre‐iPSCs by upregulating five epigenetic factors

During reprogramming with the two media, the generation of pre‐iPSCs and iPSCs colonies was determined by counting the AP^+^Oct4GFP^−^ and AP^+^Oct4GFP^+^ colonies, respectively, on day 15. We found that 5C medium induced many fewer pre‐iPSC colonies than mES medium (Fig 2A and B).

**Figure 2:**
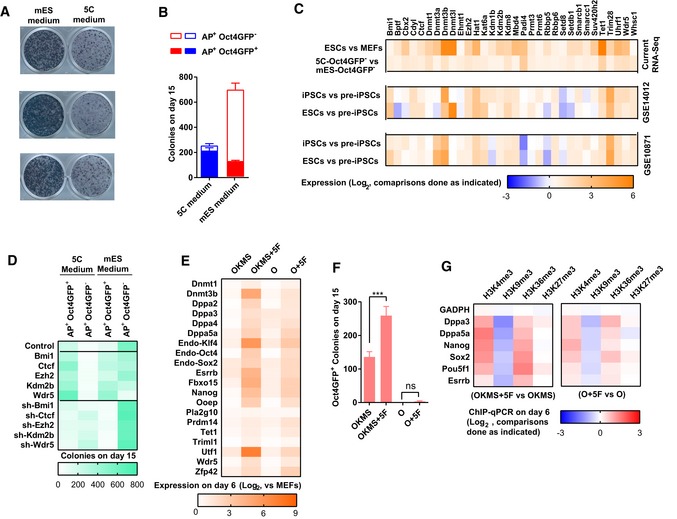
5C medium removes epigenetic barriers during reprogramming A, B5C and mES medium were used during reprogramming. Representative alkaline phosphatase (AP) staining on day 15 was provided in (A). AP^+^Oct4GFP^−^ and AP^+^Oct4GFP^+^ colonies were counted on day 15 (B).CThirty‐two epigenetic factors were selected because they had higher expression in 5C‐Oct4GFP^−^ than in mES‐Oct4GFP^−^. Their expression in ESCs, iPSCs, and pre‐iPSCs in two previous reported assays (GSE14012 and GSE10871) was also listed.DThe expression of *Bmi1*,* Ctcf*,* Ezh2*,* Kdm2b*, or *Wdr5* was modulated with overexpression or sh‐RNA‐mediated knockdown via a retrovirus system during reprogramming. AP^+^Oct4GFP^−^ and AP^+^Oct4GFP^+^ colonies were counted on day 15.E–GDuring reprogramming with mES medium, *Bmi1*,* Ctcf*,* Ezh2*,* Kdm2b*, and *Wdr5* were overexpressed simultaneously with the four Yamanaka factors (OKMS + 5F) or *Oct4* (O + 5F). All factors were delivered simultaneously via a retrovirus system on days 0 and 1. Reprogramming with only Yamanaka factors (OKMS) or *Oct4* (O) served as control. The expression of pluripotency markers was determined with qPCR on day 6 during reprogramming (E). The numbers of Oct4GFP^+^ colonies were determined on day 15 (F). The histone methylation on core pluripotency loci was determined on day 6 with ChIP‐qPCR (G).Data information: Experiments were independently repeated at least five times (*n* ≥ 5) except for dataset analysis. Error bars represent standard deviations. ***P < 0.001. Additional statistical information is listed in Dataset EV7.

These results suggested that 5C medium might promote reprogramming by facilitating the conversation of pre‐iPSCs to iPSCs. To test this hypothesis, Oct4GFP^−^ cells generated with mES or 5C medium (mES‐Oct4GFP^−^ or 5C‐Oct4GFP^−^ cells) were separated with fluorescent‐activated cell sorting (FACS) and compared with RNA‐Seq (GSE103765 & GSE103791). 

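The RNA-Seq data cover 4 kinds of sorted cells, mES-Oct4GFP+, mES-Oct4GFP-, 5C-Oct4GFP+ and 5C-Oct4GFP-, with 1 library each and so no replicates. The cells came from mouse embryonic fibroblasts that carry an Oct4GFP transgene, a green fluorescent reporter that is switched on when cells become pluripotent. After infection with retroviruses encoding *Oct4*, *Sox2*, *Klf4* and *c-Myc*, the cells were cultured in mES or 5C medium and sorted by FACS on day 15. TruSeq libraries were sequenced on an Illumina MiSeq, and the authors used RSEM to assign the reads to transcripts. The deposited tables give, for each of 29267 Ensembl genes, an estimated read count, its length and effective length, TPM (transcript abundance scaled to the same sum in every library) and FPKM (fragments per unit of length, scaled to the mapped fragments). The estimated counts summed to 6108252 in mES-Oct4GFP+, 8821887 in mES-Oct4GFP-, 10443952 in 5C-Oct4GFP+ and 8346747 in 5C-Oct4GFP- cells. At these totals, 1 read on a gene of median length was worth 0.1822 TPM in mES-Oct4GFP+, 0.1348 TPM in mES-Oct4GFP-, 0.1050 TPM in 5C-Oct4GFP+ and 0.1397 TPM in 5C-Oct4GFP- cells. TPM is the unit named in the methods, and values were compared as log2(TPM + 1), a scale that understates the change of genes with low values. A ratio of 2 libraries was given an exact 95% Clopper-Pearson interval from the estimated counts rounded to whole numbers. This interval covers only the sampling of reads, because with 1 library per group the spread between cultures is unknown.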

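For a group of genes, the mean difference of log2(TPM + 1) between 2 libraries was compared with 100000 random gene sets of the same size, matched gene by gene on expression decile (permutation test, two-sided), with Benjamini-Hochberg adjustment over 26 comparisons. The smallest p that these draws can give is 1.0e-05. The 95% interval of each mean came from 1000 bootstrap draws of the genes. Coordinates are those of GENCODE M21 on GRCm38, matched by Ensembl identifier. Among genes with a TPM of at least 1 in either library, 1535 were at least 2-fold higher on the log2(TPM + 1) scale in 5C-Oct4GFP- than in mES-Oct4GFP- cells, and 1598 were at least 2-fold lower (no replicates). When a TPM of at least 5 in either library was required, 1007 genes were higher and 1158 were lower. The log2(TPM + 1) values of the 2 kinds of Oct4GFP- cells had an r2 of 0.9144 across 23189 genes, and genes are not independent replicates.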

Genes with differential expression in pre‐iPSCs and iPSCs/ESCs were selected (Data ref: Mikkelsen *et al*, 2008; Data ref: Sridharan *et al*, 2009). The expression of these genes in mES‐Oct4GFP^−^ and 5C‐Oct4GFP^−^ cells is listed in Appendix Fig S3A. 5C‐Oct4GFP^−^ cells had closer gene expression profiles to iPSCs or ESCs than mES‐Oct4GFP^−^ cells. In addition, when we classified the barrier in gene expression from pre‐iPSCs to iPSCs into four different types, 5C medium helped Oct4GFP^−^ cells overcome more barriers than mES medium (Appendix Fig S3B). Therefore, the barriers which trapped cells at pre‐iPSC stage during reprogramming with mES medium were significantly overcome by 5C medium.

The low expression and high H3K9 methylation of core pluripotency loci in pre‐iPSCs are critical barriers for further conversion to iPSCs, which can be overcome by Vc treatment (Chen *et al*, 2012). Because Vc is included in both 5C and mES medium (Dataset EV1), the difference in H3K9 methylation might not explain the current difference of the two media in inducing pre‐iPSCs. In addition, the expression of methyltransferases and demethylases targeting H3K9 was similar in 5C‐ and mES‐Oct4GFP^−^ cells (Appendix Fig S3C).

We then hypothesized that 5C medium might help overcome other epigenetic barriers. Thirty‐two epigenetic factors with significantly higher expression in 5C‐Oct4GFP^−^ cells than in mES‐Oct4GFP^−^ cells were identified (Fig 2C). 

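All 32 factors of Fig 2C were found in the deposited tables, *Setd8*, *Suv420h2* and *Whsc1* under their current symbols *Kmt5a*, *Kmt5c* and *Nsd2*. Their mean log2(TPM + 1) was 5.07 in mES-Oct4GFP- and 5.82 in 5C-Oct4GFP- cells (no replicates). The mean difference was 0.7473 (95% bootstrap interval over genes 0.6288 to 0.8596, permutation p = 1.0e-05, the smallest that the draws can give, adjusted p = 2.2e-05). It was positive for 31 of the 32 factors, and 21 of them were at least 1.5-fold higher in 5C-Oct4GFP- cells. On the log2(TPM + 1) scale the largest difference was that of *Tet1* (ENSMUSG00000047146, chromosome 10, 62804570 to 62908996). It had 14.04 TPM in 5C-Oct4GFP- and 4.43 TPM in mES-Oct4GFP- cells, a ratio of 3.17 (exact 95% interval 2.68 to 3.77). *Padi4* had a larger ratio, 4.48 (1.80 to 13.31), from lower values of 2.72 and 0.61 TPM. *Uhrf1* (ENSMUSG00000001228, chromosome 17, 56303321 to 56323486) had 205.90 against 77.62 TPM, a ratio of 2.65 (2.475 to 2.845). *Dnmt1* (ENSMUSG00000004099, chromosome 9, 20907209 to 20959888) had 157.28 against 62.17 TPM, a ratio of 2.53 (2.38 to 2.69). The exception was *Dnmt3l* (ENSMUSG00000000730, chromosome 10, 78041947 to 78063622), with 1.04 TPM in 5C-Oct4GFP- and 1.31 TPM in mES-Oct4GFP- cells. Its ratio of 0.79 had an exact 95% interval from 0.23 to 2.86, so a difference of *Dnmt3l* was not detectable at this depth. Removing the 3 factors with the largest differences moved the mean most, to 0.6801 (adjusted permutation p = 9.5e-05). The legend of Fig 2C states that the factors were selected for their higher expression in 5C-Oct4GFP- cells, so the direction and its p are not independent of the selection. The paper turned to these factors after it had hypothesized that 5C medium might help overcome epigenetic barriers other than H3K9 methylation.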

Approximately 60% of these genes had higher expression in ESCs than in MEFs and had higher expression in iPSCs than in pre‐iPSCs. 

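All 5 factors tested below were higher in 5C-Oct4GFP- than in mES-Oct4GFP- cells (1 library each, no replicates). *Bmi1* (ENSMUSG00000026739, chromosome 2, 18677018 to 18686629) had 55.24 TPM in 5C-Oct4GFP- and 31.21 TPM in mES-Oct4GFP- cells, a ratio of 1.77 (exact 95% interval 1.54 to 2.04). *Ctcf* (ENSMUSG00000005698, chromosome 8, 105636568 to 105682922) had 110.51 and 66.55 TPM, with a ratio of 1.66 (1.53 to 1.81). For *Ezh2* (ENSMUSG00000029687, chromosome 6, 47530139 to 47595341), 152.69 and 80.93 TPM gave a ratio of 1.89 (1.73 to 2.06). The smallest ratio of the 5 was that of *Kdm2b* (ENSMUSG00000029475, chromosome 5, 122870665 to 122989823), 1.24 (1.11 to 1.39), from 53.79 and 43.30 TPM, and the largest was that of *Wdr5* (ENSMUSG00000026917, chromosome 2, 27515157 to 27536535), 2.42 (2.25 to 2.61), from 203.06 and 83.76 TPM. Each interval lies above 1, so the reads sampled do not account for the differences. Whether they exceed the spread between cultures cannot be tested with 1 library per group. On the log2(TPM + 1) scale the differences were 0.8041, 0.7231, 0.9076, 0.3066 and 1.2675 in the same order. Of the alternatives for single genes, which were added after the data were seen, median-ratio rescaling of the libraries moved a value most, to 0.7793 for *Bmi1*, and FPKM in place of TPM gave 0.3313 for *Kdm2b*.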

Within these genes, *Bmi1*,* Ctcf, Ezh2*,* Kdm2b*, and *Wdr5* have been reported to promote reprogramming (Ang *et al*, 2011; Moon *et al*, 2011; Wang *et al*, 2011, 2017; Onder *et al*, 2012). When these five factors were individually tested, overexpression of these genes facilitated reprogramming, while suppression of these genes with sh‐RNAs decreased the number of Oct4GFP^+^ colonies on day 15 (Fig 2D and Appendix Fig S3D).

When these five factors were overexpressed simultaneously during reprogramming with mES medium, increase of Oct4GFP^+^ colonies on day 15 and upregulation of pluripotency markers on day 6 were observed (Fig 2E and F). In addition, consistent epigenetic changes (increase in H3K4me3 and H3K26me3, decrease in H3K9me3 and H3K27me3) on several core pluripotency loci were also observed on day 6 with ChIP‐qPCR (Fig 2G). Moreover, *Oct4* is sufficient to help these five factors induce similar epigenetic and expression changes (Fig 2E–G). Therefore, 5C medium promotes reprogramming by upregulating these five epigenetic factors at least partially.

### Early EMT and OGS upregulate the five epigenetic factors

We then sought to determine whether early EMT or facilitated OGS contributes to the upregulation of these epigenetic factors. The promoters of *Bmi1*,* Ctcf, Ezh2*,* Kdm2b*, and *Wdr5* were analyzed with Pscan software (Zambelli *et al*, 2009). The binding site of HIF1α was enriched on the promoters of all five epigenetic factors (Fig 3A and Dataset EV2). Overexpression of *Hif1α* in MEFs activated the transcription of *Bmi1*,* Ctcf, Ezh2*,* Kdm2b*, and *Wdr5* (Fig 3B). The expression of *Hif1α* was then suppressed with sh‐RNA at the early stage of reprogramming with 5C medium. Decreases in the transcription of *Bmi1*,* Ctcf, Ezh2*,* Kdm2b*, and *Wdr5* were observed (Fig 3C). Therefore, HIF1α‐mediated upregulation of these five epigenetic factors is responsible for the abilities of OGS to promote reprogramming.

**Figure 3:**
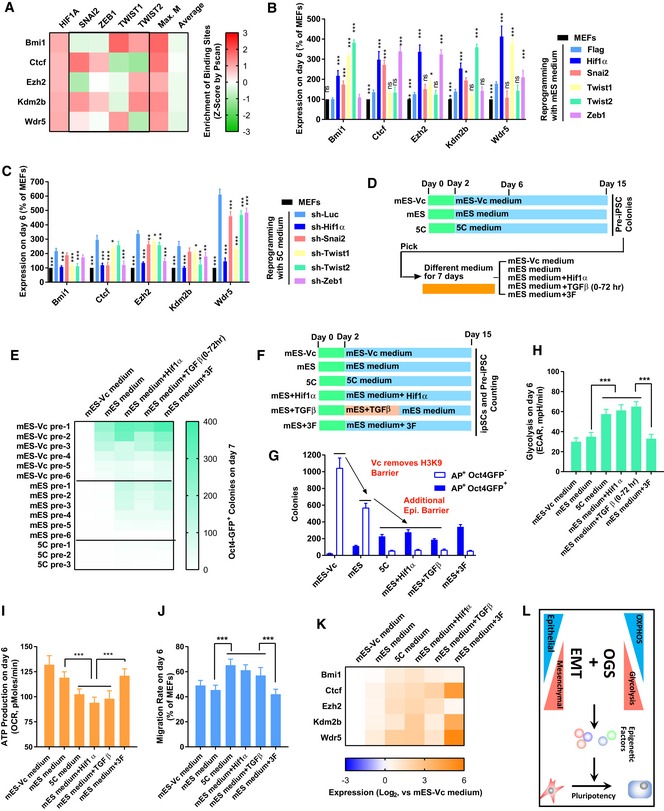
Early EMT and OGS induce the epigenetic changes AThe enrichment of HIF1α, SNAI2, TWIST1/2, and ZEB1 binding sites on the promoters of *Bmi1*,* Ctcf*,* Ezh2*,* Kdm2b*, and *Wdr5* was determined by Pscan (Zambelli *et al*, 2009). The resulted *Z*‐scores were listed. “Max. M” suggested the maximum *Z*‐score generated with SNAI2, TWIST1/2, and ZEB1 binding sites on one indicated promoter. “Average” suggested the average *Z*‐score of all transcriptional factors tested in the Pscan software on one indicated promoter.B, CThe expression of *H1f1α*,* Snai2*,* Twist1/2*, and *Zeb1* was modulated with overexpression or sh‐RNA‐mediated knockdown via a retrovirus system during reprogramming with mES (B) or 5C medium (C). The expression of *Bmi1*,* Ctcf*,* Ezh2*,* Kdm2b*, and *Wdr5* was determined on day 6 with qPCR and normalized against those in MEFs. The comparisons were performed between all groups and corresponding Flag groups.D, Epre‐iPSCs were isolated during reprogramming with mES‐Vc, mES, or 5C medium. These pre‐iPSCs were further cultured with a different medium (mES‐Vc and mES medium) for 7 days. Additional factors (Hif1α, *Hif1α* overexpression; TGFβ, TGFβ1/2/3 1 ng/ml each; 3F, *Ctcf, Kdm2b,* and *Wdr5* overexpression) were used simultaneously with mES medium. The numbers of Oct4GFP^+^ colonies were determined on day 7 (E).F–KReprogramming was also performed with mES‐Vc or mES medium. Additional factors (Hif1α, *Hif1α* overexpression; TGFβ, TGFβ1/2/3 1 ng/ml each; 3F, *Ctcf, Kdm2b,* and *Wdr5* overexpression) were used simultaneously with mES medium. AP^+^Oct4GFP^−^ and AP^+^Oct4GFP^+^ colonies were counted on day 15 (G). In addition, energy metabolism was determined on day 6 with Seahorse instrument (H and I). Cell migration was determined by measuring the migration rate with live‐cell imaging on day 6 (J). The expression of *Bmi1*,* Ctcf*,* Ezh2*,* Kdm2b*, or *Wdr5* was determined on day 6 with qPCR (K).LEarly EMT and facilitated OGS cooperate to induce pluripotency by removing the additional epigenetic barrier.Data information: Experiments were independently repeated at least five times (*n* ≥ 5) except binding site analysis. Error bars represent standard deviations. *P < 0.05, **P < 0.01, ***P < 0.001. Additional statistical information is listed in Dataset EV7.

The binding sites of SNAI2, TWIST1/2, and ZEB1 were also identified on the promoters of the five epigenetic factors (Fig 3A and Dataset EV2). Although the binding sites of SNAI2, TWIST1/2, and ZEB1 were not enriched on all these promoter regions when considered individually, these five promoter regions were enriched with the binding site of at least one of the four key mesenchymal transcriptional factors (Fig 3A). Thus, key transcriptional factors of EMT are potential upstream regulators of these five epigenetic factors.

Overexpression of *Snai2*,* Twist1/2*, or *Zeb1* upregulates the expression of some of the five epigenetic factors during reprogramming with mES medium (Fig 3B). When the expression of *Snai2*,* Twist1/2*, or *Zeb1* was suppressed with sh‐RNA at the early stage of reprogramming with 5C medium (Appendix Fig S3E), decreases in the transcription of *Bmi1*,* Ctcf, Ezh2*,* Kdm2b*, and *Wdr5* were observed (Fig 3C).

Key transcriptional factors related to OGS and EMT were upstream regulators of *Bmi1*,* Ctcf, Ezh2*,* Kdm2b*, and *Wdr5*. Thus, early MET and facilitated OGS may cooperate to upregulate several key epigenetic factors, remove the epigenetic barrier during pluripotency induction, and finally facilitate reprogramming.

### Early EMT and OGS contribute to the less generation of pre‐iPSCs

Based on abovementioned results, we hypothesized that early EMT and OGS cooperated to upregulate *Bmi1*,* Ctcf, Ezh2*,* Kdm2b*, and *Wdr5*, which subsequently facilitated the conversion from pre‐iPSCs to iPSCs. Such a hypothesis explains why 5C medium generates less Oct4GFP^−^ colonies (pre‐iPSCs) and more Oct4GFP^+^ colonies (iPSCs) than mES medium.

To confirm the abovementioned hypothesis, the abilities of EMT, OGS, and the five epigenetic factors to facilitate the conversion from pre‐iPSCs to iPSCs should be confirmed directly. Pre‐iPSC colonies were separated after reprogramming with mES‐Vc (mES medium without Vc), mES, or 5C medium (Fig 3D). These pre‐iPSC colonies were further cultured for 7 days with mES medium alone or in the presence of other factors, such as HIF1α, TGFβ, or three of the five epigenetic factors (3F, *Ctcf + Kdm2b + Wdr5*; Fig 3D). HIF1α and TGFβ were used to induce OGS and EMT, respectively. 3F were selected because of their relatively higher abilities to promote reprogramming (Fig 2D) and used to directly mimic their upregulation during reprogramming with 5C medium. mES medium efficiently converted pre‐iPSCs separated from reprogramming with mES‐Vc medium to iPSCs, while additional factors (HIF1α, TGFβ, or 3F) were required to convert pre‐iPSCs separated from reprogramming with mES medium to iPSCs (Fig 3E). Pre‐iPSC colonies separated from reprogramming with 5C medium were rare and seldomly converted to iPSCs under the current paradigm (Fig 3E). Therefore, the downstream effects induced by 5C medium can convert the pre‐iPSCs generated with mES medium to iPSCs, which explains the higher ability of 5C medium to promote reprogramming.

Then, the abilities of EMT, OGS, and the five epigenetic factors to facilitate the conversion from pre‐iPSCs to iPSCs were also confirmed during reprogramming. Similarly, when OGS was facilitated with *Hif1α*, early EMT was induced by TGFβ, or epigenetic changes were mimicked with 3F during reprogramming with mES medium, the number of pre‐iPSC (AP^+^Oct4GFP^−^) colonies decreased, while the number of iPSC (AP^+^Oct4GFP^+^) colonies increased (Fig 3F and G). Energy metabolism analysis and cell migration with live‐cell imaging on day 6 confirmed the abilities of *Hif1α* and TGFβ to facilitate OGS and EMT, respectively (Fig 3H–J). In addition, the abilities of *Hif1α* and TGFβ to upregulate *Bmi1*,* Ctcf, Ezh2*,* Kdm2b*, and *Wdr5* were confirmed with qPCR (Fig 3K). However, overexpression of *Ctcf*,* Kdm2b*, and *Wdr5* (3F) did not affect energy metabolism and cell migration (Fig 3H–K), which further confirmed that the upregulation of these epigenetic factors was downstream of OGS and EMT.

Therefore, consistent with the previous report (Chen *et al*, 2012), Vc helps the cells overcome the H3K9 methylation barrier and reduces pre‐iPSCs. Early EMT, facilitated OGS, and downstream epigenetic factors help the cells overcome additional barriers and accounted for the higher ability of 5C medium to further convert potential pre‐iPSCs to iPSCs than mES medium (Fig 3L).

### Facilitated OGS and early EMT form a positive feedback loop

Surprisingly, when HIF1α was overexpressed, EMT was observed at the early stage of reprogramming (Fig 3H–J). Similarly, when TGFβ was used, OGS was observed (Fig 3H–J). Thus, the connections between OGS and EMT were then investigated.

During reprogramming with mES medium, increasing OGS with *Hif1α* induced early EMT as indicated by changes in the expression of mesenchymal markers and the migration abilities of cells on day 6 (Fig 4A and B). Inhibiting OGS with *sh‐Hif1α* impaired early EMT during reprogramming with 5C medium (Fig 4A and B). OGS at the early stage during reprogramming was further modulated by using small‐molecule compounds, 2‐DG and oligomycin, as in Fig 1H. These methods modulated OGS similarly to *Hif1α* or *sh‐Hif1α* but induced EMT to a lesser extent (Fig 4A and B).

**Figure 4:**
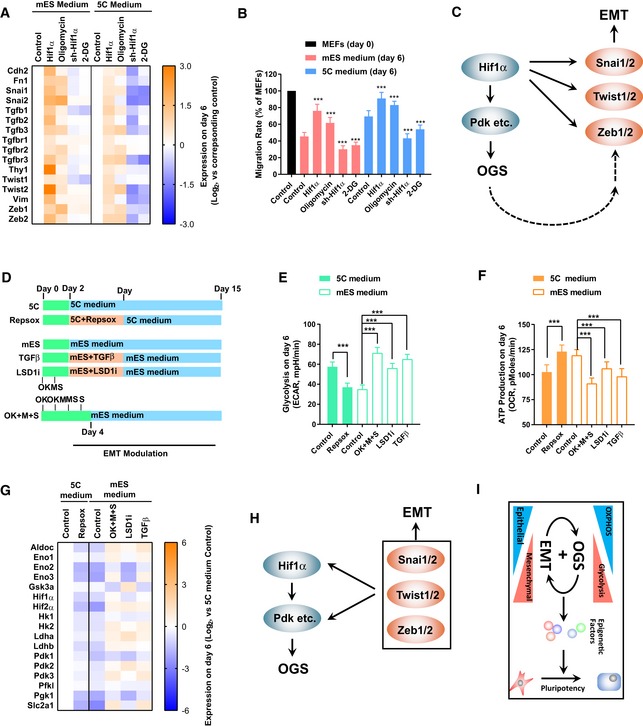
Facilitated OGS and early EMT form a positive feedback loop A, BExpression of *Hif1α* was modulated via a retrovirus system or small‐molecule compounds, oligomycin (1 μM) and 2‐DG (5 mM), during reprogramming. The expression of mesenchymal markers (A) and cell migration (B) was determined with qPCR and live‐cell imaging, respectively, on day 6.CHIF1α induces EMT by transcriptionally activating key mesenchymal transcriptional factors, including *Snai1/2*,* Twist1/2*, and *Zeb1/2*. Although to a less extent, inducing OGS directly with *Pdk1/*2 or small molecules also activate these factors.D–GRepSox (1 μM) was used on days 2–7 to inhibit early EMT during reprogramming with 5C medium. TGFβ (TGFβ1/2/3, 1 ng/ml each) on days 2–7, LSD1i (SP2509, 10 nM), and sequential introduction of Yamanaka factors (OK + M + S) were used to induce early EMT during reprogramming with mES medium (D). Except for OK + M + S group, the four Yamanaka factors were delivered simultaneously. Energy metabolism was determined on day 6 with Seahorse instrument (E and F). The expression of glycolysis markers was determined on day 6 with qPCR (G).HKey mesenchymal transcriptional factors, including *Snai1/2*,* Twist1/2*, and *Zeb1/2,* induce OGS by transcriptionally activating *Hif1α* and glycolysis genes.IEarly EMT and facilitated OGS form a positive feedback loop to induce pluripotency.Data information: Experiments were independently repeated at least five times (*n* ≥ 5). Error bars represent standard deviations. ***P < 0.001. Additional statistical information is listed in Dataset EV7.

To understand why facilitated OGS leads to early EMT, the promoter regions of mesenchymal markers were analyzed. The binding sites of HIF1α had high enrichment on these promoters (Fig EV2A and Dataset EV2). Modulating the expression of *Hif1α* in MEFs resulted in consistent changes of mesenchymal markers (Fig EV2B). Small‐molecule compounds, 2‐DG and oligomycin, resulted in significant but smaller changes. Therefore, both HIF1α and downstream OGS induce EMT via transcriptional activation of key mesenchymal factors (Fig 4C). In addition, as a transcriptional factor, HIF1α has higher abilities than downstream OGS to induce EMT (Figs 4A–C and EV2A and B).

**Figure EV2:**
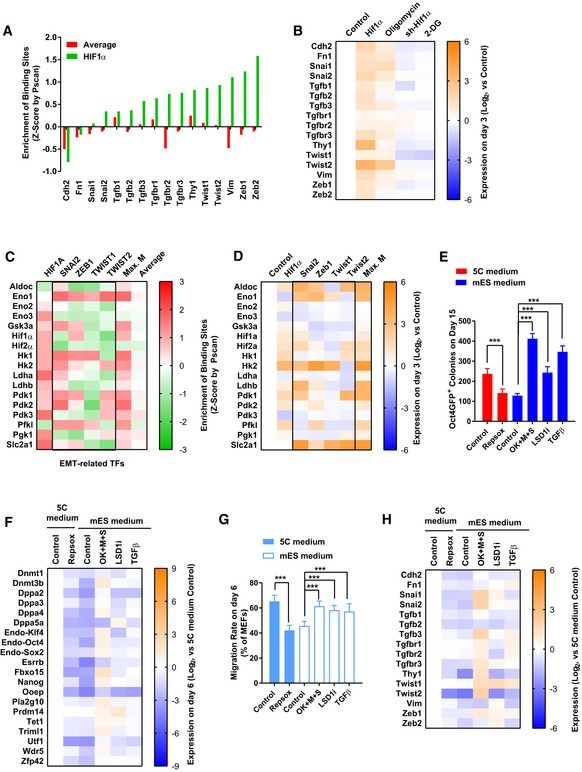
OGS and EMT induce each other via transcriptional activation (related to Fig 3) AThe enrichment of binding sites of HIF1α was determined on the promoters of several key mesenchymal markers with Pscan software. “Average” represented the average *Z*‐score of all transcriptional factors tested in with Pscan software (Dataset EV2).BExpression of *Hif1α* was modulated with overexpression or sh‐RNA‐mediated knockdown via a retrovirus system in MEFs. Oligomycin (1 μM) or 2‐DG (5 mM) was used to treat MEFs. The expression of mesenchymal markers was determined with qPCR on day 3.CThe enrichment of binding sites of indicated transcriptional factors was determined on the promoters of several key glycolysis markers. “Max. M” suggested the maximum *Z*‐score generated with SNAI2, TWIST1/2, and ZEB1 binding sites on one indicated promoter. “Average” suggested the average *Z*‐score of all transcriptional factors tested in the Pscan software on one indicated promoter.DExpression of *Hif1α* and key mesenchymal transcriptional factors, including *Snai1/2*,* Twist1/2*, and *Zeb1/2,* was modulated in MEFs. The expression of several key glycolysis markers was determined with qPCR on day 3. “Max. M” indicated the largest upregulation induced by *Snai1/2*,* Twist1/2*, and *Zeb1/2* on one particular gene.E–HRepSox (1 μM) was used on days 2–7 to inhibit early EMT during reprogramming with 5C medium. TGFβ (TGFβ1/2/3, 1 ng/ml each) on days 2–7, LSD1i (SP2509, 10 nM), and sequential introduction of Yamanaka factors (OK + M + S) were used to induce early EMT during reprogramming with mES medium. Except for OK + M + S group, the four Yamanaka factors were delivered simultaneously. The number of Oct4GFP^+^ colonies was determined on day 15 (E). The expression of pluripotency markers was determined on day 6 with qPCR (F). Cell migration was determined with live‐cell imaging on day 6 (G). The expression of mesenchymal markers was determined on day 6 with qPCR (H).Data information: Experiments were independently repeated at least five times (*n* ≥ 5). Error bars represent standard deviations. ***P < 0.001. Additional statistical information is listed in Dataset EV7.

Next, the influences of early EMT on OGS were studied. *Snai1/2*,* Zeb1/2*, and *Twist1/2* are traditional transcriptional factors that can serve as mesenchymal markers (Thiery, 2002; Thiery *et al*, 2009). The binding sites of at least one of these transcriptional factors are enriched on promoters of glycolysis markers (Fig EV2C and Dataset EV2). In addition, overexpression of these transcriptional factors activated the expression of glycolysis markers in MEFs (Fig EV2D).

Sine EMT at the late stage during reprogramming impaired iPSC generation (Liu *et al*, 2013), overexpression of transcriptional factors was not used to induce EMT during reprogramming. Based on previous research in our laboratory, early EMT was also induced by short‐term treatment with TGFβ, inhibitors of lysine‐specific histone demethylase 1A (LSD1i, SP2509, 10 nM), and sequential introduction of Yamanaka factors (OK + M + S; Fig 4D) (Liu *et al*, 2013; Sun *et al*, 2016). In the current manuscript, Yamanaka factors were mostly introduced simultaneously via a retrovirus system on day 0 and day 1 during reprogramming, except when “OK + M + S” was used to indicate sequential introduction (Liu *et al*, 2013).

The promoted reprogramming was confirmed by the Oct4GFP^+^ colonies on day 15 and the expression of pluripotency markers on day 6 (Fig EV2E and F). The early EMT induced by these methods was confirmed by cell migration and the expression of mesenchymal markers on day 6 (Fig EV2G and H). Facilitated OGS was observed at the early stage as indicated by energy metabolism studies and the expression of glycolysis markers (Fig 4E–G). Therefore, early EMT can also facilitate OGS via transcriptional activation of key glycolysis factors (Fig 4H). In summary, early EMT and OGS form a positive feedback loop and cooperate to accelerate pluripotency induction (Fig 4I).

Sequential EMT‐MET or early EMT is also observed during transdifferentiation from MEFs to functional neurons and differentiation from human ESCs to hepatocytes (He *et al*, 2017; Li *et al*, 2017). Previous RNA‐Seq results were analyzed to determine whether similar cooperation existed between early EMT and facilitated OGS in activating the expression of the five epigenetic factors (Data ref: Sun and Zheng, 2016; Data Ref: Hutchins *et al*, 2017). As indicated in Appendix Fig S4A–D, early EMT and facilitated OGS were observed on the first 7 days during a 21‐day differentiation from human ESCs to hepatocytes and on the first 5 days during a 16‐day transdifferentiation from MEFs to functional neurons. In addition, upregulation of *Bmi1*,* Ctcf, Ezh2*,* Kdm2b*, and *Wdr5* was also observed (Appendix Fig S4E and F). Thus, the cooperation between early EMT and OGS is not restricted during reprogramming.

During reprogramming with mES medium, both *Hif1α* and oligomycin induced upregulation of epigenetic factors on day 6 (Appendix Fig S5A). Since oligomycin did not affect the expression of *HIf1α* or *Pdk1/2* (Appendix Fig S5B), and has lower ability than *Hif1α* to induce EMT transcriptional factor (Figs 4A–C and EV2B), the metabolic state contributes to the regulation of epigenetic factors independently of *HIf1α* and EMT transcriptional factors.

In addition, *Hif1α* expression positively correlated with reprogramming efficiency in the presence of 2‐DG or oligomycin, OGS or metabolism state also positively correlated with reprogramming efficiency in the context of *Hif1α* overexpression or knockdown (Appendix Fig S5C). Thus, both *Hif1α‐*independent OGS and the OGS‐unrelated transcriptional activity of HIF1α may contribute to reprogramming. Furthermore, the expression of mesenchymal key transcription was manipulated with TGFβ and RepSox treatment (day 2–7) when *Hif1α* expression and/or OGS were manipulated (Appendix Fig S5D and E). A short treatment of TGFβ consistently promoted reprogramming. RepSox treatment promoted reprogramming in the presence of *sh‐Hif1α* and/or 2‐DG, while impaired reprogramming in the presence of *Hif1α* and/or oligomycin, which further explored the connection among *Hif1α* expression, EMT, and OGS. However, because modulating one of the three aspects (*Hif1α* expression, EMT, and OGS) may affect the other two, it is nearly impossible to identify a clear connection between only two of them.

The expression of *Bmi1*,* Ctcf*,* Ezh2*,* Kdm2b*, and *Wdr5* positively correlated with reprogramming efficiency in the presence of 2‐DG or oligomycin (Appendix Fig S5F). Thus, these five factors affect reprogramming efficiency by themselves and also have additive effects.

### A distinct pluripotent state is induced with 5C medium

Because the current MEFs were isolated from transgenic mice that have *egfp* reporter genes driven by the *Oct4* promoter and the distal enhancer (Szabo *et al*, 2002), 5C‐Oct4GFP^+^ colonies had distal enhancers of *Oct4* activated and bear naïve characteristics at least partially. However, in contrast to the multilayered morphology of Oct4GFP^+^ colonies generated with mES medium, 5C‐Oct4GFP^+^ colonies were monolayer (Fig 5A), which suggested the primed characteristic of 5C‐Oct4GFP^+^ colonies (Weinberger *et al*, 2016).

**Figure 5:**
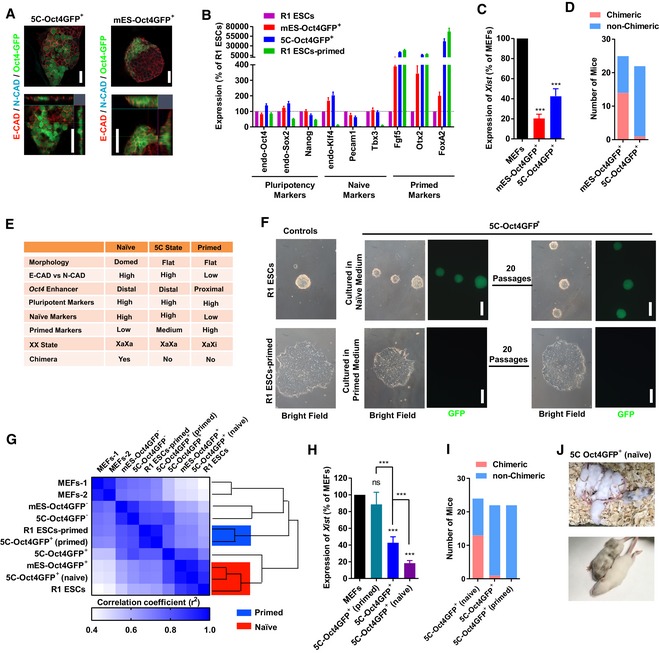
5C state is a distinct pluripotency state A–EOn day 15 during reprogramming, the expression of E‐cadherin (E‐CAD) and N‐cadherin (N‐CAD) was determined with immunofluorescence together with the morphology in Oct4GFP^+^ colonies (A, Scale bar, 25 μM). After sorting Oct4GFP^+^ cells out (5C‐Oct4GFP^+^ and mES‐Oct4GFP^+^ cells), the expression of markers of different pluripotent states (B) and *Xist* (C), and their abilities to form chimeras (D) were determined. The characteristics of 5C‐Oct4GFP^+^ cells were summarized and compared to naïve and primed PSCs in (E).FThe isolated 5C‐Oct4GFP^+^ cells were cultured in naïve or primed medium for 3 days, and the morphology changed toward R1 ESCs (naïve PSCs) and R1 ESCs‐primed (primed PSCs), respectively. The obtained cells were maintained for additional 20 passages. The 5C‐Oct4GFP^+^ cells cultured in primed medium lost GFP fluorescence. R1 ESCs‐primed were primed PSCs generated from R1 ESCs. Scale bar, 100 μM.GPSCs mentioned in (F) were used for RNA‐Seq analysis. Similarity among gene expression profiles was determined.H–JThe isolated 5C‐Oct4GFP^+^ cells were cultured in naïve or primed medium for 3 days to generate 5C‐Oct4GFP^+^ (naïve) and 5C‐Oct4GFP^+^ (primed) cells. The expression of *Xist* (H) and the abilities to form chimeras (I and J) were determined.Data information: Experiments were independently repeated at least five times (*n* ≥ 5) except for sequencing and animal studies. Error bars represent standard deviations. ***P < 0.001. Additional statistical information is listed in Dataset EV7.

Oct4GFP^+^ cells generated with the two media, 5C and mES medium, were then sorted out and compared with each other. R1 ESCs cultured in naïve medium served as the control of naïve PSCs (Dataset EV1) (Ying *et al*, 2008). Primed PSCs were generated from R1 ESCs (R1 ESCs‐primed) following a previously reported protocol (Kim *et al*, 2013). In 5C‐Oct4GFP^+^ cells, the expression of markers of pluripotency (*endo‐Oct4*,* endo‐Sox*, and *Nanog*) and markers of the naïve state (*endo‐Klf4*,* Pecam1*, and *Tbx3*) was similar to those in R1 ESCs, while the expression of markers of the primed state (*Fgf5*,* Otx2*, and *FoxA2*) was similar to those in R1 ESCs‐primed (Fig 5B). In addition, 5C‐Oct4GFP^+^ cells retained the XaXa state (Fig 5C), but seldomly contributed to chimeras (Fig 5D).

As summarized in Fig 5E, 5C‐Oct4GFP^+^ cells had characteristics of both naïve and primed PSCs, suggesting that 5C medium induces MEFs to a distinct pluripotent state (named 5C state), which may be between the naïve and primed states.

Two previously reported pluripotent states, epiblast‐like state and formative state, are also important. To further compare the 5C‐Oct4GFP^+^ cells with epiblast‐like cells (EpiLCs) and cells in formative state, previous reported datasets were downloaded and analyzed together with the current RNA‐Seq (Data ref: Hayashi *et al*, 2011; Data ref: Buecker, 2014; Data ref: Bertone, 2014; Data ref: Kalkan *et al*, 2019). Based on these datasets and previous reports (Hayashi *et al*, 2011; Kalkan *et al*, 2017; Smith, 2017; Du *et al*, 2018; Takahashi *et al*, 2018), cells in 5C state are quite different from EpiLCs and cells in formative state. Generally, cells in 5C state seldomly contributed to chimera and had high expression of glycolysis and mesenchymal markers (Fig EV3A).

**Figure EV3:**
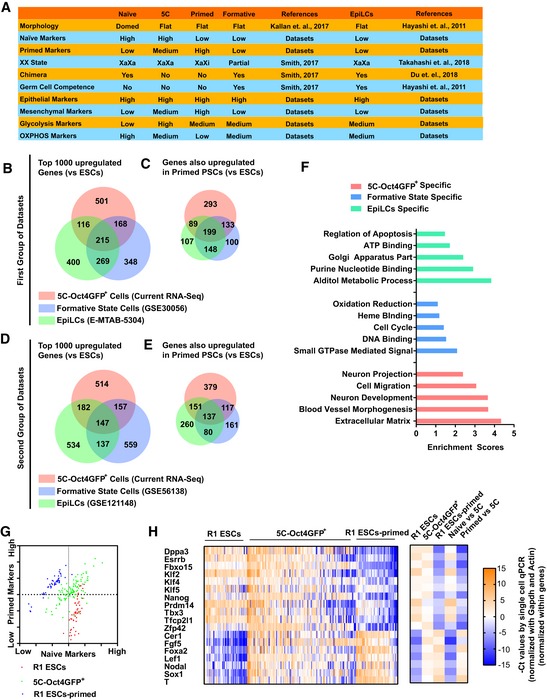
5C state is a new pluripotency state (related to Fig 5) ASummary of characteristics of PSCs in 5C state, formative state, and EpiLCs state.B, CTop 1,000 upregulated genes (compared to ESCs) were selected from the current RNA‐Seq and previously reported datasets (Data ref: Hayashi *et al*, 2011; Data ref: Bertone, 2014) for the three states. The overlapping was determined (B). In addition, the genes which were upregulated in primed PSCs (compared to ESCs, based on the current RNA‐Seq) were further selected and listed in (C).D, ETwo different datasets were used to repeat the studies in (B and C) (Data ref: Buecker, 2014; Data ref: Kalkan *et al*, 2019).FThe genes which were only upregulated in one of the three states were used for GO analysis.G, HSingle‐cell qPCR was performed with 5C‐Oct4GFP^+^ cells (120 cells), R1 ESCs (48 cells), and R1 ESCs‐primed (cells). *Dppa3*,* Esrrb*,* Fbxo15*,* Klf2/4/5*,* Nanog*,* Prdm14*,* Tbx3*,* Tfcp2l1*, and *Zfp42* were used as naive markers, while *Cer1*,* Fgf5*,* Foxa2*,* Lef1*,* Nodal*,* Sox1*, and *T* were used as primed markers. The average expression of naïve and primed markers was calculated for each cell and was used to plot the cells in (G). Heatmap summarized results (H, left), and the average expression of each gene in 5C‐Oct4GFP^+^ cells (5C), R1 ESCs (naïve), and R1 ESCs‐primed (primed) was provided and compared (H, right).Data information: Statistical information is listed in Dataset EV7.

In addition, the gene expression in cells in these three states was normalized against those of ESCs, and the top 1,000 upregulated genes in each type of cells were selected. Less than 50% of the top 1,000 upregulated genes in 5C‐Oct4GFP^+^ cells were identified in EpiLCs or formative state cells (Fig EV3B–E). In addition, 5C‐Oct4GFP^+^ cells had a closer expression profile to primed PSCs than the other two types of cells. Approximately 70% of the top 1,000 upregulated genes in 5C‐Oct4GFP^+^ cells were also upregulated in R1 ESCs‐primed. Furthermore, Gene Ontology (GO) studies suggested that the genes upregulated in only one type of cells were enriched with genes related to different fields (Fig EV3F). Genes which were specifically upregulated in 5C‐Oct4GFP^+^ cells, EpiLCs, and cells in formative state were enriched with genes related to cell migration & extracellular matrix, apoptosis & ATP binding, and cell cycle & oxidation reduction, respectively (Fig EV3F).

5C‐Oct4GFP^+^ cells were quite heterogeneous, and the fluorescence intensities of REX1 and NANOG differed even in one particular colony (Appendix Fig S1B). Thus, the co‐expression of naïve and primed markers in 5C‐Oct4GFP^+^ cells might be due to the fact that 5C‐Oct4GFP^+^ cells were a mixture of naïve and primed PSCs. To exclude this possibility, single‐cell qPCR was performed with 5C‐Oct4GFP^+^ cells, R1 ESCs, and R1 ESCs‐primed (Fig EV3G and H). *Dppa3*,* Esrrb*,* Fbxo15*,* Klf2/4/5*,* Nanog*,* Prdm14*,* Tbx3*,* Tfcp2l1*, and *Zfp42* were used as naive markers, while *Cer1*,* Fgf5*,* Foxa2*,* Lef1*,* Nodal*,* Sox1*, and *T* were used as primed markers. Approximately 55% of tested 5C‐Oct4GFP^+^ cells expressed naïve and primed markers at levels above average, while only approximately 12% R1 ESCs and approximately 2% R1 ESCs‐primed had similar expression pattern (Fig EV3G). High expression of five naïve markers (*Esrrb*,* Klf2*,* Prdm14*,* Tbx3*, and *Tfcp2l1*) and three primed markers (*Cer1*,* Foxa2*, and *T*) were less frequently observed in 5C‐Oct4GFP^+^ cells than the other markers (Fig EV3H and Dataset EV3), which suggested these markers are better markers for naïve and primed states and further studies on these marker in these three states are required. Therefore, 5C‐Oct4GFP^+^ cells express several naïve and primed markers simultaneously at single‐cell level.

### Naïve, primed, and new 5C states are interconvertible

To verify whether 5C‐Oct4GFP^+^ cells could be converted into naïve or primed PSCs, 5C‐Oct4GFP^+^ colonies were cultured with naïve or primed medium (Dataset EV1). The two media converted 5C‐Oct4GFP^+^ cells to cells with typical morphologies of naïve and primed PSCs, and the obtained cells were stable for at least 20 additional passages (Fig 5F). 

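For the converted cells, 1 library was made from 5C-Oct4GFP+ cells after culture in naïve medium, 1 after culture in primed medium and 1 from R1 ESCs-primed, the primed PSCs induced from the mouse ESC line R1 (no replicates). The sample labels give 20 passages for each of the 3, as the legend of Fig 5F does for the converted cells. The legend of Fig 7C gives 3 days in naïve or primed medium for the latter. Their estimated counts summed to 8233480 in 5C-Oct4GFP+ (naïve), 11496615 in 5C-Oct4GFP+ (primed) and 7188043 in R1 ESCs-primed, against 10443952 in the 5C-Oct4GFP+ cells sorted on day 15. The tables were made with RSEM in the same way as those of the sorted cells. A library of R1 ESCs in the naïve state is not in the files analysed here, so mES-Oct4GFP+ cells, the other Oct4GFP+ cells sorted on day 15, were compared in its place. Correlations were calculated on log2(TPM + 1) over the 23189 genes above 0 in at least 1 of the 7 libraries. They are across genes, and genes are not independent replicates, so their bootstrap intervals describe the choice of genes only.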

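After culture in primed medium, the r2 with R1 ESCs-primed was 0.9692, against 0.8539 for 5C-Oct4GFP+ cells before conversion (no replicates). The difference was 0.1153 (95% bootstrap interval over genes 0.1100 to 0.1204). Culture in naïve medium gave an r2 of 0.9666 with mES-Oct4GFP+ cells, against 0.8805 before conversion, a difference of 0.0861 (0.0814 to 0.0907). The cells from naïve and primed medium had an r2 of 0.7765 with each other. Restricting the correlation to the 11020 genes with a TPM of at least 1 in every library moved these differences most, to 0.1927 and 0.1545. Among genes with a TPM of at least 1 in either library, 1486 were at least 2-fold higher and 2608 at least 2-fold lower on the log2(TPM + 1) scale after culture in naïve medium. In primed medium, 2059 were higher and 2419 lower. With a TPM of at least 5 required, the counts fell to 962 and 1800 in naïve medium and to 1393 and 1690 in primed medium. The paper takes its RNA-Seq as evidence that the media converted 5C-Oct4GFP+ cells toward the naïve and the primed state, respectively.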

RNA‐Seq (GSE103765 and GSE103791) analysis suggested that the naïve and primed medium converted 5C‐Oct4GFP^+^ cells toward the naïve and primed states, respectively (Fig 5G), which was further confirmed by qPCR of the markers of different pluripotent states (Fig EV4A). In addition, primed medium converted 5C‐Oct4GFP^+^ cells to a XaXi state (Fig 5H), while naïve medium enabled 5C‐Oct4GFP^+^ cells to contribute to chimeras (Fig 5I and J). Embryoid body (EB) differentiation experiments suggested that the obtained cells had differentiation potential similar to that of naïve or primed PSCs (Fig EV4B and C). Therefore, the new pluripotent state is convertible to both naïve and primed states.

**Figure EV4:**
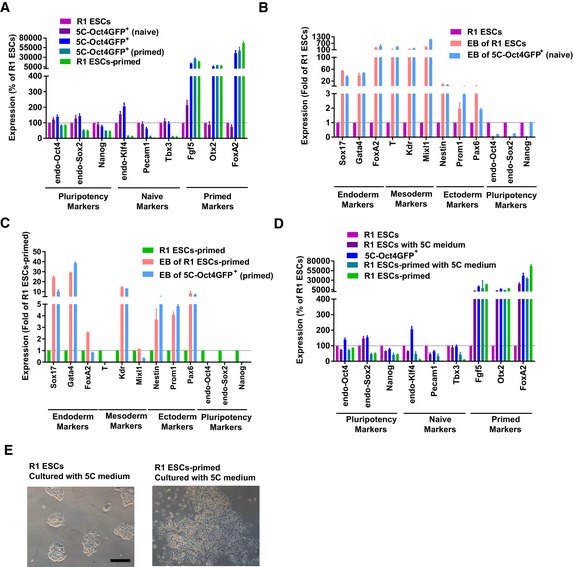
PSCs in 5C state can be converted to naïve or primed state (related to Fig 5) AThe isolated 5C‐Oct4GFP^+^ cells were cultured in naïve or primed medium for 3 days. The expression of markers of different pluripotent states was determined with qPCR. R1 ESCs and R1 ESCs‐primed were used as controls.B, CThe isolated 5C‐Oct4GFP^+^ cells were cultured in naïve and primed medium, and the obtained cells were used for EB differentiation. The expression of markers of endoderm, mesoderm, ectoderm, and pluripotency was determined together with R1 ESCs and R1 ESCs‐primed.D, ER1 ESCs and R1 ESCs‐primed were cultured with 5C medium for 3 days, the expression of markers of different pluripotent states was provided in (D), and the morphologies were presented in (E, Scale bar, 100 μM).Data information: Experiments were independently repeated at least five times (*n* ≥ 5). Error bars represent standard deviations. Statistical information is listed in Dataset EV7.

In addition, 3‐day treatment with 5C medium converted R1 ESCs and R1 ESCs‐primed toward the 5C state (Fig EV4D and E). 5C medium increased the expression of naïve markers in R1 ESCs‐primed, while it increased the expression of primed markers in R1 ESCs. Therefore, either state of the three pluripotent states mentioned above could be converted into the other two.

### Highly efficient generation of naïve and primed PSCs

Because 5C‐Oct4GFP^+^ cells could be converted into both naïve and primed states, we then investigated reprogramming when the 5C medium was replaced with naïve or primed medium on day 10 (Fig EV5A).

**Figure EV5:**
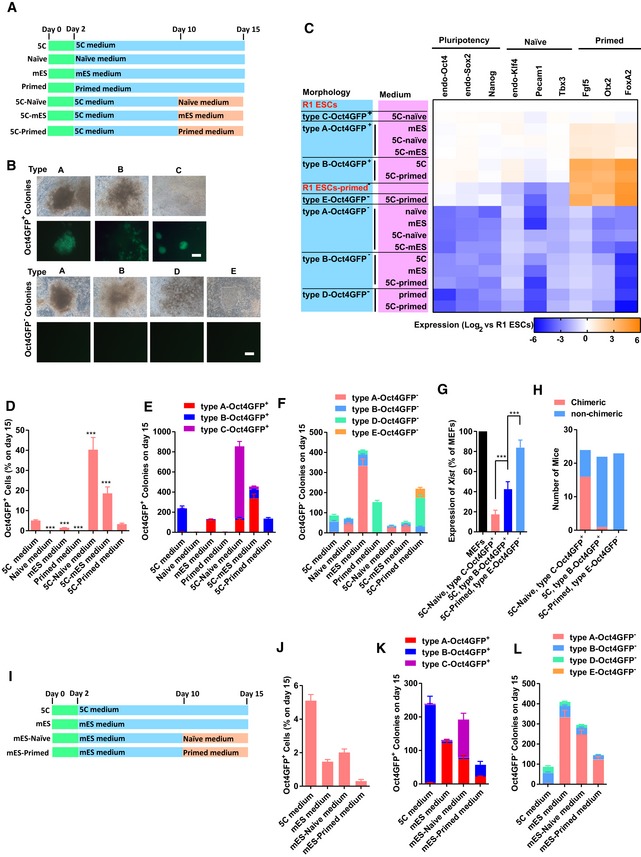
5C medium facilitates the generation of naïve and primed PSCs (related to Fig 5) A–CMEFs were reprogrammed with 5C, mES, naïve, or primed medium. In three additional groups, mES, naïve, or primed medium was used to replace 5C medium from day 10 (A). The morphology and OCT4 fluorescence of seven types of colonies were provided in (B, Scale bar, 100 μM). These seven types of colonies were isolated on day 15 during reprogramming with different protocols. The expression of markers of different pluripotent states was determined with qPCR in these colonies (C).D–HThe percentages of Oct4GFP^+^ cells (D) and the numbers of seven types of colonies (E and F) were summarized on day 15. The expression of *Xist* (G) and the abilities to form chimeras (H) were determined in type C‐Oct4GFP^+^ colonies in 5C‐naïve group, type B‐Oct4GFP^+^ colonies in 5C group, and type E‐Oct4GFP^−^ colonies in 5C‐primed group.I–LMEFs were reprogrammed with mES medium. Naïve or primed medium was used to replace mES medium from day 10 (I). The percentages of Oct4GFP^+^ cells (J) and the numbers of seven types of colonies (K and L) were summarized on day 15.Data information: Experiments were independently repeated at least five times (*n* ≥ 5). Error bars represent standard deviations. ***P < 0.001. Additional statistical information is listed in Dataset EV7.

To simplify the studies, generated colonies were classified into seven different types (Fig EV5B). Type A‐Oct4GFP^+^ and type A‐Oct4GFP^−^ colonies had relatively compact morphology and were conventional colonies induced with mES medium, while type B‐Oct4GFP^+^ and type B‐Oct4GFP^−^ colonies had loose morphology and were typical colonies induced with 5C medium. Type C‐Oct4GFP^+^ and type E‐Oct4GFP^−^ colonies had morphologies typical to those of naïve (compact and domed Oct4GFP^+^) and primed PSCs (monolayer without Oct4GFP), respectively. Type D‐Oct4GFP^−^ colonies were even looser than type B and negative for Oct4GFP fluorescence.

The expression of markers of different pluripotent states was analyzed in the colonies (at least 12 individual colonies in each group). Type C‐Oct4GFP^+^ and type E‐Oct4GFP^−^ colonies had a similar expression to those of naïve and primed PSCs, respectively (Fig EV5C). Type A‐Oct4GFP^+^ colonies were closer to naïve PSCs, while type E‐Oct4GFP^−^ colonies were closer to primed PSCs. Type A‐Oct4GFP^−^, type B‐Oct4GFP^−^, and type D‐Oct4GFP^−^ colonies had low expression of all these markers. Therefore, the number of different types of colonies could be used to analyze the colonies generated with different protocols.

Although neither naïve nor primed medium induced a significant number of colonies when used alone, they generated many more colonies with typical naïve (type C‐Oct4GFP^+^) and primed (type E‐Oct4GFP^−^) morphologies when they were used to replace 5C medium on day 10 (Fig EV5D–F). When comparing the 5C‐naïve and 5C groups, the percentage of Oct4GFP^+^ cells increased from approximately 5% to approximately 40%, and the number of colonies with a typical naïve morphology (type C‐Oct4GFP^+^) increased from < 10 to more than 600. On the other hand, although primed medium decreased the percentage of Oct4GFP^+^ cells by approximately 50%, it generated a significant amount of colonies with a typical primed morphology (type E‐Oct4GFP^−^).

The similarity between type C‐Oct4GFP^+^/E‐Oct4GFP^−^ colonies and naïve/primed PSCs was further demonstrated by the expression of *Xist*, and the ability to form chimeras (Fig EV5G and H). Thus, combinational usage of 5C and naïve/primed medium enables us to generate naïve/primed PSCs with high efficiency.

However, when naïve or primed medium was used to replace conventional mES medium on day 10 during reprogramming (Fig EV5I), similar effects were not observed. Naïve medium only slightly increased the percentage of Oct4GFP^+^ cells from approximately 1.5% to approximately 2%, while primed medium did not induce colonies with typical primed morphology (Fig EV5J–L).

In addition, when early EMT or OGS was modulated during reprogramming by controlling the expression of *Hif1α* or using small‐molecule compounds, consistent effects were observed. Facilitated EMT or OGS at the early stage of reprogramming generated more type B‐Oct4GFP^+^ colonies, while inhibited EMT or OGS resulted in more type A‐Oct4GFP^+^ colonies (Appendix Fig S6). Thus, the generation of different types of Oct4GFP^+^ colonies during reprogramming with the different medium was due to the early EMT and OGS.

The generation of iPSCs with 5C medium was compared with two previously defined medium iSF1 and iSF2 (also known as iCD1; Dataset EV1) (Chen *et al*, 2010, 2011). 5C and iSF1 medium induced Oct4GFP^+^ colonies similarly, but preferred to generate type B‐ and type A‐Oct4GFP^+^ colonies, respectively (Appendix Fig S7A and B). In addition, when naïve medium was used to replace 5C medium on day 10 (5C‐naïve), significantly more Oct4GFP^+^ colonies were generated than iSF1 medium, and the generated colonies were type C‐Oct4GFP^+^ colonies (Appendix Fig S7B). However, iCD1 medium generated more Oct4GFP^+^ colonies than 5C‐naïve group, even when an additional 1:5 passage was performed on day 9 (Appendix Fig S7A and B). In addition, 5C, but not iSF1 and iCD1 medium, tended to induce early EMT as demonstrated by the expression of *E‐cadherin* and *N‐cadherin* on day 6 (Appendix Fig S7C). Thus, 5C medium induces reprogramming via a route different from that used by iSF1 or iCD1 medium.

Bone morphogenetic proteins (BMPs) promote reprogramming by inducing MET (Samavarchi‐Tehrani *et al*, 2010), while also inhibit reprogramming by inducing pre‐iPSCs (Chen *et al*, 2012). As reported previously, the beneficial effects of the BMP pathway are stronger than its inhibitory effects at low activation level, while the inhibitory effects are stronger at high activation level (Lin *et al*, 2018). Consistently, BMPs only promoted reprogramming with mES medium at a low concentration (Appendix Fig S7D). In addition, since 5C medium promoted reprogramming by inducing early EMT at least partially, the beneficial effects of the BMP pathway should be weaker during reprogramming with 5C medium than with mES medium. Thus, BMPs did not promote reprogramming with 5C medium at all concentrations (Appendix Fig S7D).

The beneficial effects of the BMP pathway, like inducing MET and activating pluripotency, can be achieved by Yamanaka factors and mES/5C medium at least partially, which makes BMPs redundant during reprogramming. Thus, activating the BMP pathway to a higher level only increased the inhibitory effects, but contributed little to the beneficial effects. However, inhibiting the BMP pathway with Noggin might block the beneficial effects which were contributed by both the BMP pathway and other factors. In addition, the beneficial effects of the BMP pathway are stronger than its inhibitory effects at a low activation level. Thus, impaired reprogramming was observed at all concentrations (Appendix Fig S7E), which is consistent with the previous report (Lin *et al*, 2018).

### OGS and EMT cooperated to inhibit further reprogramming at the late stage

Epithelial–mesenchymal transition at the late stage inhibited reprogramming (Liu *et al*, 2013). Thus, the cooperation between EMT and facilitated OGS might not be beneficial for the reprogramming at the late stage.

The cells on day 15 during reprogramming were tested for Oct4GFP and E‐cadherin expression with FACS (Fig 6A). In Oct4GFP^+^ E‐cadherin^+^ cells, the levels of the two proteins were higher in 5C‐Oct4GFP^+^ than in mES‐Oct4GFP^+^ cells (Fig 6B). In Oct4GFP^−^ E‐cadherin^−^ cells, the level of Oct4GFP is higher, while the level of E‐cadherin was lower in 5C‐Oct4GFP^+^ than in mES‐Oct4GFP^+^ cells (Fig 6C).

**Figure 6:**
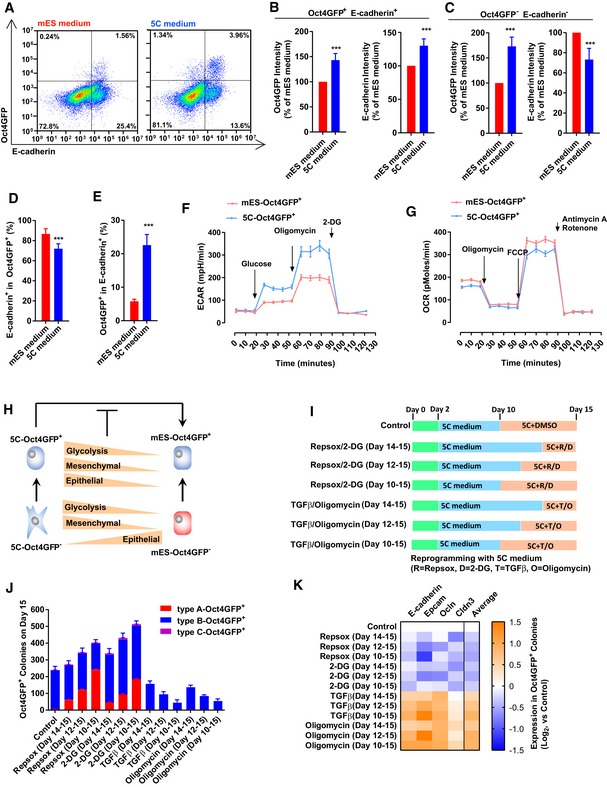
EMT and OGS cooperate to inhibit reprogramming at the late stage A–EThe expression Oct4GFP and E‐cadherin was determined with FACS on day 15 during reprogramming (A). Based on the FACS results, the expression of Oct4GFP and E‐cadherin was summarized in Oct4GFP^+^E‐cadherin^+^ cells (B) and in Oct4GFP^−^E‐cadherin^−^ cells (C). The percentage of E‐cadherin^+^ cells in Oct4GFP^+^ cells was listed in (D), while the percentage of Oct4GFP^+^ cells in E‐cadherin^+^ cells was listed in (E).F, GEnergy metabolism was analyzed in 5C‐Oct4GFP^+^ and mES‐Oct4GFP^+^ cells with Seahorse instrument.H5C‐Oct4GFP^−^ cells had higher expression of glycolysis and mesenchymal markers, but lower expression of epithelial markers than mES‐Oct4GFP^−^ cells. 5C‐Oct4GFP^+^ cells had higher expression of all three groups of markers than mES‐Oct4GFP^+^ cells.I–KEMT and OGS were modulated with TGFβ (TGFβ1/2/3, 1 ng/ml each), RepSox (1 μM), oligomycin (1 μM), and 2‐DG (5 mM) at the late stage during reprogramming with 5C medium (I). The numbers of three types of Oct4GFP^+^ colonies (J) and the expression of four epithelial markers in Oct4GFP^+^ cells (K) were determined on day 15. “Average” in (K) suggested the average expression of four epithelia markers.Data information: Experiments were independently repeated at least five times (*n* ≥ 5). Error bars represent standard deviations. ***P < 0.001. Additional statistical information is listed in Dataset EV7.

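The glycolysis markers of Dataset EV4 that the files analysed here hold are 33 genes. Between 5C-Oct4GFP- and mES-Oct4GFP- cells (1 library each, no replicates), their mean difference of log2(TPM + 1) was -0.3730 (95% bootstrap interval over genes -0.6768 to -0.0621, permutation p = 0.0040, adjusted p = 0.0062). In 5C-Oct4GFP- cells 11 of them were higher and 22 lower. The largest single difference was nevertheless an increase, that of *Acss1* (ENSMUSG00000027452, chromosome 2, 150618105 to 150668500), from 0.64 TPM in mES-Oct4GFP- to 11.86 TPM in 5C-Oct4GFP- cells. *Aldh3a1* (ENSMUSG00000019102, chromosome 11, 61207537 to 61218421) went from 350.84 to 69.87 TPM and *Eno2* (ENSMUSG00000004267, chromosome 6, 124760053 to 124769673) from 73.69 to 15.43 TPM. The median over genes moved the value most among the alternatives, to -0.2981 (adjusted permutation p = 0.0022). For the 84 OXPHOS markers read, the mean difference was 0.0577 (permutation p = 0.5560, adjusted p = 0.6285), with 52 higher and 32 lower in 5C-Oct4GFP- cells, which is not distinguishable from random genes of the same expression. *Lhpp* (ENSMUSG00000030946, chromosome 7, 132610638 to 132706420), *Atp6v0a4* (ENSMUSG00000038600, chromosome 6, 38048483 to 38124586) and *Atp12a* (ENSMUSG00000022229, chromosome 14, 56365068 to 56388550) differed most, with 83.56 against 8.98, 3.27 against 0.37 and 15.59 against 37.05 TPM. Without these 3 genes the OXPHOS value was 0.0164. The paper draws the glycolysis markers together with the epithelial and mesenchymal markers in Fig 6H.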

When the expression of mesenchymal and epithelial markers was determined in these four kinds of cells, consistent observations were obtained (Appendix Fig S8A and B). 

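Epithelial and mesenchymal markers were taken from Dataset EV4. The copy of its marker table analysed here ends after 1999 rows with 1541 left out, in the order of Ensembl identifiers, so the 29 epithelial and 47 mesenchymal markers used are part of the authors' lists. The epithelial markers had a mean log2(TPM + 1) of 3.83 in mES-Oct4GFP+ and 4.90 in 5C-Oct4GFP+ cells (1 library each, no replicates). The mean difference was 1.0690 (95% bootstrap interval over genes 0.5258 to 1.6870, permutation p = 1.0e-05, the smallest that the draws can give, adjusted p = 2.2e-05), and 23 of the 29 markers were higher in 5C-Oct4GFP+ cells. *Krt17* (ENSMUSG00000035557, chromosome 11, 100256217 to 100261029) had 120.56 TPM in 5C-Oct4GFP+ cells and no reads in mES-Oct4GFP+ cells, where 3 reads would have given 0.61 TPM. *Tmem30b* (ENSMUSG00000034435, chromosome 12, 73543402 to 73546392) had 16.10 against 0.94 TPM and *Prss8* (ENSMUSG00000030800, chromosome 7, 127925716 to 127930104) 27.00 against 2.20 TPM. *Cdh1* (ENSMUSG00000000303, chromosome 8, 106603351 to 106670246), which encodes E-cadherin, was lower in 5C-Oct4GFP+ cells, with 249.05 against 294.61 TPM, a ratio of 0.85 (exact 95% interval 0.81 to 0.88). The median over genes in place of the mean moved the epithelial difference most, to 0.6755 (adjusted permutation p = 1.0e-04).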

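The mesenchymal markers had a mean log2(TPM + 1) of 2.90 in mES-Oct4GFP+ and 2.96 in 5C-Oct4GFP+ cells. Their mean difference was 0.0587 (95% bootstrap interval over genes -0.2977 to 0.4041, permutation p = 0.6279, adjusted p = 0.6771), with 20 of the 47 markers higher and 27 lower in 5C-Oct4GFP+ cells. The difference of these 47 markers, part of the authors' list, was not distinguishable from that of random genes of the same expression. The 3 markers that differed most were all higher in 5C-Oct4GFP+ cells. *Tgm2* (ENSMUSG00000037820, chromosome 2, 158116402 to 158146436) had 17.31 against 1.79 TPM, *Ccn2* (ENSMUSG00000019997, chromosome 10, 24595442 to 24598683) 178.45 against 27.88 TPM and *Mmp2* (ENSMUSG00000031740, chromosome 8, 92827291 to 92853420) 19.14 against 2.43 TPM. Leaving out these 3 genes changed the sign of the mean difference, to -0.1169 (adjusted permutation p = 0.6096). *Cdh2* (ENSMUSG00000024304, chromosome 18, 16588877 to 16809246), which encodes N-cadherin, had 1.65 TPM in 5C-Oct4GFP+ and 3.77 TPM in mES-Oct4GFP+ cells, a ratio of 0.44 (exact 95% interval 0.28 to 0.67). From the averages of both groups of markers, the paper places 5C-Oct4GFP+ cells above mES-Oct4GFP+ cells on both the epithelial and the mesenchymal axis.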

5C‐Oct4GFP^+^ cells expressed higher levels of both mesenchymal and epithelial markers than mES‐Oct4GFP^+^ cells. 5C‐Oct4GFP^−^ cells expressed higher levels of mesenchymal markers, but lower levels of epithelial markers than mES‐Oct4GFP^−^ cells. 

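In Oct4GFP- cells the same 47 mesenchymal markers had a mean log2(TPM + 1) of 5.35 with mES medium and 4.79 with 5C medium (1 library each, no replicates). The mean difference of 5C-Oct4GFP- from mES-Oct4GFP- cells was -0.5550 (95% bootstrap interval over genes -0.8519 to -0.2748, permutation p = 7.0e-05, adjusted p = 1.3e-04), with 14 markers higher and 33 lower in 5C-Oct4GFP- cells. *Igfbp3* (ENSMUSG00000020427, chromosome 11, 7206086 to 7213923) had 58.36 TPM in 5C-Oct4GFP- and 469.08 TPM in mES-Oct4GFP- cells, and *Mme* (ENSMUSG00000027820, chromosome 3, 63241537 to 63386030) 8.13 and 65.88 TPM. *Cdkn2c* (ENSMUSG00000028551, chromosome 4, 109660876 to 109667189) was higher in 5C-Oct4GFP- cells, with 20.17 against 2.99 TPM. *Cdh2* had 19.62 against 42.42 TPM, a ratio of 0.46 (exact 95% interval 0.41 to 0.53). FPKM in place of TPM, an alternative added after the data were seen, moved the mesenchymal difference most, to -0.5041. The 29 epithelial markers averaged 5.13 with mES medium and 4.80 with 5C medium, a mean difference of -0.3308 (-0.6863 to 0.0354, permutation p = 0.0378, adjusted p = 0.0517), with 9 higher and 20 lower in 5C-Oct4GFP- cells. *Gpx3* (ENSMUSG00000018339, chromosome 11, 54902453 to 54910377) had 30.04 against 129.36 TPM, *Elf3* (ENSMUSG00000003051, chromosome 1, 135253575 to 135258568) 18.09 against 67.02 TPM and *Slc27a2* (ENSMUSG00000027359, chromosome 2, 126552407 to 126588243) 41.85 against 11.66 TPM. *Cdh1* had 80.33 against 123.64 TPM, a ratio of 0.65 (0.61 to 0.69). Under the median over genes the epithelial difference was -0.4917 (adjusted permutation p = 2.8e-04). Other alternatives went the other way, with -0.3361 for a pseudocount of 0.1 (adjusted permutation p = 0.0655). Without the 3 genes of largest difference it was -0.2865 (adjusted permutation p = 0.1236). From its averages of the markers in 5C-Oct4GFP- cells, and their levels in 5C-Oct4GFP+ cells, the paper proposes that 5C medium prevents the loss of mesenchymal markers and that epithelial markers rise in compensation.

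**Figure D1:**
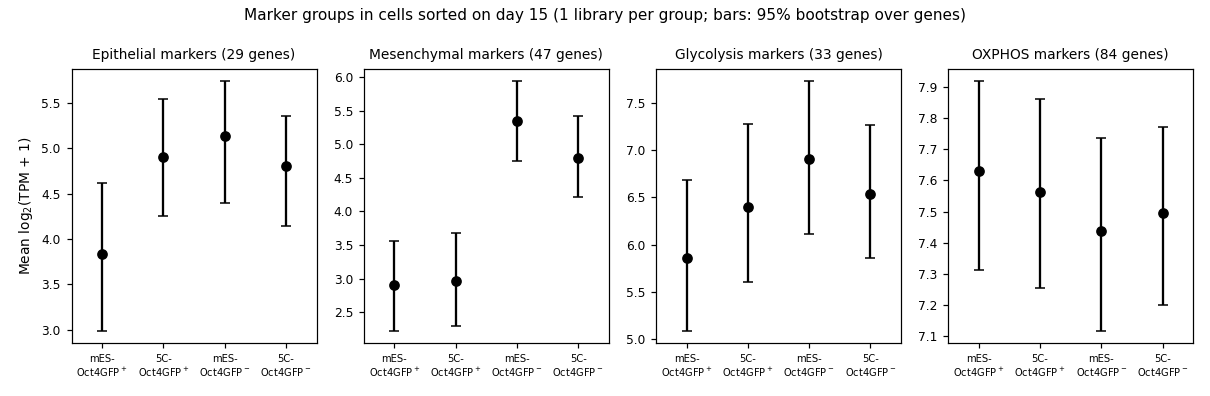
Mean log2(TPM + 1) of the epithelial, mesenchymal, glycolysis and OXPHOS markers (one panel each, vertical axis) in the 4 kinds of cells sorted on day 15. Each point is 1 library and each bar the 95% bootstrap interval over the genes of the group. The epithelial mean is lowest in mES-Oct4GFP+ cells at 3.83, and the mesenchymal mean is 5.35 in mES-Oct4GFP- and 4.79 in 5C-Oct4GFP- cells.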

Thus, we hypothesized that 5C medium prevents the downregulation of mesenchymal markers and forces cells to express a higher level of epithelial markers for compensation.

In addition, the percentages of Oct4GFP^+^ E‐cadherin^+^ cells in Oct4GFP^+^ and in E‐cadherin^+^ cells were determined. 5C medium had a lower ability to upregulate E‐cadherin or induce MET in Oct4GFP^+^ positive cells, and a higher ability to induce pluripotency in E‐cadherin^+^ cells than mES medium (Fig 6D and E). Thus, 5C medium may inhibit further reprogramming by preventing necessary MET, which also provides an explanation for the loose morphology of type B colonies induced with 5C medium.

5C‐Oct4GFP^+^ cells had higher glycolysis and lower oxidative phosphorylation than mES‐Oct4GFP^+^ cells (Fig 6F and G), which was confirmed with the expression of glycolysis and OXPHOS markers (Appendix Fig S8C and D, and Dataset EV4).

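The expression of glycolysis and OXPHOS markers was compared in the same libraries of 5C-Oct4GFP+ and mES-Oct4GFP+ cells (no replicates), with the 33 glycolysis and 84 OXPHOS markers of Dataset EV4 that could be read. Glycolysis markers had a mean log2(TPM + 1) of 6.39 in 5C-Oct4GFP+ and 5.86 in mES-Oct4GFP+ cells, a mean difference of 0.5321 (95% bootstrap interval over genes 0.0996 to 0.9292, permutation p = 0.0011, adjusted p = 0.0017). They were higher in 5C-Oct4GFP+ cells for 23 of 33 genes. *Aldoc* (ENSMUSG00000017390, chromosome 11, 78322968 to 78327781) rose from 15.67 TPM in mES-Oct4GFP+ to 89.01 TPM in 5C-Oct4GFP+ cells and *Pfkl* (ENSMUSG00000020277, chromosome 10, 77986947 to 78010083) from 31.67 to 167.67 TPM. *Fbp2* (ENSMUSG00000021456, chromosome 13, 62836877 to 62858422) had the largest difference of the group and was lower in 5C-Oct4GFP+ cells, with 0.84 against 12.48 TPM. Taking the median over genes gave 0.3663 (adjusted permutation p = 9.9e-04), the alternative farthest from the main value. OXPHOS markers averaged 7.56 in 5C-Oct4GFP+ and 7.63 in mES-Oct4GFP+ cells. Their mean difference of -0.0671 (permutation p = 0.6511, adjusted p = 0.6771) was not distinguishable from that of random genes, with 41 higher and 43 lower in 5C-Oct4GFP+ cells. The largest OXPHOS differences were those of *Atp12a* (3.25 TPM in 5C-Oct4GFP+, 38.88 TPM in mES-Oct4GFP+ cells), *Atp6v0a4* (9.04 and 2.78 TPM) and *Atp6v1b2* (ENSMUSG00000006273, chromosome 8, 69088646 to 69113711), which had 92.89 and 180.44 TPM. After median-ratio rescaling of the libraries the OXPHOS difference was -0.0193. The paper reads the marker averages beside its Seahorse measurements of energy metabolism, and from both concludes that 5C-Oct4GFP+ cells had higher glycolysis and lower oxidative phosphorylation.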

Thus, possibly because of the strong and positive feedback between EMT and OGS, 5C‐Oct4GFP^+^ cells had higher expression of mesenchymal, epithelial, and glycolysis markers than mES‐Oct4GFP^+^ cells (Fig 6H and Dataset EV4).

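Set side by side for 5C-Oct4GFP+ against mES-Oct4GFP+ cells (1 library each, no replicates), the mean difference of log2(TPM + 1) was 1.0690 for the epithelial, 0.5321 for the glycolysis and 0.0587 for the mesenchymal markers. The adjusted permutation p-values over 26 comparisons were 2.2e-05, 0.0017 and 0.6771. The markers higher in 5C-Oct4GFP+ cells were 23 of 29, 23 of 33 and 20 of 47. With the 3 genes of largest difference left out of each group, the means became 0.6849, 0.5210 and -0.1169. The paper proposes that a positive feedback between EMT and OGS is possibly behind the higher expression of the 3 groups of markers.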

Epithelial–mesenchymal transition and OGS were then modulated during the late stage of reprogramming (Fig 6I). Inducing EMT or OGS at the late stage inhibited further reprogramming, while inhibiting these two events promoted reprogramming (Fig 6J). Such time‐dependent effects were consistent with previous reports on EMT and OGS (Liu *et al*, 2013; Mathieu *et al*, 2014).

The higher expression of epithelial markers in 5C‐Oct4GFP^+^ cells might be due to the requirement to counteract the higher expression of mesenchymal markers or glycolysis markers. To confirm this hypothesis, TGFβ and RepSox were used for different amounts of time at the late stage during reprogramming (Fig 6I). Longer TGFβ treatment resulted in less Oct4GFP^+^ colonies and higher expression of epithelial markers in the final Oct4GFP^+^ colonies, while RepSox had the opposite effects (Fig 6J and K).

The abnormities in 5C‐Oct4GFP^+^ cells (higher expression of mesenchymal, epithelial, and glycolysis markers) made them unstable. We failed to culture 5C‐Oct4GFP^+^ colonies in 5C medium for more than two passages (Appendix Fig S9A and B). We then tried to culture 5C‐Oct4GFP^+^ colonies in 5C medium with 5% O_2_ and TGFβ to maintain their abnormities. Then, the 5C‐Oct4GFP^+^ colonies could be maintained for five passages (1:2) with a significantly prolonged cell cycle (Appendix Fig S9A and B), suggesting that these abnormities are key characteristics of 5C‐Oct4GFP^+^ cells. However, culture conditions still required further optimization.

Facilitating OGS or inducing early EMT resulted in more Oct4GFP^+^ colonies. However, the increased Oct4GFP^+^ colonies were mainly in 5C state (type B‐Oct4GFP^+^ colonies; Fig EV5E). In addition, inhibiting OGS or inducing MET at the late stage converted type B‐Oct4GFP^+^ colonies to the type A‐Oct4GFP^+^ colonies which were relatively stable (Fig 6J). Besides, replacing 5C medium at the late stage also converted PSCs in 5C state to other states with higher stabilities (Fig EV5). Therefore, facilitated OGS and early EMT cooperate to promote pluripotency induction or the generation of PSCs in 5C state at the early stage, while OGS and EMT cooperate at the late stage to prevent further reprogramming from the new pluripotency state (5C state) to naïve state.

Both *Hif1α* and *Hif2α* had higher expression in 5C GFP^+^ colonies than in mES GFP^+^ colonies (Appendix Fig S10A). In addition, 5C medium had higher abilities to upregulate *Hif2α* than to upregulate *Hif1α* (Appendix Fig S10A). Similar observations were also identified on day 6 during reprogramming (Appendix Fig S10A). Besides, *Hif2α* had higher abilities to upregulate mesenchymal markers, while lower abilities to upregulate the five epigenetic factors (Appendix Fig S10B and C). Thus, *Hif1α* may be more important than *Hif2α* for the cooperation between OGS and EMT at the early stage, while *Hif2α* may be more important than *Hif1α* at the late stage. This hypothesis is supported by the previous report that HIF1α promotes reprogramming during the whole reprogramming process, while stabilization of HIF2α during late stages represses reprogramming (Mathieu *et al*, 2014).

### 5C‐Oct4GFP+ cells are close to the epiblasts of E4.5 and E5.5 embryos

Since 5C‐Oct4GFP^+^ cells could be converted into both naïve and primed PSCs, and were considered to be in a distinct pluripotent state which locates between naïve and primed states (Fig 5), 5C‐Oct4GFP^+^ cells were further compared with naïve (R1 ESCs) and primed PSCs (R1 ESCs‐primed). The OXPHOS in 5C‐Oct4GFP^+^ cells was lower than in naïve PSCs, but higher than in primed PSCs (Fig 7A). However, glycolysis in 5C‐Oct4GFP^+^ cells was higher than both naïve and primed PSCs (Fig 7B). Similar observations were confirmed with the expression of OXPHOS and glycolysis markers (Fig 7C and Dataset EV4). 

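In the RNA-Seq, 5C-Oct4GFP+ cells were compared with 5C-Oct4GFP+ (naïve), the same cells after culture in naïve medium, and with R1 ESCs-primed (1 library each, no replicates); the R1 ESCs that the paper also plots are not in the files analysed here. The 33 glycolysis markers were higher in 5C-Oct4GFP+ cells than in 5C-Oct4GFP+ (naïve), with a mean difference of log2(TPM + 1) of 0.50 (permutation p = 0.0128, adjusted p = 0.0185), and 23 of 33 genes had this direction. *Pfkl* (167.67 against 31.04 TPM), *Aldh3a1* (6.91 against 0.51 TPM) and *Pgm1* (ENSMUSG00000025791, chromosome 4, 99929414 to 99987294) (39.59 against 7.35 TPM) differed most. Against R1 ESCs-primed the mean difference was 0.6361 (95% bootstrap interval over genes 0.2713 to 1.0621, permutation p = 6.5e-04, adjusted p = 0.0011), with 21 genes higher in 5C-Oct4GFP+ cells. The largest change there was that of *Pfkp* (ENSMUSG00000021196, chromosome 13, 6579768 to 6648777), with 286.79 TPM in 5C-Oct4GFP+ cells and 13.53 TPM in R1 ESCs-primed, followed by *Aldh3a1* and *Aldoc*, with 0.16 and 16.74 TPM in R1 ESCs-primed. The median over genes gave the lowest values, 0.2630 and 0.3680. FPKM, the unit in the legend of Fig 7C and an alternative added after the data were seen, gave 0.4148 and 0.6094. When the 3 genes of largest difference were left out, the difference from 5C-Oct4GFP+ (naïve) was 0.3144 and no longer past the threshold (adjusted permutation p = 0.1910).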

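For the 84 OXPHOS markers, 5C-Oct4GFP+ cells differed from 5C-Oct4GFP+ (naïve) by -0.1065 on the log2(TPM + 1) scale (95% bootstrap interval over genes -0.1948 to -0.0173, permutation p = 0.2690, adjusted p = 0.3331), with 34 genes higher and 50 lower. From R1 ESCs-primed they differed by 0.0615 (permutation p = 0.2951, adjusted p = 0.3488), with 47 higher and 37 lower. Neither difference was larger than those of random genes of the same expression. *Atp6v0a4* had 9.04 TPM in 5C-Oct4GFP+ cells, 1.62 TPM in 5C-Oct4GFP+ (naïve) and 1.02 TPM in R1 ESCs-primed. *Ppa1* (ENSMUSG00000020089, chromosome 10, 61648552 to 61674168) had 123.87, 255.11 and 295.69 TPM in the same order. *Atp6v1b2*, with 182.07 TPM, was also among the 3 largest differences from the naïve-medium cells, and *Atp12a*, with 0.47 TPM, among those from R1 ESCs-primed. Median-ratio rescaling moved these means most, to -0.2243 and 0.1586, and FPKM gave -0.1768 and 0.0821. The paper takes the order of the marker averages, with its measurements of oxygen consumption and acidification, as evidence that OXPHOS of 5C-Oct4GFP+ cells lies between the naïve and primed states while their glycolysis is above both.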

Similarly, although the expression of mesenchymal markers in 5C‐Oct4GFP^+^ cells was between those in the two PSCs, the expression of epithelial markers in 5C‐Oct4GFP^+^ cells was higher than those in naïve and primed PSCs (Fig 7C and Dataset EV4).

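For the 47 mesenchymal markers, 5C-Oct4GFP+ cells exceeded 5C-Oct4GFP+ (naïve) by a mean of 0.1785 on the log2(TPM + 1) scale (permutation p = 0.9065, adjusted p = 0.9065, 25 genes higher and 22 lower), which was not distinguishable from random genes (1 library each, no replicates). *Lum* (ENSMUSG00000036446, chromosome 10, 97565128 to 97572703) was lower in 5C-Oct4GFP+ cells (0.09 against 6.98 TPM), while *Tgm2* (17.31 against 0.50 TPM) and *Mmp2* (19.14 against 1.00 TPM) were higher. Compared with R1 ESCs-primed, the mesenchymal markers were lower in 5C-Oct4GFP+ cells by a larger margin, a mean of -1.3057 (95% bootstrap interval over genes -1.8301 to -0.7218, adjusted permutation p = 2.2e-05), with 32 of 47 genes lower. *Cdh2* had 1.65 TPM in 5C-Oct4GFP+ cells and 93.09 TPM in R1 ESCs-primed, *Col3a1* (ENSMUSG00000026043, chromosome 1, 45311538 to 45349706) 1.78 and 71.31 TPM, and *Plat* (ENSMUSG00000031538, chromosome 8, 22757727 to 22782844) 0.14 and 22.74 TPM. A pseudocount of 0.1 widened this difference most, to -1.7176, and the median over genes reduced the former to 0.0481.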

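The 29 epithelial markers were higher in 5C-Oct4GFP+ cells than in 5C-Oct4GFP+ (naïve) by 1.0666 (permutation p = 7.0e-05, adjusted p = 1.3e-04), with 23 genes higher. From R1 ESCs-primed the difference was 0.4626 (95% bootstrap interval over genes -0.2806 to 1.1967, permutation p = 0.0422, adjusted p = 0.0548), with 19 genes higher and 10 lower, and it did not pass the threshold of 0.05 after adjustment. Without the 3 genes of largest difference it was 0.5531 (adjusted permutation p = 0.0337), and that from 5C-Oct4GFP+ (naïve) was 0.6740. After median-ratio rescaling the difference from R1 ESCs-primed was 0.5523 and did not pass (adjusted permutation p = 0.0567). The paper places 5C-Oct4GFP+ cells between naïve and primed PSCs for the mesenchymal markers and above both for the epithelial markers.

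**Figure D2:**
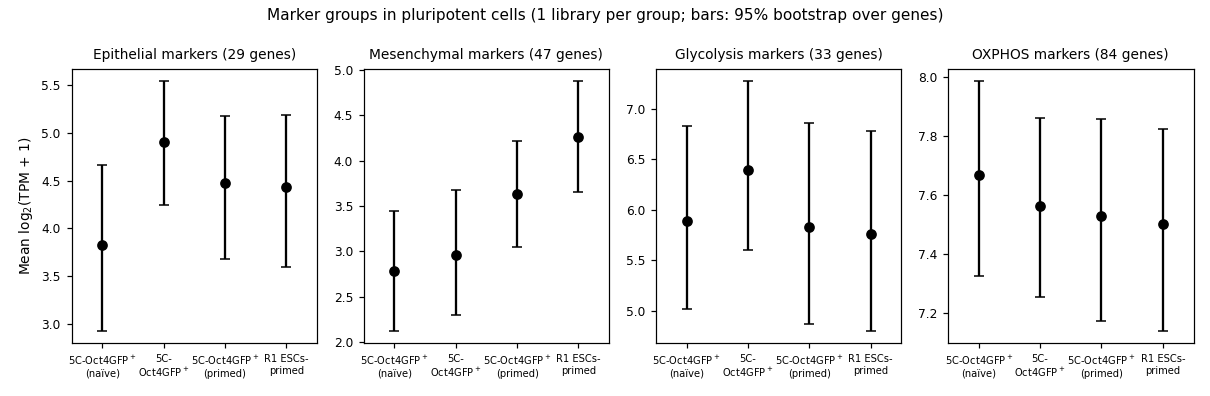
Mean log2(TPM + 1) of the epithelial, mesenchymal, glycolysis and OXPHOS markers (one panel each, vertical axis) in 5C-Oct4GFP+ (naïve), 5C-Oct4GFP+, 5C-Oct4GFP+ (primed) and R1 ESCs-primed cells. Each point is 1 library and each bar the 95% bootstrap interval over genes. The epithelial mean is highest in 5C-Oct4GFP+ cells at 4.90, and the mesenchymal mean is highest in R1 ESCs-primed at 4.26.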

**Figure 7:**
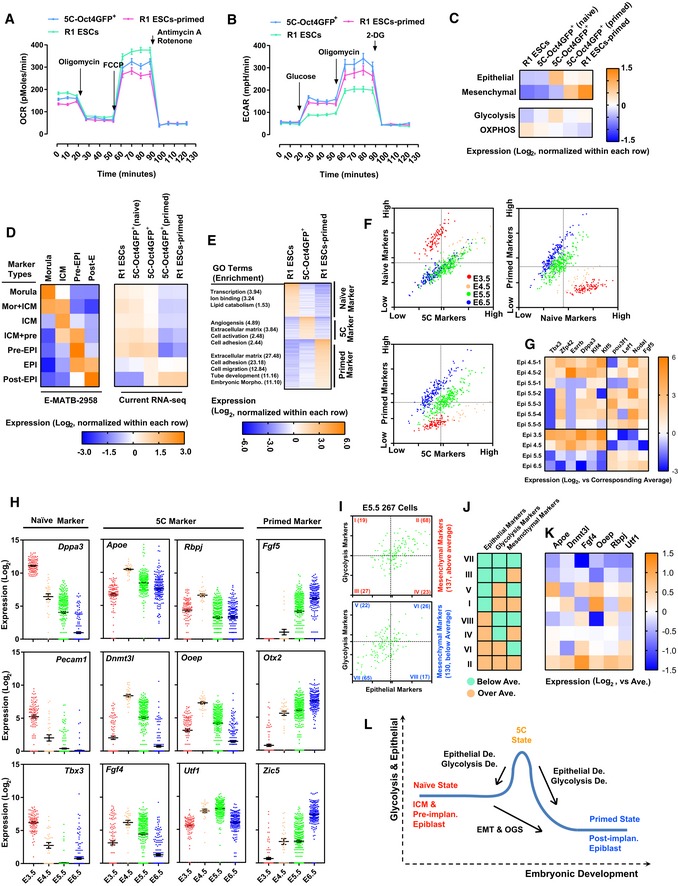
5C state is similar to the epiblast from E4.5/5.5 embryos A, BEnergy metabolism was analyzed with 5C‐Oct4GFP^+^, R1 ESCs (naïve PSCs), and R1 ESCs‐primed (primed PSCs) with Seahorse instrument.CExpression of epithelial, mesenchymal, glycolysis, and oxidative phosphorylation (OXPHOS) markers (listed in Dataset EV4) was summarized in R1 ESCs, 5C‐Oct4GFP^+^ (naïve), 5C‐Oct4GFP^+^, 5C‐Oct4GFP^+^ (primed), and R1 ESCs‐primed, based on the current RNA‐Seq. For each marker, Log_2_ values of FKPM were normalized by subtracting the average of five groups. Log_2_ values of FKPM of each group of markers were then averaged and plotted. 5C‐Oct4GFP^+^ (naïve) and 5C‐Oct4GFP^+^ (primed) were 5C‐Oct4GFP^+^ cultured in naïve and primed medium, respectively, for 3 days.DGenes with higher expression at different developmental stages were selected out from previously reported RNA‐Seq (Data ref: Bertone, 2015). “Mor”, “ICM”, “pre‐EPI”, and “post‐EPI” represented genes that have high expression only in morula, inner cell mass, pre‐implantation epiblast, and postimplantation epiblast, respectively. “Mor + ICM”, “ICM + pre”, and “EPI” indicated genes that have high expression in both morula and inner cell mass, in both inner cell mass and pre‐implantation epiblast, and in both pre‐implantation and postimplantation epiblast, respectively. The results of previously reported RNA‐Seq were summarized in the left panel, while the expression of these genes in current RNA‐Seq was summarized in the right panel. Log_2_ values of FKPM were presented similarly as in (C).EMarkers of 5C, naïve and primed states were selected based on the current RNA‐Seq (Dataset EV4). The expression of these markers in R1 ESCs, 5C‐Oct4GFP^+^, and R1 ESCs‐primed was listed together with the GO enrichment of each group of markers. Log_2_ values of FKPM were presented similarly as in (C).FMarkers of 5C, naïve, and primed states (Dataset EV4) were used to analyze expression profiles of epiblast during the early development of mouse embryos (Data ref: Mohammed *et al*, 2017). Single cell was plotted based on the average expression of each group of markers.GThe average expression of both naïve and primed markers was calculated based on GSE100597. The top two cells from E4.5 epiblast and top five cells from E5.5 epiblast were selected. The expression of several naïve markers (*Dppa3, Esrrb, Klf4, Klf5, Tbx3,* and *Zfp4*2) and several mesenchymal markers (*Fgf5, Lef1, Nodal*, and *Pou3f1*) in these selected cells were listed (upper part). The average expression of these genes in E3.5, 4.5, 5.5, and 6.5 epiblast was also listed (lower part). These results were all normalized against the average expression of these genes in all tested cells.HThe expression of representative markers of 5C, naïve, and primed states was summarized in E3.5, 4.5, 5.5, and 6.5 epiblast.I–KCells from E5.5 epiblast were separated into eight groups (I–VIII) based on the average expression of epithelial, mesenchymal, and glycolysis markers (H). The average expression of three groups of markers was summarized in (J). The expression of six important markers of 5C state was summarized in these eight groups of cells (K)LSchematic illustration of different pluripotent states and developmental stages.Data information: Experiments were independently repeated at least five times (*n* ≥ 5) except sequencing. Error bars represent standard deviations. Additional statistical information is listed in Dataset EV7.

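The epithelial markers had a mean log2(TPM + 1) of 4.90 in 5C-Oct4GFP+ cells, 3.83 in 5C-Oct4GFP+ (naïve), 4.47 in 5C-Oct4GFP+ (primed) and 4.44 in R1 ESCs-primed (1 library each, no replicates). The glycolysis markers had 6.39, 5.89, 5.83 and 5.76 in the same order. *Krt17* carried the largest epithelial difference, with 120.56 TPM in 5C-Oct4GFP+ cells, no reads in 5C-Oct4GFP+ (naïve) and 1.06 TPM in R1 ESCs-primed. From 5C-Oct4GFP+ (naïve), *Prss8* (1.79 TPM there) and *Tmem30b* (0.92 TPM) followed. Against R1 ESCs-primed the next largest were decreases, *Slpi* (ENSMUSG00000017002, chromosome 2, 164354070 to 164389095) with 0.83 against 20.23 TPM and *Epha1* (ENSMUSG00000029859, chromosome 6, 42358487 to 42373268) with 11.70 against 125.10 TPM. With a pseudocount of 0.1, the epithelial difference of 5C-Oct4GFP+ cells from 5C-Oct4GFP+ (naïve) was 1.4185 and that from R1 ESCs-primed 0.5546. From the higher expression of epithelial and glycolysis markers, the paper concludes that the 5C state cannot be considered simply an intermediate state.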

5C‐Oct4GFP^+^ cells had higher expression of epithelial and glycolysis markers than either naïve or primed PSCs (Fig 7C). Thus, although pluripotent cells in the 5C state have characteristics of both naïve and primed PSCs, the new state cannot be simply considered as an intermediate state. The RNA‐Seq results of 5C‐Oct4GFP^+^ cells were compared with more than 200 types of mouse cells or tissues (Hutchins *et al*, 2017). The highest correlation was observed with ESCs (Dataset EV5), suggesting that the new 5C state may be a distinct pluripotency state rather than a state similar to other cells or tissues.

We then tried to determine the correlation between the 5C state and different stages during embryonic development (Data ref: Bertone, 2015). As indicated in Fig 7D, seven categories of genes with specific and higher expression at different developmental stages were analyzed. Consistent with the expression profile of ESCs reported previously (Boroviak *et al*, 2015), the current R1 ESCs and R1 ESCs‐primed had the best correlation with pre‐ and postimplantation epiblasts, respectively (Fig 7D). However, 5C‐Oct4GFP^+^ cells seemed to have expression profiles between pre‐ and postimplantation epiblasts. The genes with high expression in both pre‐ and postimplantation epiblasts also had high expression in 5C‐Oct4GFP^+^ cells. Thus, 5C‐Oct4GFP^+^ cells might represent the epiblast that lies between pre‐ and postimplantation epiblasts.

We then tried to confirm the correlation identified above. Markers for naïve, primed, and the new 5C state were selected based on the current RNA‐Seq and subjected to GO analysis (Fig 7E and Dataset EV4). 

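Dataset EV4 marks each gene as a naïve, 5C or primed marker, and 491, 414 and 955 of these could be read from the table analysed here. The authors selected them from the same RNA-Seq and list them in Fig 7E for R1 ESCs, 5C-Oct4GFP+ cells and R1 ESCs-primed, so the differences between 5C-Oct4GFP+ cells and R1 ESCs-primed are not independent of the selection. The comparisons with naïve and primed medium use the same library of 5C-Oct4GFP+ cells and are not independent of it either. The naïve markers rose by a mean of 1.3769 on the log2(TPM + 1) scale in naïve medium (451 of 491 genes higher) and fell by 0.5057 in primed medium (no replicates). The 5C markers decreased by 1.9371 in naïve medium and decreased by 1.9252 in primed medium. The primed markers fell by 0.5443 in naïve medium and rose by 1.5826 in primed medium. Between 5C-Oct4GFP+ cells and R1 ESCs-primed the mean differences were 0.3714 for the naïve, 1.9045 for the 5C and -1.8214 for the primed markers. Each of these 9 comparisons had an adjusted permutation p of 2.2e-05, with the raw p at 1.0e-05, the smallest that the draws can give, which does not allow for the selection of the markers. A pseudocount of 0.1 gave the largest change in each, for example 1.7947 for the naïve markers in naïve medium and -2.5103 for the 5C markers.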

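The genes with the largest differences give the scale of these changes in TPM. Naïve medium raised *Pramel6* (ENSMUSG00000025838, chromosome 2, 87506565 to 87510872) from 1.04 to 102.35 TPM, *Cdx1* (ENSMUSG00000024619, chromosome 18, 61018862 to 61036199) from 0.73 to 69.31 TPM and *Trpm1* (ENSMUSG00000030523, chromosome 7, 64153835 to 64269775) from 2.94 to 140.69 TPM. Primed medium lowered the naïve markers *Esrrb* (ENSMUSG00000021255, chromosome 12, 86361117 to 86521628) from 229.65 to 1.00 TPM and *Mylpf* (ENSMUSG00000030672, chromosome 7, 127208890 to 127214298) from 253.72 to 2.64 TPM. *Aqp3* (ENSMUSG00000028435, chromosome 4, 41092722 to 41098183) was the second of the naïve markers by its difference between 5C-Oct4GFP+ cells (25.88 TPM) and R1 ESCs-primed (0.15 TPM). Among the 5C markers, *Egr1* (ENSMUSG00000038418, chromosome 18, 34859823 to 34864984) fell in naïve medium from 253.14 to 0.50 TPM, and *Car4* (ENSMUSG00000000805, chromosome 11, 84957786 to 84966044) from 80.44 TPM to no reads, where 3 reads would have given 0.99 TPM. In primed medium, *Gstp2* (ENSMUSG00000038155, chromosome 19, 4040285 to 4046023) fell from 602.35 to 1.96 TPM and *Gpa33* (ENSMUSG00000000544, chromosome 1, 166130238 to 166166510) from 248.46 to 0.83 TPM. *Klf4* (ENSMUSG00000003032, chromosome 4, 55527143 to 55532466), a listed 5C marker, had 521.92 TPM in 5C-Oct4GFP+ cells and 5.01 TPM in R1 ESCs-primed. *Klf4* was also among the retroviral factors used for reprogramming, so reads of the transgene may add to its value. The paper reports the exogenous factors as silenced in 5C-Oct4GFP+ cells, and this RNA-Seq cannot separate the endogenous gene from the transgene. Primed markers that rose from low values in primed medium were *Cer1* (ENSMUSG00000038192, chromosome 4, 82881751 to 82885148), from no reads to 496.93 TPM, *Cyp26a1* (ENSMUSG00000024987, chromosome 19, 37697798 to 37701536), from 0.21 to 131.57 TPM, and *Fgf8* (ENSMUSG00000025219, chromosome 19, 45736798 to 45742915), from 0.63 to 156.93 TPM. *Mgp* (ENSMUSG00000030218, chromosome 6, 136872435 to 136875823) had no reads in 5C-Oct4GFP+ cells and 140.72 TPM in R1 ESCs-primed. Naïve medium lowered the primed markers *Krt18* (ENSMUSG00000023043, chromosome 15, 102028180 to 102032027) from 48.19 to 0.48 TPM and *Fkbp10* (ENSMUSG00000001555, chromosome 11, 100415697 to 100424824) from 24.72 to 1.15 TPM.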

These markers were then used to analyze the single‐cell RNA‐Seq results during mouse embryonic development (Data ref: Mohammed *et al*, 2017; Mohammed *et al*, 2017). Epiblasts isolated from embryonic day (E) 4.5 and E5.5 embryos showed higher expression of 5C markers (Fig 7F). In addition, approximately 3% of E4.5 cells (1 in 29) and 25% of E5.5 cells (69 in 267) expressed both naïve and primed markers above average (Fig 7F). Besides, if we combined naïve and primed markers together, the cells with the highest expression of these markers were selected and they did express several key naïve and primed markers at high levels simultaneously (Fig 7G).

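In the RNA-Seq used to choose the markers, *Dppa3* (ENSMUSG00000046323, chromosome 6, 122626410 to 122630272) had 388.48 TPM in 5C-Oct4GFP+ (naïve), 71.25 TPM in 5C-Oct4GFP+ cells, 0.21 TPM in 5C-Oct4GFP+ (primed) and 2.05 TPM in R1 ESCs-primed (1 library each, no replicates). The ratio of naïve-medium to 5C-Oct4GFP+ cells was 5.45 (exact 95% interval 4.82 to 6.19). *Pecam1* (ENSMUSG00000020717, chromosome 11, 106654217 to 106750628) had 53.22, 28.58, 1.36 and 2.42 TPM in the same order, with a ratio of 1.86 (1.66 to 2.09). For *Tbx3* (ENSMUSG00000018604, chromosome 5, 119670669 to 119684724), the values were 94.40, 47.99, 0.70 and 1.53 TPM, and the ratio was 1.97 (1.81 to 2.14). Among these libraries, all 3 genes were thus highest after naïve medium, intermediate in 5C-Oct4GFP+ cells and low in both primed libraries. With a pseudocount of 0.1 in place of 1, an alternative added after the data were seen, the change of *Dppa3* in primed medium was -7.8465 in place of -5.8999 on the log2 scale.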

*Dppa3*,* Pecam1*, and *Tbx3* were three genes identified as naïve markers in current RNA‐Seq and had higher expression in E3.5 epiblasts (Fig 7H). 

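*Apoe* (ENSMUSG00000002985, chromosome 7, 19696109 to 19699188) had 2122.52 TPM in 5C-Oct4GFP+ cells, 670.57 TPM in 5C-Oct4GFP+ (naïve), 156.05 TPM in 5C-Oct4GFP+ (primed) and 110.36 TPM in R1 ESCs-primed (1 library each, no replicates). *Dnmt3l* had 525.34, 20.21, 0.47 and 16.03 TPM in the same order, and *Fgf4* (ENSMUSG00000050917, chromosome 7, 144847367 to 144865243) 198.80, 95.72, 6.93 and 11.25 TPM. *Rbpj* (ENSMUSG00000039191, chromosome 5, 53466152 to 53657362) had 183.09, 65.24, 44.30 and 57.68 TPM. *Ooep* (ENSMUSG00000032346, chromosome 9, 78376109 to 78378725) had 83.11, 36.71, 0.09 and 1.64 TPM. *Utf1* (ENSMUSG00000047751, chromosome 7, 139943789 to 139945112) had 1033.62, 119.09, 527.53 and 480.58 TPM. All 6 genes were highest in 5C-Oct4GFP+ cells of these libraries. The authors identified them as 5C markers from this same RNA-Seq, so their rank is not independent of the selection. The smallest margin was that of *Utf1* over primed-medium cells, a ratio of 1.96 (exact 95% interval 1.88 to 2.04), and the margin of *Fgf4* over naïve-medium cells was 2.08 (1.95 to 2.21). The log2 difference of *Ooep* between primed-medium and 5C-Oct4GFP+ cells moved most with a pseudocount of 0.1, an alternative added after the data were seen, from -6.2699 to -8.7746.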

*Apoe*,* Dnmt3l*,* Fgf4*,* Rbpj*,* Ooep*,* and Utf1* were genes identified as 5C markers and had higher expression in E4.5 and E5.5 epiblasts (Fig 7H). *Fgf5*,* Otx2*, and *Zic5* were identified as primed markers and had higher expression in E6.5 epiblasts (Fig 7H).

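*Fgf5* (ENSMUSG00000029337, chromosome 5, 98254184 to 98277030) had 139.29 TPM in R1 ESCs-primed, 174.67 TPM in 5C-Oct4GFP+ (primed), 11.69 TPM in 5C-Oct4GFP+ cells and 0.09 TPM in 5C-Oct4GFP+ (naïve) (1 library each, no replicates). Primed medium raised it by a ratio of 14.94 (exact 95% interval 12.75 to 17.62). *Otx2* (ENSMUSG00000021848, chromosome 14, 48657677 to 48673819) had 134.39, 214.48, 189.42 and 1.15 TPM in the same order, so that 5C-Oct4GFP+ cells stood above R1 ESCs-primed, by a ratio of 1.41 (1.30 to 1.53), and far above the naïve-medium cells. *Zic5* (ENSMUSG00000041703, chromosome 14, 122456795 to 122465677) had 55.02, 48.51, 38.09 and 14.17 TPM, with 5C-Oct4GFP+ cells below R1 ESCs-primed by a ratio of 0.69 (0.62 to 0.77). A pseudocount of 0.1, added after the data were seen, moved the *Fgf5* difference between naïve-medium and 5C-Oct4GFP+ cells from -3.5413 to -5.9554 on the log2 scale. The paper identifies these genes as primed markers from the RNA-Seq and follows them in epiblasts of later stages.

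**Figure D3:**
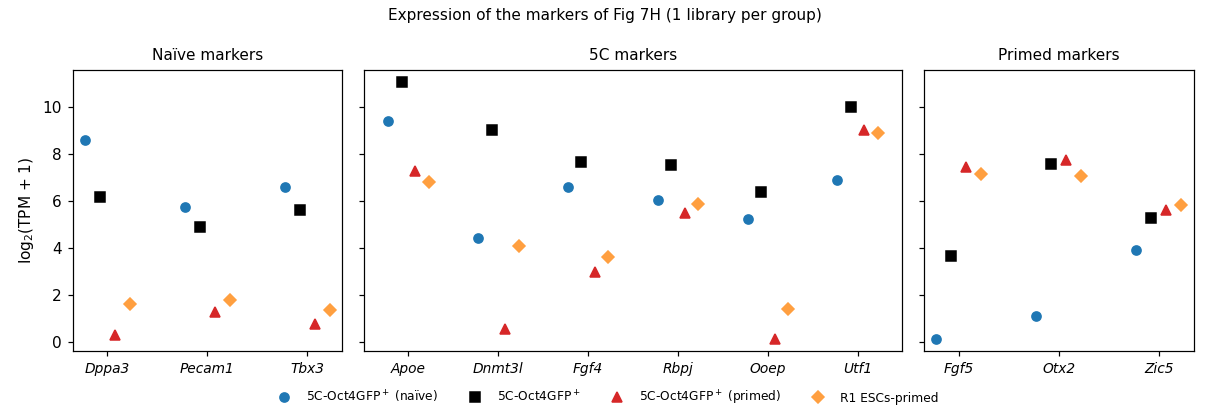
log2(TPM + 1) (vertical axis) of the 12 genes of Fig 7H, grouped as naïve, 5C and primed markers. Each point is 1 library of 5C-Oct4GFP+ (naïve), 5C-Oct4GFP+, 5C-Oct4GFP+ (primed) or R1 ESCs-primed cells. The 6 5C markers, which the authors identified from this same RNA-Seq, are highest in 5C-Oct4GFP+ cells. *Otx2* is at 189.42 TPM in 5C-Oct4GFP+ and 1.15 TPM in naïve-medium cells, and *Fgf5* reaches 174.67 TPM after primed medium.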

The 267 cells isolated from E5.5 epiblasts were classified into eight groups based on the expression of epithelial, mesenchymal, and glycolysis markers (Fig 7I and J, and Dataset EV4). Cells were significantly enriched in Group II (approximately 26%, high expression of all three groups of markers) and Group VII (approximately 25%, low expression of all three groups of markers). When the expression levels of the six 5C markers listed in Fig 7H were analyzed, the highest and lowest expression levels were identified in Groups II and VII, respectively (Fig 7K). The abnormality of 5C‐Oct4GFP^+^ cells (higher expression of mesenchymal, epithelial, and glycolysis markers) was consistent with some cells from E5.5 epiblasts.

Therefore, the naïve, primed, and 5C states had the best correlation with pre‐implantation epiblasts, postimplantation epiblasts, and epiblasts between these two stages, respectively (Fig 7L). The correlation between the 5C state and specific epiblasts was consistent with the low stability of the 5C state, which was possibly due to the abnormally higher expression of both epithelial and mesenchymal markers.

## Discussion

Since sequential EMT‐MET has been extensively discussed during embryonic development and cancer development (Chaffer *et al*, 2007; Thiery *et al*, 2009), we hypothesize that early EMT poises the cells in a state that is beneficial for subsequent cell fate conversions (Liu *et al*, 2013; Li *et al*, 2014b). This hypothesis is supported by the critical roles of sequential EMT‐MET during the transition from MEFs to neuron‐like cells, the differentiation from ESCs to hepatocytes, and the conversion of human gastric epithelial cells to multipotent endodermal progenitors (Wang *et al*, 2016; He *et al*, 2017; Li *et al*, 2017).

The current study suggested that early EMT and facilitated OGS form a positive feedback loop, cooperate to upregulate several epigenetic factors including *Bmi1*,* Ctcf*,* Ezh2*,* Kdm2b*, and *Wdr5*, remove epigenetic barriers during pluripotency induction, and promote reprogramming at the early stage (Fig 8). The positive feedback loop between EMT and OGS is too strong and inhibits further reprogramming at the late stage by inducing glycolysis to a level that is too high for further reprogramming and by preventing necessary MET (Fig 8). However, since OGS and MET are highly connected with each other and with most singling pathways or transcriptional network, the current studies cannot exclude other possible mechanisms underlying the functions of 5C medium.

**Figure 8:**
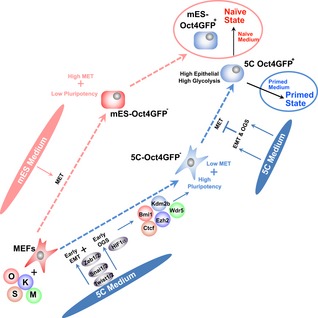
Schematic illustration of current results

Although the cells in the new 5C state can be converted into naïve or primed PSCs, the 5C state is not simply an intermediate or averaged state of the naïve and primed states. Cells in the 5C state have higher expression of epithelial and glycolysis markers than naïve and primed PSCs. Such abnormalities of the 5C state do not suggest that it is an intermediate state. In addition, the cells in the new 5C state can be maintained with 5% O_2_ and TGFβ and are similar to the epiblasts isolated from E4.5/E5.5 mouse embryo. The high reprogramming efficiency when combining different media (Fig EV5) also disagrees with the artificial hypothesis.

The number of cells increased during embryonic development from ICM to the pre‐implantation and postimplantation phase. Because nutrition and oxygen can be supplied to the embryo via the placenta after implantation, the pre‐implantation and early postimplantation epiblasts may have the lowest supply of oxygen and the highest degree of glycolysis (Fig 7) (Folmes *et al*, 2012), which is similar to the hyperglycolysis of the 5C state.

Gastrulation is the reorganization of the postimplantation epiblast into the three germ layers and involves significant cell rearrangement and EMT (Thiery *et al*, 2009). In the mouse, the blastocyst implants in the uterine wall on E4.5 and gastrulation begins on E6.5. Therefore, epiblasts isolated from E4.5/E5.5 mouse embryo are just before gastrulation. It is possible that the expression of mesenchymal markers was already increased, while the simultaneously increased expression of epithelial markers prevented the cells from entering EMT or the embryo from entering gastrulation. If this hypothesis is correct, pre‐implantation epiblasts and cells in the 5C state should have high expression of epithelial markers.

Mesenchymal–epithelial transition is an early and beneficial step during reprogramming from MEFs to iPSCs. Introducing EMT, a reversed process of MET, before conventional MET surprisingly promoted reprogramming (Liu *et al*, 2013). We explained this observation by suggesting that sequential EMT‐MET or early EMT poised the cells in a state that was beneficial for further cell fate conversion. After completing the current investigation, the beneficial roles of early EMT could be explained, at least partially. Early EMT induced OGS and cooperated with OGS to remove the epigenetic barriers during pluripotency induction. Such a mechanism is also suitable for explaining the beneficial roles of early EMT in other cell fate conversion processes.

The early EMT is considered to be on day 3 as indicated by the higher expression of mesenchymal markers (Fig EV2A and B) and larger cell migration (Fig EV2C) than MEFs. After the early EMT (day 6–15), MET did take place, but is slower and weaker than that induced by mES medium (Fig EV2A–C). Since the virus‐containing medium was replaced with 5C or mES on day 2, most experiments were performed on day 6 rather than day 3 in order to provide sufficient time for the reprogramming system to function. In addition, the differences in EMT and OGS between reprogramming with mES and 5C medium seem to be larger on day 6 than on day 3.

H3K9 hypermethylation on pluripotency loci is a critical barrier during reprogramming and can be relieved by Vc. Since Vc is included in both mES medium and 5C medium, H3K9 hypermethylation cannot explain the different abilities of the two media to induce pre‐iPSCs. The cooperation between early EMT and facilitated OGS activates additional epigenetic factors and promotes the conversion from pre‐iPSCs (generated during reprogramming with mES medium) to iPSCs. *Bmi1*,* Ctcf*,* Ezh2*,* Kdm2b*, and *Wdr5* may help pre‐iPSCs overcome additional barriers. Such observations extend our understanding of epigenetic changes during reprogramming.

## Materials and Methods

The information related to the materials, the assay kits, and the primers used in current studies is listed in Dataset EV6.

### Animal studies

All procedures related to animal studies were performed in accordance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals (NIH Publication No. 80‐23) and were approved by the Institutional Review Board in Guangzhou Institutes of Biomedicine and Health. All efforts were made to minimize the number of animals used and their suffering.

Standard blastocyst injections were performed as described previously (Behringer *et al*, 2013). Briefly, chimeras were produced by injecting cells into blastocysts derived from ICR mice, followed by implantation into pseudopregnant ICR mice. Mice were normally housed in groups of four with access to food and water *ad libitum*. After implantation, mice were housed individually with access to food and water *ad libitum*. More than 20 mice were generated in each group, and chimeras were identified based on coat color. No specific randomization step or blinding was used for animal studies.

Mouse embryonic fibroblasts in the current study were generated by removing head and all internal organs from 13.5‐day mouse embryos as described previously (Liu *et al*, 2013; Li *et al*, 2014a). MEFs were cultured in MEF medium for one passage before freezing in liquid nitrogen. MEFs were recovered from liquid nitrogen before use. All primary cultures were subjected to mycoplasma tests (MycoAlert™, Lonza) to ensure they were free of mycoplasma before use.

### Generation of iPSCs

Mouse embryonic fibroblasts were derived from 13.5‐day mouse embryos carrying the Oct4GFP transgenic allele (Szabo *et al*, 2002). Retrovirus was packed by plat‐E cells. MEFs within two passages were plated in 12‐well plates (1.5 × 10^4^ cells/well) and then infected with retrovirus encoding *Oct4*,* Sox2*,* Klf4*, and *c‐Myc* twice on day 0 and day 1, respectively. mES or 5C medium was used from day 2, and half‐medium was replaced every day. The four Yamanaka factors were delivered simultaneously except when “OK + M + S” was used indicated. Reprogramming efficiency was evaluated by counting the number of Oct4GFP^+^ colonies on days 11–15, AP^+^ colonies on day 15, and detecting the percentage of Oct4GFP^+^ cells by FACS on day 15.

The retrovirus system was also used to deliver exogenous expression or sh‐RNA to control the expression of target genes. During reprogramming, the cDNA or sh‐RNA containing retrovirus was used simultaneously with those contain cDNA of the four Yamanaka factors on days 0 and 1. The retrovirus system was also used to deliver exogenous expression or sh‐RNA to MEFs on day 0, and qPCR and other experiments were performed on day 3.

### Cell culture

The medium used in the current studies is all listed in Dataset EV1 with final concentrations of different components and the necessary information for purchase. 5C medium includes DMEM/F12 (1:1), N2 supplement (1%), bFGF (20 ng/ml), β‐mercaptoethanol (55 μM), Vc (55 μg/ml), and LIF (1,000 unit/ml). MEFs and plat‐E cells were cultured in MEF medium.

R1 ESCs were cultured in naïve medium which including LIF and 2i on plates coated with 0.1% gelatin (Millipore) (Ying *et al*, 2008). R1 ESCs were passaged every 4 days with 0.25% trypsin‐EDTA (Gibco) and plated into plates pre‐coated with 0.1% gelatin for 2 h at 37°C.

Primed state of R1 ESCs was induced on MEF feeder cells with primed medium and maintained on FBS (Gibco) in primed medium supplemented with 3 μM CHIR99021 (Selleck) and 2.5 μM IWR‐1 (Sigma), instead of bFGF (Peprotech) and activin A (R&D Systems) (Kim *et al*, 2013). Primed state stem cells were passaged every 3 days with 1.5 mg/ml collagenase IV (Gibco), triturated into small clumps, and plated into plates pre‐coated with FBS, instead of gelatin.

### qPCR

Total RNA was extracted with TRIzol (Invitrogen), and 2 μg RNA was used for reverse transcription. Transcript levels of genes were determined on the CFX96 Real‐Time System (Bio‐Rad) with SsoAdvanced SYBR Green Supermix (Bio‐Rad). The primers are listed in Dataset EV6.

### Immunostaining

Cells were cultured on cover glasses in 24‐well cell culture plates, fixed with 4% PFA at room temperature for 10 min, and washed thrice with PBS. Rabbit anti‐E‐cadherin (Cell Signaling Technology, 3195, 1:200), mouse anti‐N‐cadherin (Invitrogen, 333900, 1:200), rabbit anti‐Nanog (Novus Biologicals, NB100‐58842, 1:300), and mouse anti‐Rex1 (made in‐house, 1:500) were added as the primary antibodies prepared with 0.3% Triton X‐100 and 10% goat serum in PBS at 4°C overnight. Then, cells were washed thrice with PBS. Goat anti‐rabbit Alexa 647 (Abcam, ab150079, 1:500) and goat anti‐mouse Alexa 568 (Invitrogen, A11004, 1:500) were added as the secondary antibodies prepared with PBS at room temperature for 1 h. Then, cells were washed thrice with PBS. Nuclei were stained with DAPI prepared in PBS at room temperature for 5 min. Image collecting was conducted with Zeiss LSM 800.

### Flow cytometry analysis

Cells were trypsinized to single cells with 0.25% trypsin‐EDTA, fixed with 4% PFA at room temperature for 10 min, and permeabilized with 0.1% Triton X‐100 at 4°C for 2 min. Then, cells were washed with 1% FBS and incubated with rabbit anti‐E‐cadherin as the primary antibody prepared with 1% FBS in PBS at 4°C for 2 h. Then, cells were washed with PBS and incubated with goat anti‐rabbit Alexa 647 prepared with PBS at room temperature for 1 h. Then, cells were washed with PBS and resuspended in PBS. Flow cytometry analysis was performed with Accuri C6 (BD Biosciences).

### Embryoid body formation

For naïve PSCs, cells were treated with 0.25% trypsin‐EDTA and diluted to 1 × 10^5^ cells/ml with differentiation medium comprising of DMEM and 15% FBS. Then, the cells were dropped onto the lid of 150‐mm cell culture plate containing PBS and incubated at 37°C for 3 days. For primed state, cells were triturated into small clumps with 1.5 mg/ml collagenase IV and cultured with differentiation medium in low‐attachment cell culture plate at 37°C for 2 days. For 5C iPSCs, single GFP^+^ colonies were picked and cultured with differentiation medium in low‐attachment cell culture plate at 37°C for 3 days. Then, the embryoid bodies were transferred into a 100‐mm cell culture plate and incubated at 37°C for 3 days.

### ChIP‐qPCR

Chromatin from cells was fragmented to a size range of 200–500 bases with a Sonicator. Solubilized chromatin was immune‐precipitated with antibody against H3K4me2 (Abcam, ab7766, 1:1,000), H3K4me3 (Abcam, ab8580, 1:1,000), H3K9me2 (Abcam, ab1220, 1:1,000), H3K9me3 (Abcam, ab8898, 1:1,000), H3K27me3 (Millipore, 17‐622, 1:2,000), and H3K36me3 (Abcam, ab9050, 1:1,000). Antibody–chromatin complexes were pulled down with protein A/G (Invitrogen), washed, and then eluted. After cross‐link reversal and proteinase K treatment, immune‐precipitated DNA was extracted with phenol–chloroform, ethanol precipitated, and treated with RNase. ChIP DNA was quantified using PicoGreen. For ChIP‐qPCR, primer sequences are listed in Dataset EV6. qPCR was performed on the CFX96 Real‐Time System (Bio‐Rad) with SsoAdvanced SYBR Green Supermix (Bio‐Rad).

### AP staining and TUNEL staining

Cells were fixed with 4% PFA at room temperature for 2 min and washed twice with TBST. Freshly prepared AP staining solution (1 ml AP buffer + 6.6 μl NBT + 3.3 μl BCIP) was added, and plates were incubated in the dark at room temperature for 5 min and then washed with PBS. Apoptotic cell death was analyzed by the TUNEL assay using the *in situ* Cell Death Detection Kit, TMR red (Roche).

### Cellular energy metabolism

The cellular energy metabolism was assessed using the Seahorse XF24 extracellular flux analyzer (Seahorse Bioscience) according to the instruction of instruments, with the simultaneous measurement of the OCR and the ECAR as the indicator of mitochondrial respiration and glycolytic conversion of glucose to lactate, respectively. For mitochondrial respiration, cells were seeded for 12 h in Seahorse XF24 cell culture plates and then the medium was replaced by XF assay medium (Seahorse Co.) supplemented with 25 mM glucose. Three injections were sequentially performed: 1 μM oligomycin (an ATP synthase inhibitor) at 30 min, 1 μM FCCP (a classic uncoupler of oxidative phosphorylation) at 60 min, and 1 μM rotenone (a complex I inhibitor) and 1 μM antimycin A (a complex III inhibitor) were simultaneously injected at 90 min. The following OCR parameters were analyzed and calculated. For glycolytic conversion of glucose to lactate, medium was replaced by XF assay medium without glucose or pyruvate. The assay workflow was as follows: 10 mM glucose was injected at 30 min, 1 μM oligomycin at 60 min, and 50 mM 2‐DG (a glucose analog) at 90 min. The following ECAR parameters were analyzed and calculated. Increase in ECAR after adding glucose indicated the level of glycolysis of the cells, while a decrease in OCR after adding oligomycin indicated the level of ATP production or OXPHOS of the cells.

### RNA‐Seq

RNA was extracted from cells with TRIzol. Illumina mRNA‐Seq libraries were prepared using the TruSeq RNA Sample Preparation Kit v2 (Illumina). Then, the samples were sequenced on an Illumina MiSeq instrument with the MiSeq Reagent Kit (Illumina). Obtained RNA‐Seq reads were processed by RSEM (RNA‐Seq by expectation–maximization) to estimate transcript abundances. Reads were aligned to a synthetic transcriptome, and the number of reads associated with a given transcript was used to estimate that transcript's abundance in TPM (transcripts per million).

### Migration

The migration abilities of cells were determined with live‐cell imaging with a Cell Observer (Zeiss, Germany). During the tracing, bright‐field pictures were captured every hour. The individual cells were identified in each image with the location of the geometric gravity centers. The distance between the locations of the particular cell (hour *n* and hour *n* + 1) was considered as the migration ability of the cell. Cell tracing was achieved with self‐developed software and help from manual correction. If untraceable, the closest cell on hour *n* + 1 was used for calculation.

### HIF1α activity

Reporter for HIF1α activity was prepared in a Lentivirus system (Zhou *et al*, 2011). The reporter is YFP driven by minimal HIF‐binding sites and minimal human thymidine kinase promoter. The reporter was delivered into MEFs 1 day before (day −1) the delivery of Yamanaka factor during reprogramming. The YFP expression was determined on days 0, 3, and 6 with FACS.

### Single‐cell qPCR

Specific target amplification and reverse transcription for sc‐qPCR was performed using Single‐Cell Sequence‐Specific Amplification Kit (Vazyme, P621‐01) following the manufacturer's instructions. Briefly, the Assay Pool containing the various sets of primers as described in Dataset EV6 were prepared by mixing forward and reverse primers and diluted with nuclease‐free ddH2O to give a final concentration of 100 nM of each primer. Reverse transcription and pre‐amplification were performed in a final volume of 5 μl. Single cells were prepared with flow cytometry (BD FACS, Aria IIU). The pre‐amplified complementary DNA (cDNA) was diluted 1:5 with nuclease‐free ddH2O and stored at −20°C.

BioMark Dynamic Array 48.48 GE IFC chip (Fluidigm, BMK‐M‐48.48) was used according to the manufacturer's instructions. Briefly, assay mixture contained 2.5 μl 10 μM combined primers and 2.5 μl 2× Assay Loading Reagent (Fluidigm, PN 100‐7611) was prepared. Sample pre‐mix was made by combining 2.5 μl 2× SsoFast EvaGreen Supermix with low ROX (Bio‐Rad, PN 172‐5211), 0.25 μl 20× GE Sample Loading Reagent (Fluidigm, PN 100–7610), and 2.25 μl pre‐amplified cDNA for each of the 48 sample inlets. IFC controller (Fluidigm, MX) was used to prime 48.48 dynamic arrays IFC Chip with control line fluid. Five microliter of each assay and sample mix was then transferred into the appropriate inlets of the primed chip and loaded with the IFC controller. After loading, the chip was placed in the Biomark instrument for Fluidigm screening at 95°C for 1 min followed by 30 cycles at 96°C for 5 s and 60°C for 20 s. The data were analyzed with Real‐Time PCR Analysis Software in the Biomark instrument (Fluidigm).

### Statistical information

Experiments were conducted at least five independent biological repeats with the exception of RNA‐Seq analysis. Each group in chimera studies included at least 20 mice. Data were analyzed and compared by Student's *t*‐tests or one‐way ANOVA with Dunnett's test as a *post hoc* test or two‐way ANOVA with Bonferroni's test as a *post hoc* test with GraphPad Prism 7.0. Error bars represent standard deviations, and “*n*” represents the number of independent experiments. “*”, “**”, and “***” represent significant differences (*P* < 0.05), (*P* < 0.01), and (*P* < 0.001) from indicated control groups, respectively. Detailed statistical information is provided in Dataset EV7.

## Author contributions

HZ and DP conceived and supervised the study and wrote the manuscript. HZ designed the experiments and analyzed the data. HS, FM, and XL characterized the new 5C state and performed bioinformatics analysis. XY, MZ, FW, and TY performed experiments on reprogramming and pre‐iPSCs conversion, and determined the contribution of EMT and OGS; LNL, YL, and JC determined the cooperation between EMT and OGS. CL, JH, MH, QX, QL, and LLL repeated several experiments to confirm the results.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Appendix Click here for additional data file.

Expanded View Figures PDF Click here for additional data file.

Dataset EV1 Click here for additional data file.

Dataset EV2 Click here for additional data file.

Dataset EV3 Click here for additional data file.

Dataset EV4 Click here for additional data file.

Dataset EV5 Click here for additional data file.

Dataset EV6 Click here for additional data file.

Dataset EV7 Click here for additional data file.

Review Process File Click here for additional data file.

## Data Availability

RNA‐Seq data: Gene Expression Omnibus GSE103765 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE103765). RNA‐Seq data: Gene Expression Omnibus GSE103791 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE103791).

# Supplementary material for: Metabolic switch and epithelial–mesenchymal transition cooperate to regulate pluripotency
**Source:** EMBO J. 2020 Feb 24;39(8):e102961. doi: 10.15252/embj.2019102961

## **Appendix**

### **Metabolic switch and epithelial-mesenchymal transition cooperate to regulate pluripotency**

Hao Sun<sup>1,2,3,4,#</sup>, Xiao Yang<sup>1,2,3,4,#</sup>, Lining Liang<sup>1,2,3,4,#</sup>, Mengdan Zhang<sup>1,2,3,4,#</sup>, Yuan Li<sup>1,2,3</sup>, Jinlong Chen<sup>1,2,3,4</sup>, Fuhui Wang<sup>1,2,3,4</sup>, Tingting Yang<sup>1,2,3,4</sup>, Fei Meng<sup>1,2,3,4</sup>, Xiaowei Lai<sup>1,2,3,4</sup>, Changpeng Li<sup>1,2,3</sup>, Jingcai He<sup>1,2,3</sup>, Meiai He<sup>1,2,3,4</sup>, Qiaoran Xu<sup>1,2,3,4</sup>, Qian Li<sup>1</sup>, Lilong Lin<sup>1,2,3,4</sup>, Duanqing Pei<sup>1,2,3,4,5,\*</sup>, Hui Zheng<sup>1,2,3,4,5,\*</sup>

#These authors contributed equally to this work

## **Table of Content**

Appendix Figure S1-S10 with Legends

# Appendix Figure S1

## 5C medium promotes the induction of pluripotency (related to Figure 1)

(A) The exogenous expression of four Yamanaka factors (*Oct4*, *Klf4*, *c-Myc*, and *Sox2*) were determined in 5C-Oct4GFP<sup>-</sup> cells and 5C-Oct4GFP<sup>+</sup> cells with qPCR.

(B) The protein levels of NANOG and REX1 were determined in two 5C-Oct4GFP<sup>+</sup> colonies with immunofluorescence. 5C-Oct4GFP<sup>-</sup> colonies have no detectable expression of these factors. Scale bar, 50  $\mu$ M.

(C) The DNA methylation on the promoters of *Nanog* and *Oct4* were determined in 5C- GFP<sup>+</sup> cells with bisulfate sequencing.

Data information: Experiments were independently repeated at least five times ( $n \geq 5$ ). Error bars represent standard deviations. Additional statistical information was listed in [Dataset EV7](#).

# Appendix Figure S1

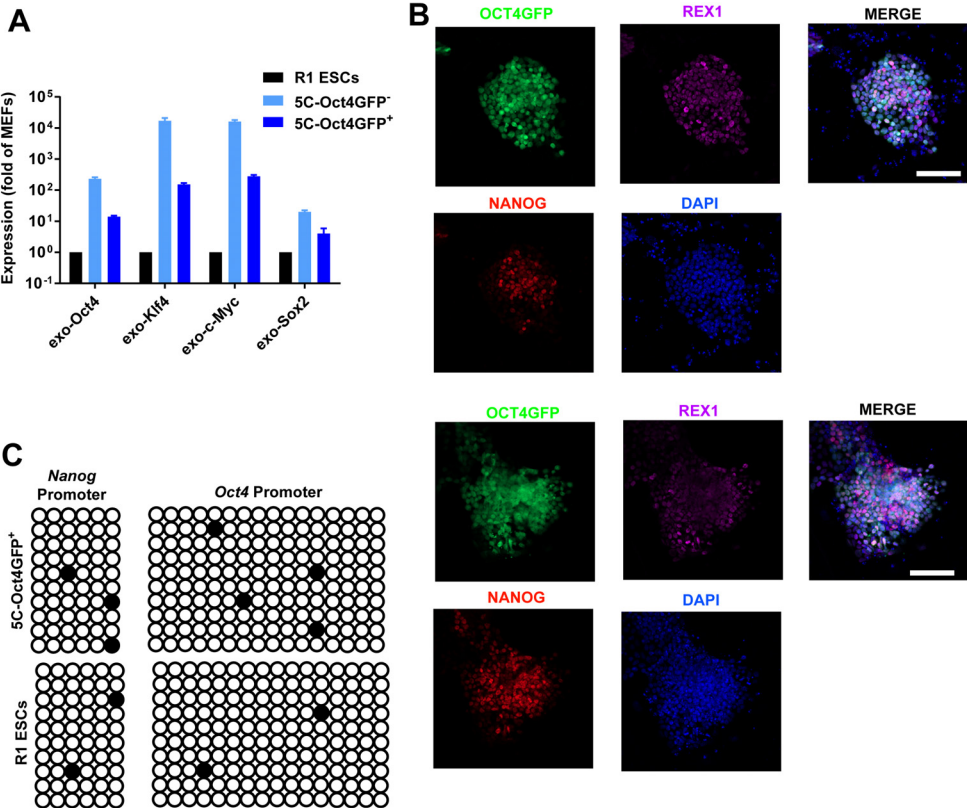

## Appendix Figure S2

### Energy metabolism is modulated by different methods (related to Figure 1)

(A) 5C or mES medium was used during reprogramming. On day 6, the expression of several glycolysis markers was determined with qPCR and normalized against those in MEFs.

(B) Reporter for HIF1 $\alpha$  activity was delivered into MEFs 24 hours before reprogramming via a lentivirus system as described in Materials and Methods. The YFP fluorescence was determined at the beginning of reprogramming (MEFs or day 0) as control with FACS. The YFP fluorescence activity was also determined on day 3 and 6 during reprogramming with mES or 5C medium.

(C) The abilities of sh-RNAs (sh-Hif1 $\alpha$ , sh-Pdk1, and sh-Pdk2) to suppress the expression of target genes were determined three days after being delivered into MEFs. The expression of target genes in cells with tested shRNAs were normalized against and compared with that in cells with sh-Luc.

(D-E) Expression of *Hif1 $\alpha$*  was modulated with overexpression or sh-RNA-mediated knockdown via a retrovirus system. Energy metabolism was analyzed on day 6 during reprogramming with the Seahorse instrument. Increase in ECAR after adding glucose was considered as glycolysis ability of the cells, while decrease in OCR after adding oligomycin was considered as the ATP production ability of the cells.

(F-G) Energy metabolism was controlled by modulating the expression of *Pdk1/2* with a retrovirus system or using small-molecule compounds, oligomycin (1  $\mu$ M) and 2-DG (5 mM). Energy metabolism was analyzed on day 6 during reprogramming with the Seahorse instrument. Glycolysis ability and ATP production ability of the cells were listed.

Data information: Experiments were independently repeated at least five times ( $n \geq 5$ ) except Pscan analysis. Error bars represent standard deviations. \*\*\* $p < 0.001$ . Additional statistical information was listed in [Dataset EV7](#).

Appendix Figure S2

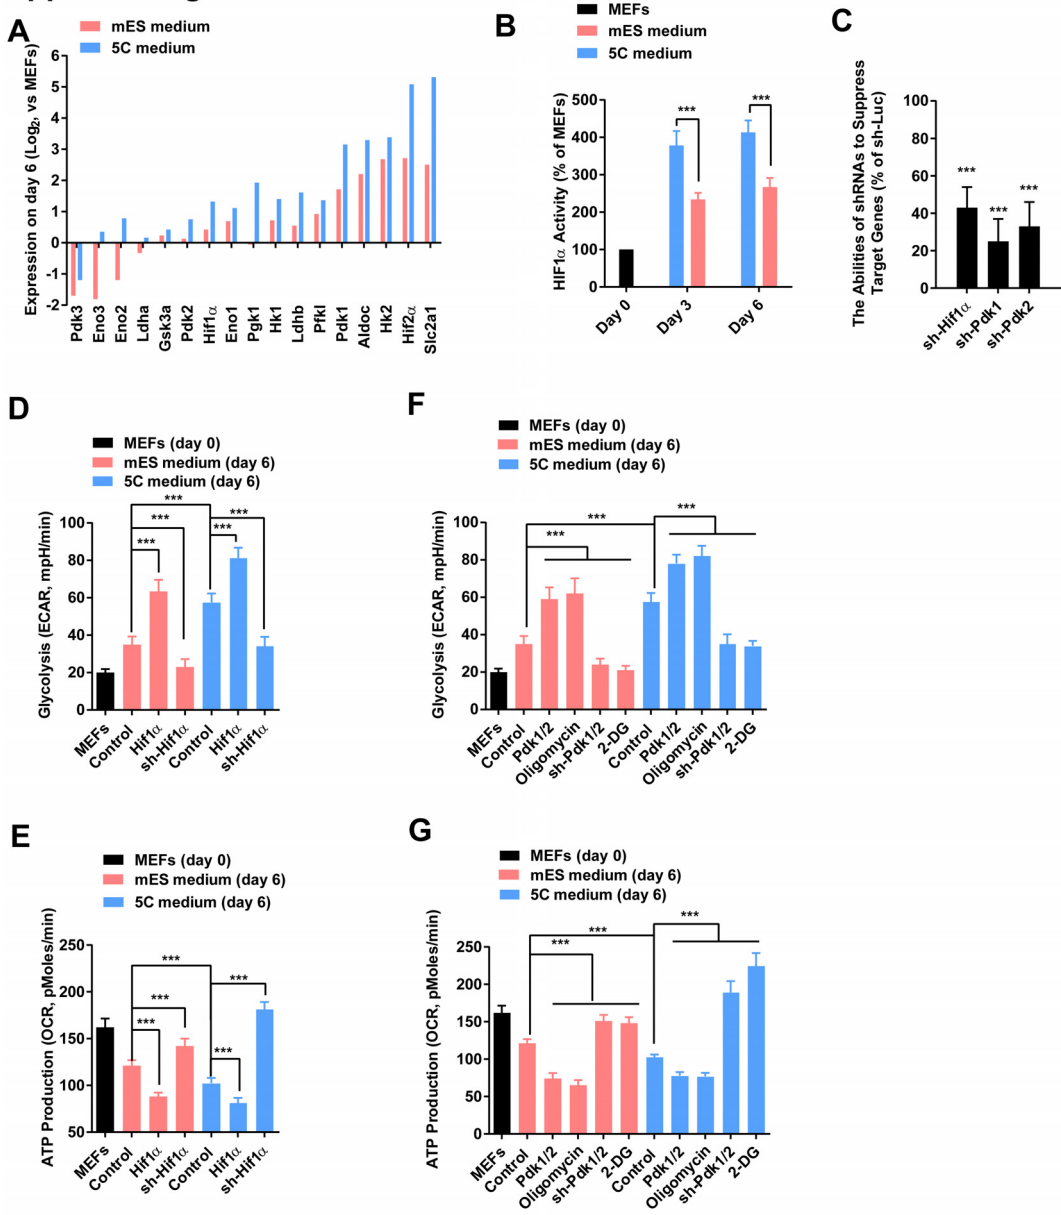

## Appendix Figure S3

### 5C medium facilitates the reprogramming by reducing pre-iPSCs formation (related to Figure 2)

(A) The expression profiles of pre-iPSCs, iPSCs, and ESCs were obtained from previous reports (Data ref: Gene Expression Omnibus GSE10871, 2008; Data ref: Gene Expression Omnibus GSE14012, 2009).

Genes with significant expression differences ( $\text{Log}_2$  value change over 1.5) between pre-iPSCs and iPSCs/ESCs were selected (heatmap on left). The expression of these genes in pre-iPSCs, iPSCs, and ESCs were normalized against those in MEFs and plotted in heatmap in middle. Similarly, after normalizing against corresponding gene expression in MEFs, the expression of these genes in 5C-Oct4GFP<sup>-</sup> and mES-Oct4GFP<sup>-</sup> cells were listed and plotted (current RNA-Seq, heatmap on right).

(B) Four types of expression barriers during the conversion from pre-iPSCs to iPSCs were summarized. The genes which were required to be down- or up-regulated during reprogramming (from MEFs to iPSCs) but were not down- or up-regulated in pre-iPSCs, were considered as type I or II barriers. The genes which expressed at similar levels in MEFs and iPSCs but were significantly up- or down-regulated in pre-iPSCs, were considered as type III or IV barriers. The numbers of barriers that have already been overcome or not identified in 5C-Oct4GFP<sup>-</sup> and mES-Oct4GFP<sup>-</sup> were summarized.

(C) The expression of typical methyltransferases and demethylases targeting H3K9 were determined in 5C-Oct4GFP<sup>-</sup> and mES-Oct4GFP<sup>-</sup> cells with qPCR on day 6 during reprogramming.

(D) The abilities of sh-RNAs (sh-Bmi1, sh-Ctcf, sh-Ezh2, sh-Kdm2b and sh-Wdr5) to suppress the expression of target genes were determined on day 6 during reprogramming with 5C medium. The expression of target genes in cells with tested shRNAs were normalized against and compared with that in cells with sh-Luc.

(E) The abilities of sh-RNAs (sh-Snai2, sh-Twist1, sh-Twist2, and sh-Zeb1) to suppress the expression of target genes were determined three days after being delivered into MEFs. The expression of target genes

in cells with tested shRNAs were normalized against and compared with that in cells with sh-Luc.

Data information: Experiments were independently repeated at least five times ( $n \geq 5$ ) except dataset analysis. Error bars represent standard deviations. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ . Additional statistical information was listed in [Dataset EV7](#).

Appendix Figure S3

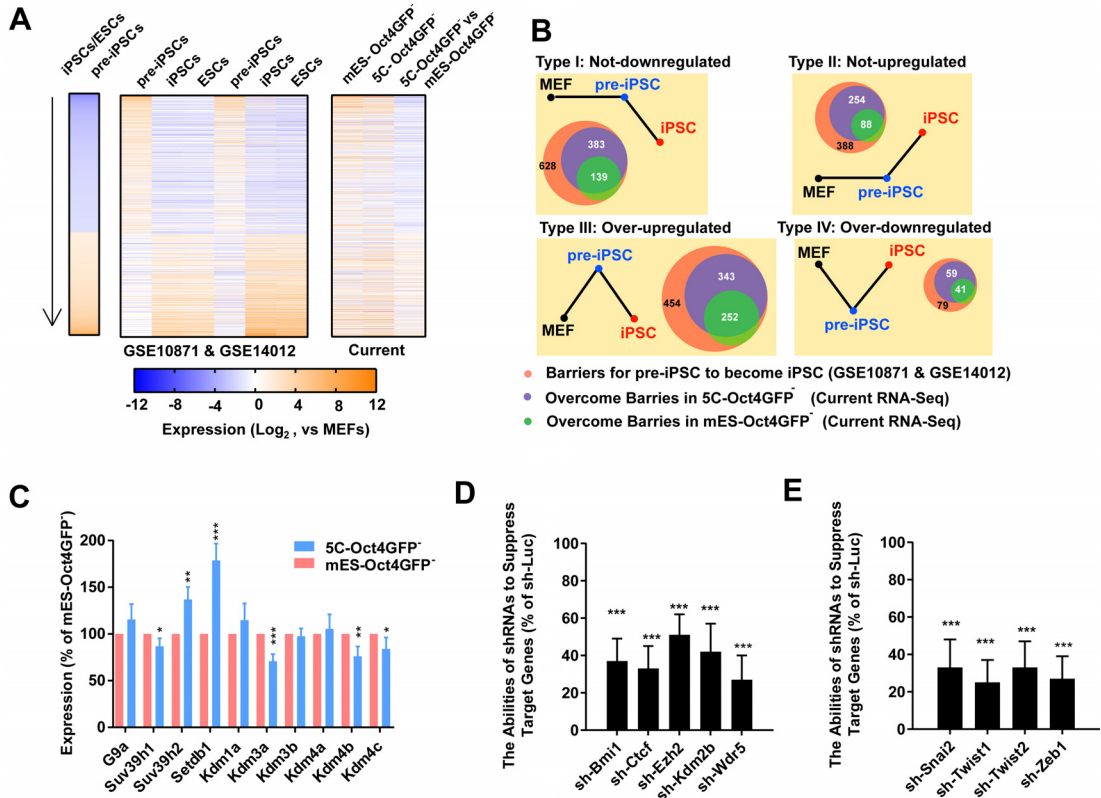

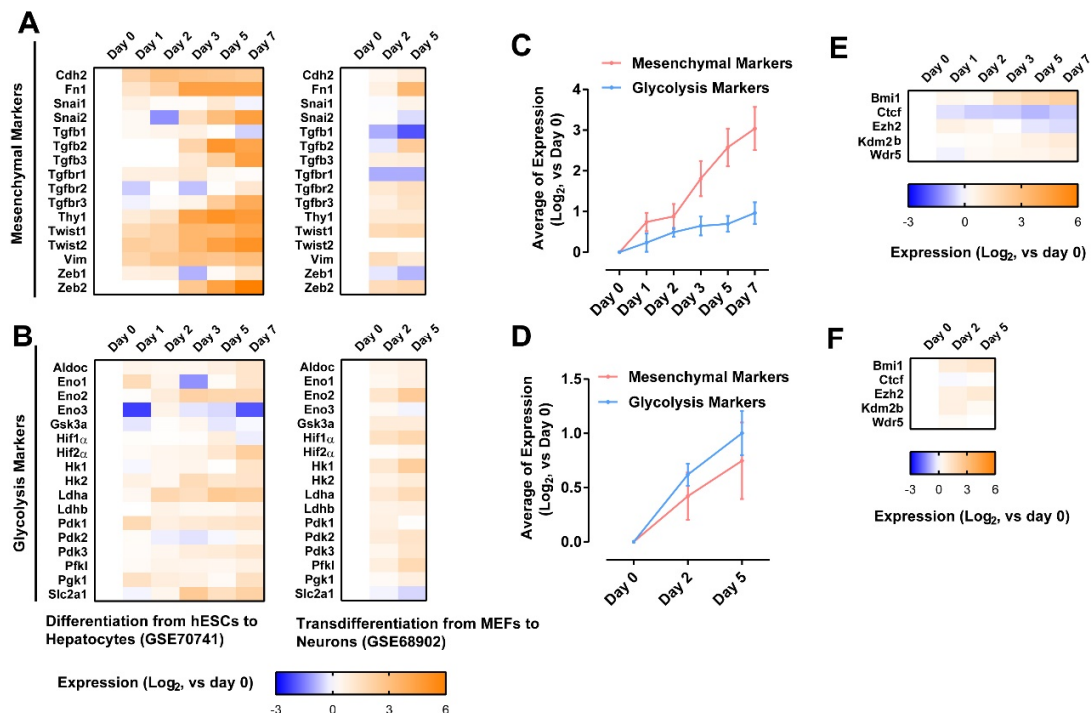

## Appendix Figure S5

### Metabolic state contributes to reprogramming directly (related to Figure 4)

(A-B) *Hif1 $\alpha$*  was overexpressed via a retrovirus system during reprogramming with mES medium. Oligomycin (1  $\mu$ M) was used in another group. The expression of *Bmi1*, *Ctcf*, *Ezh2*, *Kdm2b*, and *Wdr5* was determined on day 6 with qPCR (A). The expression of *Hif1 $\alpha$* , *Pdk1*, and *Pdk2* was determined on day 6 with qPCR (B).

(C) The expression of *Hif1 $\alpha$*  was modulated with overexpression or sh-RNA-mediated knockdown via a retrovirus system. Energy metabolism was directly controlled by using small-molecule compounds, oligomycin (1  $\mu$ M) and 2-DG (5 mM). These different treatments were combined during reprogramming with mES medium. The Oct4GFP<sup>+</sup> colonies were counted on day 15 and normalized against the number in group without any treatment.

(D-E) Early EMT and the expression of related transcriptional factors were regulated by using TGF $\beta$  (TGF $\beta$ 1/2/3, 1ng/ml each) and Repsox (1  $\mu$ M) on day 2-7. Experiments in (C) were repeated in the context of TGF $\beta$  (D) and Repsox treatment (E). The Oct4GFP<sup>+</sup> colonies were counted on day 15 and normalized against the number in group without any treatment (heatmaps on the left). Addition normalization against the corresponding results in (C) was performed and the final results were listed in heatmaps on the right to make the functions of TGF $\beta$  and Repsox clearer.

(F) The expression of *Bmi1*, *Ctcf*, *Ezh2*, *Kdm2b*, and *Wdr5* was modulated with overexpression or sh-RNA-mediated knockdown via a retrovirus system. Energy metabolism was directly controlled by using small-molecule compounds, oligomycin (1  $\mu$ M) and 2-DG (5 mM). These different treatments were combined during reprogramming with mES medium. The Oct4GFP<sup>+</sup> colonies were counted on day 15 and normalized against the number in group without any treatment.

Data information: Experiments were independently repeated at least five times ( $n \geq 5$ ). Error bars represent

standard deviations. \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001. Additional statistical information was listed in Dataset EV7.

Appendix Figure S5

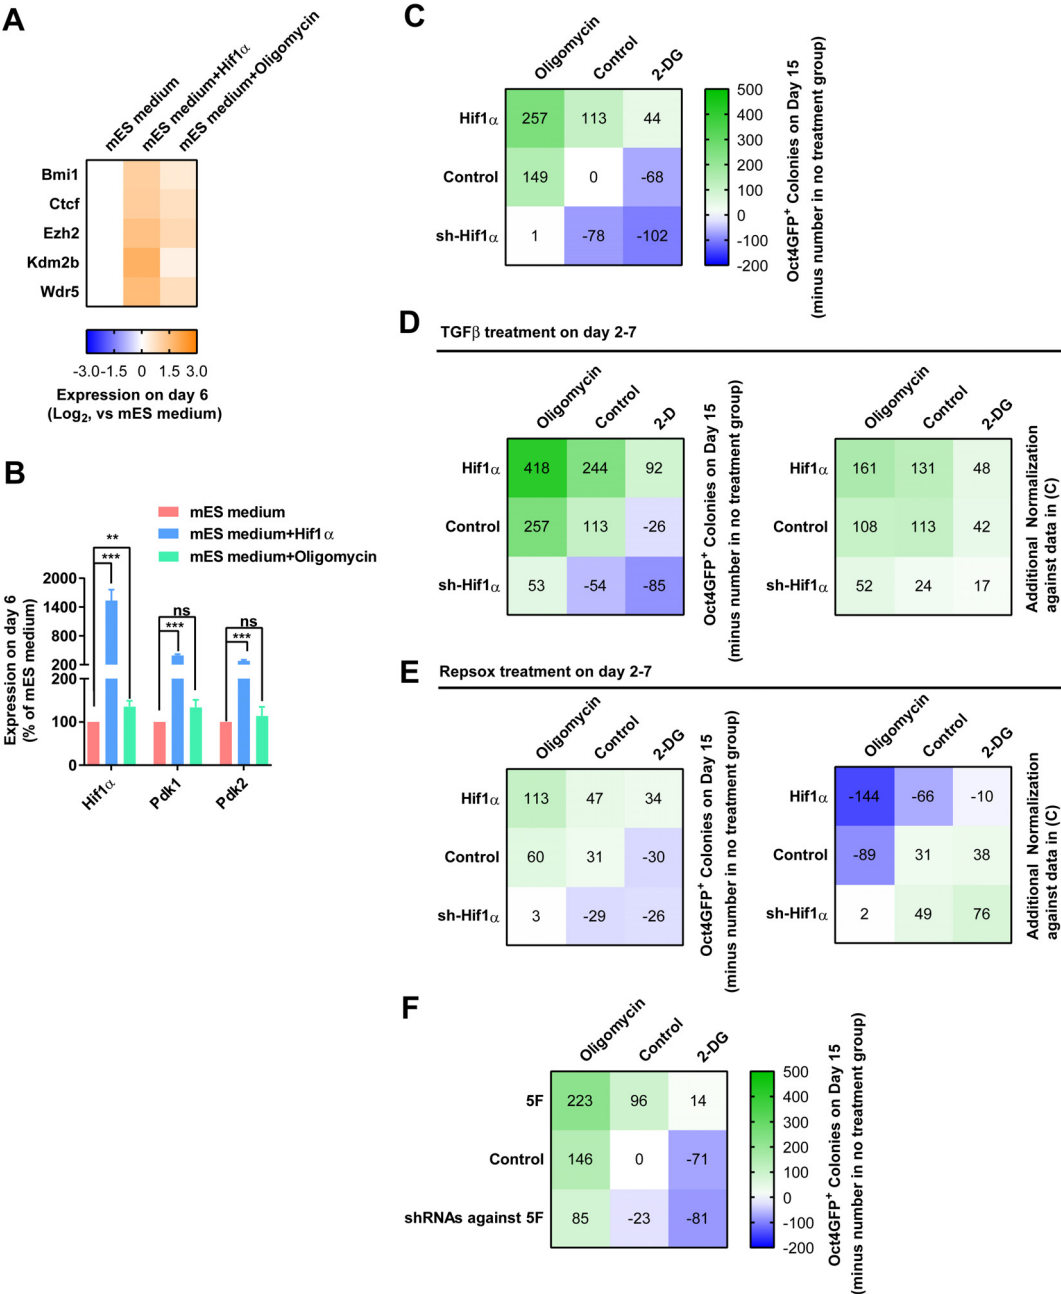

# Appendix Figure S6

Early EMT and OGS are also observed during other cell fate conversions (related to Figure 5)

(A-B) The expression of *Hif1 $\alpha$*  was modulated with overexpression or sh-RNA-mediated knockdown via a retrovirus system. Energy metabolism was directly controlled by using small-molecule compounds, oligomycin (1  $\mu$ M) and 2-DG (5 mM). The Oct4GFP<sup>+</sup> colonies were counted on day 15 during reprogramming with mES (A) or 5C medium (B). The numbers of three types of Oct4GFP<sup>+</sup> colonies were summarized.

(C) RepSox (1  $\mu$ M) was used on day 2-7 to inhibit early EMT during reprogramming with 5C medium. TGF $\beta$  (TGF $\beta$ 1/2/3, 1ng/ml each) on day 2-7, LSD1 inhibitor (LSD1i), and sequential introduction of Yamanaka factors (OK+M+S) were used to induce early EMT during reprogramming with mES medium. The numbers of three types of Oct4GFP<sup>+</sup> colonies on day 15 were summarized.

Data information: Experiments were independently repeated at least five times (n $\geq$ 5). Error bars represent standard deviations. Additional statistical information was listed in Dataset EV7.

Appendix Figure S6

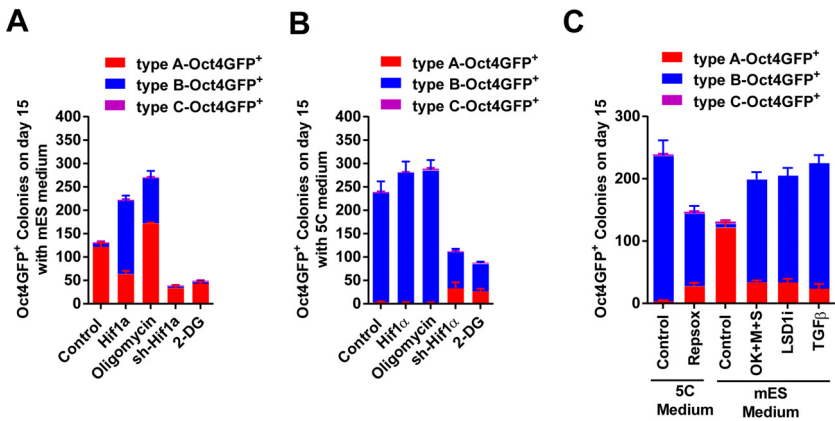

# Appendix Figure S7

## Comparison with other medium (related to Figure 5)

(A-B) MEFs were reprogrammed with mES, 5C, 5C-naïve (naïve medium was used to replace 5C medium on day 10), iSF1, and iCD1 medium (1:5 passage on day 9) (A). The numbers of three types of Oct4GFP<sup>+</sup> colonies on day 15 were summarized in (B). The expression of E-cadherin (epithelial marker) and N-cadherin (mesenchymal marker) was determined with qPCR on day 6 during reprogramming (C).

(D-E) Different concentrations of BMP4 (D) and Noggin (E) were used during reprogramming from day 0 to 15 with mES or 5C medium. The numbers of three types of Oct4GFP<sup>+</sup> colonies on day 15 were summarized.

Data information: Experiments were independently repeated at least five times (n≥5). Error bars represent standard deviations. \*\*\*p < 0.001. Additional statistical information was listed in [Dataset EV7](#).

## Appendix Figure S7

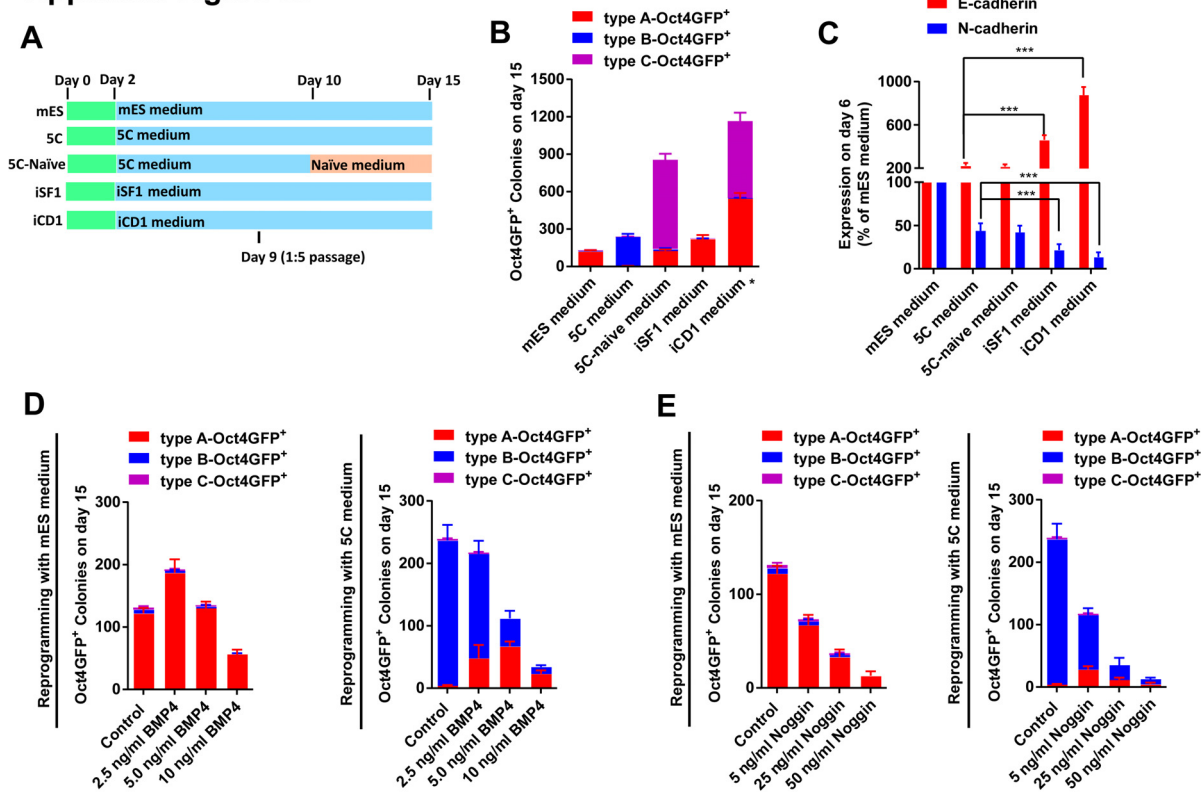

## Appendix Figure S8

### The positive feedback between EMT and OGS at the late stage (related to Figure 6)

Oct4GFP<sup>+</sup> and Oct4GFP<sup>-</sup> cells were separated with FACS on day 15 during reprogramming. 5C-Oct4GFP<sup>+</sup>, 5C-Oct4GFP<sup>-</sup>, mES-Oct4GFP<sup>+</sup>, and mES-Oct4GFP<sup>-</sup> cells were isolated and analyzed with RNA-Seq. MEFs were used as control and for normalization.

(A-B) In mES-Oct4GFP<sup>+</sup> cells, the upregulated epithelial markers (A), downregulated mesenchymal markers (A), upregulated glycolysis markers (B), and downregulated OXPHOS markers (B) were selected from the markers listed in [Dataset EV4](#). The expression of these genes in 5C-Oct4GFP<sup>+</sup>, 5C-Oct4GFP<sup>-</sup>, mES-Oct4GFP<sup>+</sup>, and mES-Oct4GFP<sup>-</sup> cells was summarized.

(C-D) The averaged expression (Log<sub>2</sub> values) of all epithelial, mesenchymal, glycolysis and OXPHOS markers listed in [Dataset EV4](#) was calculated in 5C-Oct4GFP<sup>+</sup>, 5C-Oct4GFP<sup>-</sup>, mES-Oct4GFP<sup>+</sup>, and mES-Oct4GFP<sup>-</sup> cells. 

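The averages plotted in Appendix Fig S8 are the mean of the log2 expression over all markers of a group in 1 library, so each kind of cells is a single point without replicates. MEFs, which the authors used for normalization, are not in the files analysed here, and the averages that follow are of log2(TPM + 1) without it. The epithelial markers averaged 3.83 in mES-Oct4GFP+, 4.90 in 5C-Oct4GFP+, 5.13 in mES-Oct4GFP- and 4.80 in 5C-Oct4GFP- cells. The mesenchymal markers averaged 2.90, 2.96, 5.35 and 4.79 in the same order. For the glycolysis markers the averages were 5.86, 6.39, 6.91 and 6.53, and for the OXPHOS markers 7.63, 7.56, 7.44 and 7.50. They rest on 29 epithelial, 47 mesenchymal, 33 glycolysis and 84 OXPHOS markers. The normalization to MEFs shifts all kinds of cells by the same amount for each gene, so differences between the kinds of cells do not depend on it when they are taken on the log2 scale.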

The resulted values were used to plot the four kinds of cells to show their epithelial-mesenchymal characteristic (C) and glycolysis-OXPHOS characteristic (D).

Data information: Additional statistical information was listed in [Dataset EV7](#).

Appendix Figure S8

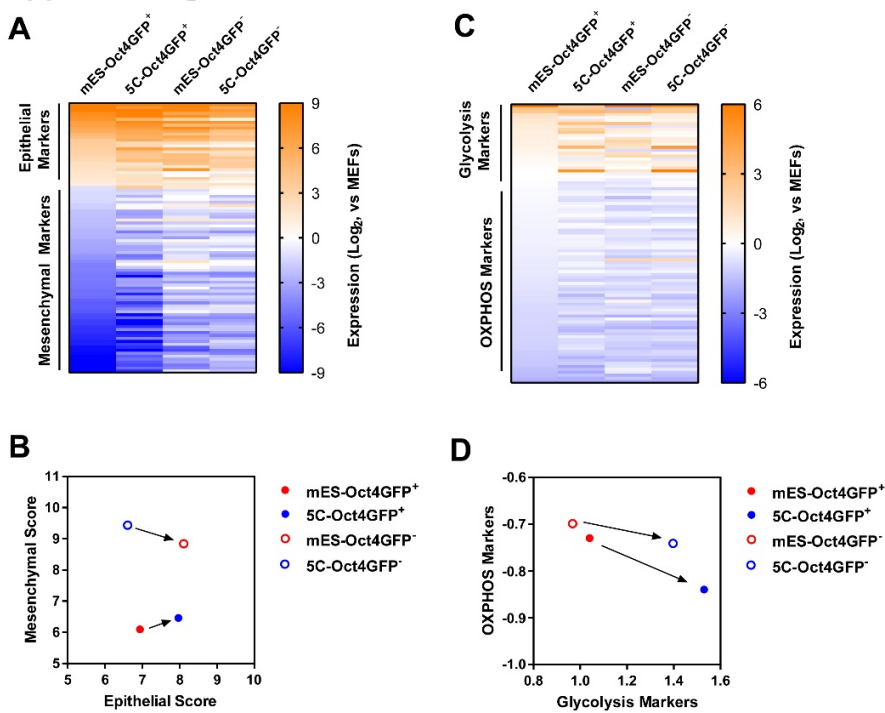

### Appendix Figure S9

#### PSCs in 5C state can be stabilized (related to Figure 6)

5% O<sub>2</sub> and TGFβ (TGFβ1/2/3, 1ng/ml each) were used to culture 5C-Oct4GFP<sup>+</sup> colonies for five passages (1:2). Expression of pluripotency markers (A) and percentages of Oct4GFP<sup>+</sup> cells (B) were determined with qPCR and FACS, respectively. P0 and P5 suggested no additional passage and addition passage for five times, respectively.

Data information: Experiments were independently repeated at least five times (n≥5). Error bars represent standard deviations. \*\*\*p < 0.001. Additional statistical information was listed in Dataset EV7.

### Appendix Figure S9

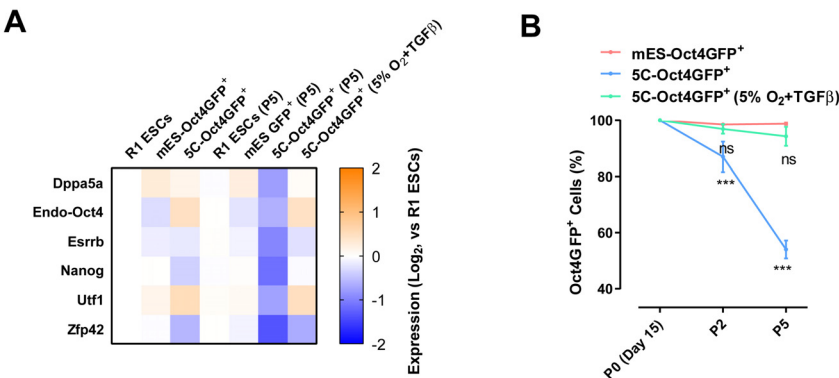

Appendix Figure 10

*Hif2α* is also involved in the cooperation between EMT and OGS (related to Figure 6)

(A) The expression of *Hif1α* and *Hif2α* was determined on day 6 during reprogramming or in Oct4GFP<sup>+</sup> colonies on day 15 with qPCR.

(B) The expression of *Hif1α* and *Hif2α* was modulated in MEFs via a retrovirus system. The expression of mesenchymal markers were determined on day 3 with qPCR.

(C) The expression of *Hif1α* and *Hif2α* was modulated during reprogramming with mES medium. The expression of *Bmi1*, *Ctcf*, *Ezh2*, *Kdm2b*, and *Wdr5* was determined on day 6 with qPCR.

Data information: Experiments were independently repeated at least five times (n≥5). Additional statistical information was listed in Dataset EV7.

Appendix Figure S10

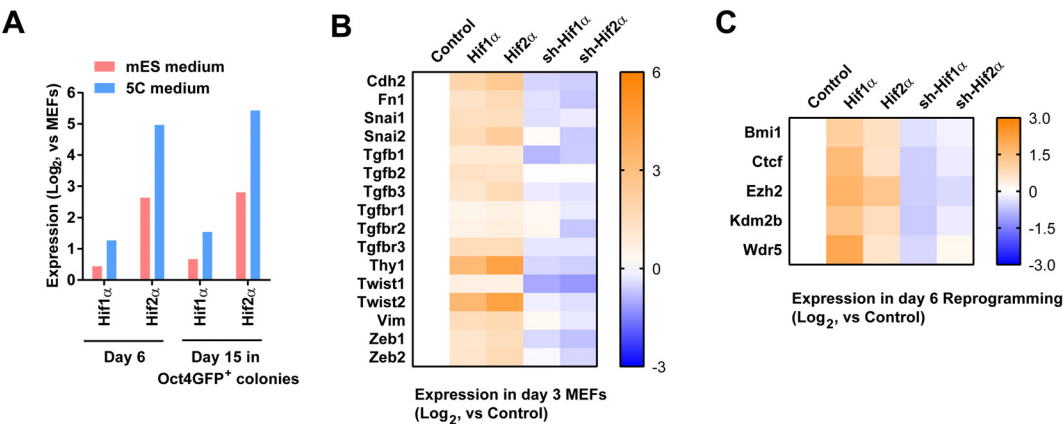

**Supplement:** Supplementary file 1 — Appendix

# Supplementary material for: Metabolic switch and epithelial–mesenchymal transition cooperate to regulate pluripotency
**Source:** EMBO J. 2020 Feb 24;39(8):e102961. doi: 10.15252/embj.2019102961
**Supplement:** Supplementary file 2 — Expanded View Figures PDF

Expanded View Figures

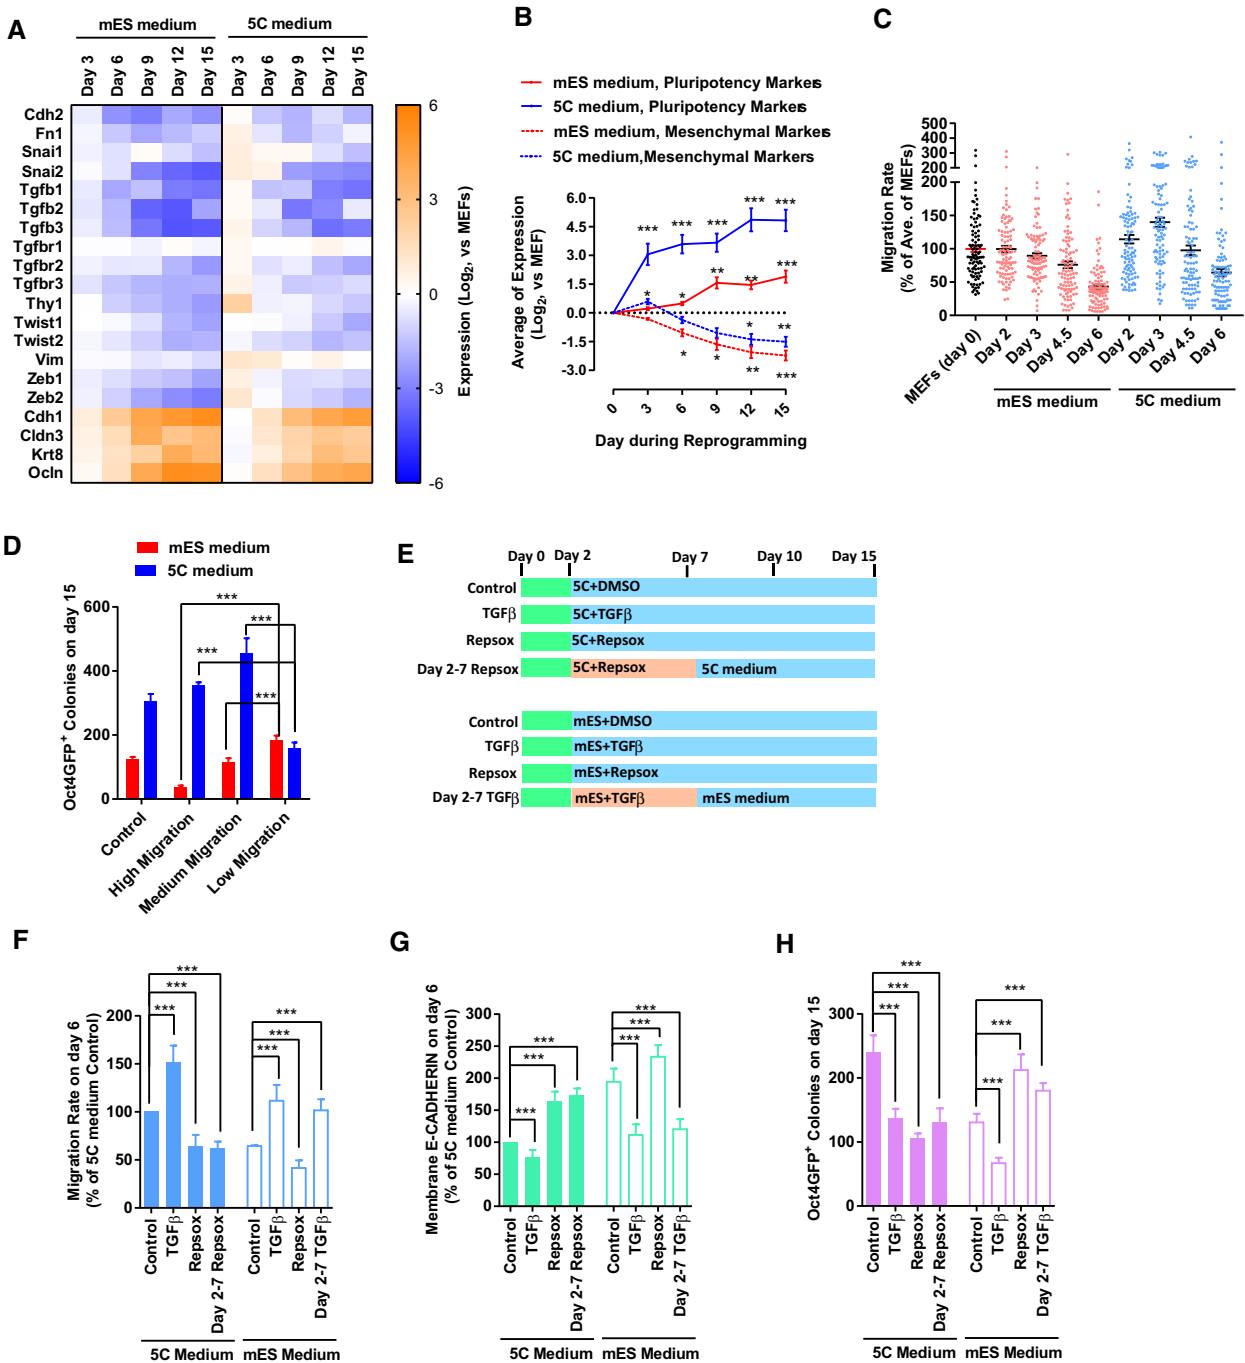

Figure EV1.

**Figure EV1. 5C medium promotes reprogramming by inducing early EMT (related to Fig 1).**

- A Expression of several epithelial and mesenchymal markers was determined with qPCR at different time points during reprogramming with 5C or mES medium.
- B The average expression of pluripotency markers and mesenchymal markers was calculated and plotted at different time points during reprogramming based on Figs 1C and EV1A.
- C Cell migration was determined at the early stage (days 0–6) during reprogramming with live-cell imaging. Live-cell imaging recorded the actual distance traveled by each individual cell within 1 h.
- D Cells were separated into three groups (high, one-third of cells with the highest migration; low, one-third of cells with the lowest migration; and medium, the other one-third of cells) based on their migration abilities on day 3 during reprogramming. Reprogramming of these cells was traced via live-cell imaging. The number of Oct4GFP<sup>+</sup> colonies on day 15 converted from different groups of cells was summarized. “Control” was the average of Oct4GFP<sup>+</sup> colonies generated from these three groups of cells.
- E–H TGFβ (TGFβ1/2/3, 1 ng/ml each) and RepSox (1 μM) were used during reprogramming from days 2–7 or during the whole process (E). The cell migration (F) and E-CADHERIN expression (G) were determined on day 6 with live-cell imaging and FACS, respectively. The number of Oct4GFP<sup>+</sup> colonies (H) was determined on day 15.
- Data information: Experiments were independently repeated at least five times ( $n \geq 5$ ). Error bars represent standard deviations. \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ . Additional statistical information is listed in Dataset EV7.

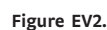

**Figure EV2. OGS and EMT induce each other via transcriptional activation (related to Fig 3).**

- A The enrichment of binding sites of HIF1 $\alpha$  was determined on the promoters of several key mesenchymal markers with Pscan software. "Average" represented the average Z-score of all transcriptional factors tested in with Pscan software (Dataset EV2).
- B Expression of *Hif1 $\alpha$*  was modulated with overexpression or sh-RNA-mediated knockdown via a retrovirus system in MEFs. Oligomycin (1  $\mu$ M) or 2-DG (5 mM) was used to treat MEFs. The expression of mesenchymal markers was determined with qPCR on day 3.
- C The enrichment of binding sites of indicated transcriptional factors was determined on the promoters of several key glycolysis markers. "Max. M" suggested the maximum Z-score generated with SNAI2, TWIST1/2, and ZEB1 binding sites on one indicated promoter. "Average" suggested the average Z-score of all transcriptional factors tested in the Pscan software on one indicated promoter.
- D Expression of *Hif1 $\alpha$*  and key mesenchymal transcriptional factors, including *Snai1/2*, *Twist1/2*, and *Zeb1/2*, was modulated in MEFs. The expression of several key glycolysis markers was determined with qPCR on day 3. "Max. M" indicated the largest upregulation induced by *Snai1/2*, *Twist1/2*, and *Zeb1/2* on one particular gene.
- E–H RepSox (1  $\mu$ M) was used on days 2–7 to inhibit early EMT during reprogramming with 5C medium. TGF $\beta$  (TGF $\beta$ 1/2/3, 1 ng/ml each) on days 2–7, LSD1i (SP2509, 10 nM), and sequential introduction of Yamanaka factors (OK + M + S) were used to induce early EMT during reprogramming with mES medium. Except for OK + M + S group, the four Yamanaka factors were delivered simultaneously. The number of Oct4GFP<sup>+</sup> colonies was determined on day 15 (E). The expression of pluripotency markers was determined on day 6 with qPCR (F). Cell migration was determined with live-cell imaging on day 6 (G). The expression of mesenchymal markers was determined on day 6 with qPCR (H).

Data information: Experiments were independently repeated at least five times ( $n \geq 5$ ). Error bars represent standard deviations. \*\*\* $P < 0.001$ . Additional statistical information is listed in Dataset EV7.

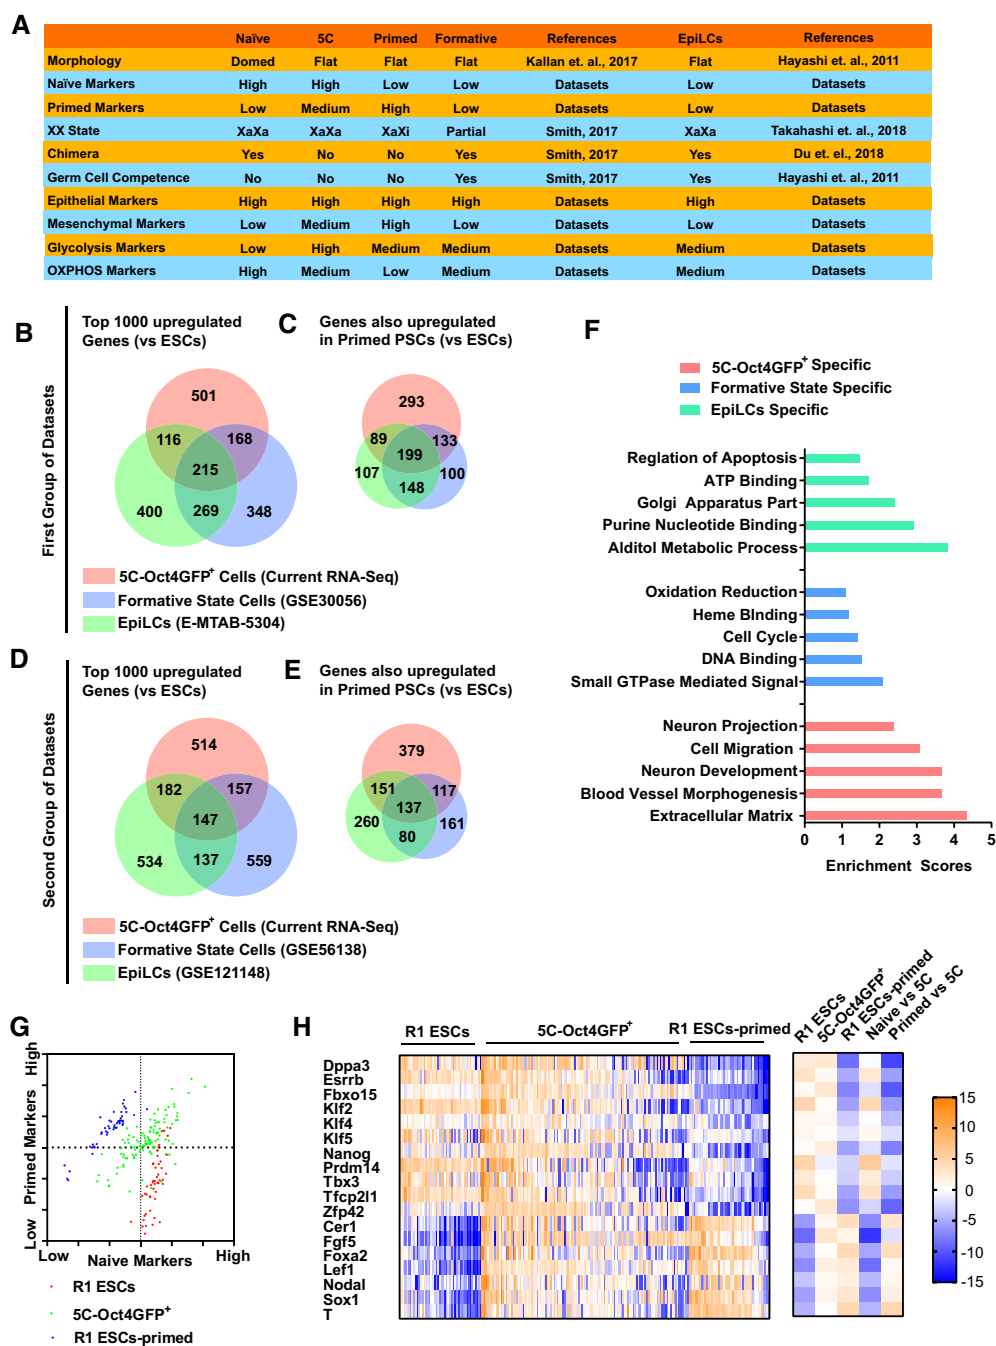

**Figure EV3. 5C state is a new pluripotency state (related to Fig 5).**

- A Summary of characteristics of PSCs in 5C state, formative state, and EpiLCs state.
- B, C Top 1,000 upregulated genes (compared to ESCs) were selected from the current RNA-Seq and previously reported datasets (Data ref: Hayashi et al, 2011; Data ref: Bertone, 2014) for the three states. The overlapping was determined (B). In addition, the genes which were upregulated in primed PSCs (compared to ESCs, based on the current RNA-Seq) were further selected and listed in (C).
- D, E Two different datasets were used to repeat the studies in (B) and (C) (Data ref: Buecker, 2014; Data ref: Kalkan et al, 2019).
- F The genes which were only upregulated in one of the three states were used for GO analysis.
- G, H Single-cell qPCR was performed with 5C-Oct4GFP<sup>+</sup> cells (120 cells), R1 ESCs (48 cells), and R1 ESCs-primed (cells). *Dppa3*, *Esrrb*, *Fbxo15*, *Klf2/4/5*, *Nanog*, *Prdm14*, *Tbx3*, *Tfcp2l1*, and *Zfp42* were used as naive markers, while *Cer1*, *Fgf5*, *Foxa2*, *Lef1*, *Nodal*, *Sox1*, and *T* were used as primed markers. The average expression of naive and primed markers was calculated for each cell and was used to plot the cells in (G). Heatmap summarized results (H, left), and the average expression of each gene in 5C-Oct4GFP<sup>+</sup> cells (5C), R1 ESCs (naive), and R1 ESCs-primed (primed) was provided and compared (H, right).

Data information: Statistical information is listed in Dataset EV7.

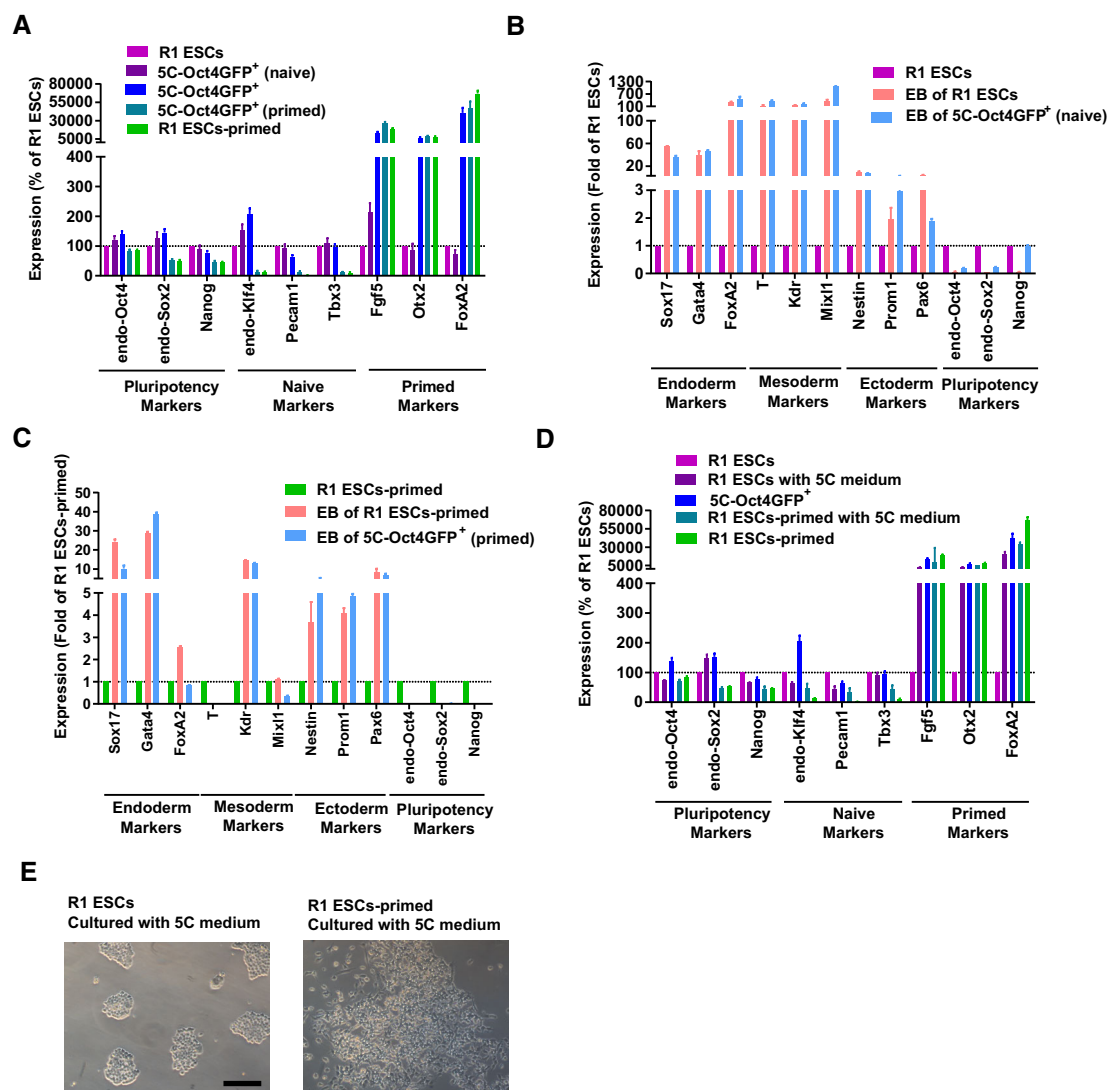

**Figure EV4. PSCs in 5C state can be converted to naïve or primed state (related to Fig 5).**

- A** The isolated 5C-Oct4GFP<sup>+</sup> cells were cultured in naïve or primed medium for 3 days. The expression of markers of different pluripotent states was determined with qPCR. R1 ESCs and R1 ESCs-primed were used as controls.
- B, C** The isolated 5C-Oct4GFP<sup>+</sup> cells were cultured in naïve and primed medium, and the obtained cells were used for EB differentiation. The expression of markers of endoderm, mesoderm, ectoderm, and pluripotency was determined together with R1 ESCs and R1 ESCs-primed.
- D, E** R1 ESCs and R1 ESCs-primed were cultured with 5C medium for 3 days, the expression of markers of different pluripotent states was provided in (D), and the morphologies were presented in (E, Scale bar, 100  $\mu$ m).

Data information: Experiments were independently repeated at least five times ( $n \geq 5$ ). Error bars represent standard deviations. Statistical information is listed in Dataset EV7.

**Figure EV5. 5C medium facilitates the generation of naïve and primed PSCs (related to Fig 5).**

- A–C MEFs were reprogrammed with 5C, mES, naïve, or primed medium. In three additional groups, mES, naïve, or primed medium was used to replace 5C medium from day 10 (A). The morphology and OCT4 fluorescence of seven types of colonies were provided in (B, Scale bar, 100  $\mu$ M). These seven types of colonies were isolated on day 15 during reprogramming with different protocols. The expression of markers of different pluripotent states was determined with qPCR in these colonies (C).
- D–H The percentages of Oct4GFP<sup>+</sup> cells (D) and the numbers of seven types of colonies (E and F) were summarized on day 15. The expression of *Xist* (G) and the abilities to form chimeras (H) were determined in type C-Oct4GFP<sup>+</sup> colonies in 5C-naïve group, type B-Oct4GFP<sup>+</sup> colonies in 5C group, and type E-Oct4GFP<sup>+</sup> colonies in 5C-primed group.
- I–L MEFs were reprogrammed with mES medium. Naïve or primed medium was used to replace mES medium from day 10 (I). The percentages of Oct4GFP<sup>+</sup> cells (J) and the numbers of seven types of colonies (K and L) were summarized on day 15.

Data information: Experiments were independently repeated at least five times ( $n \geq 5$ ). Error bars represent standard deviations. \*\*\* $P < 0.001$ . Additional statistical information is listed in Dataset EV7.

A

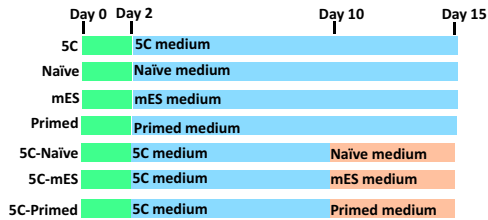

B

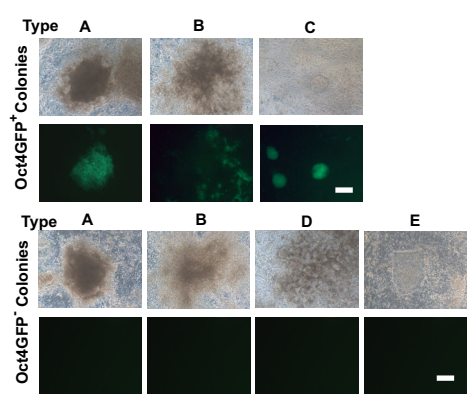

D

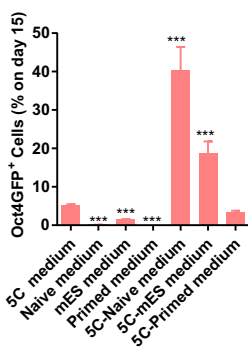

E

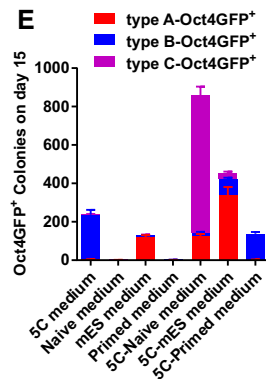

F

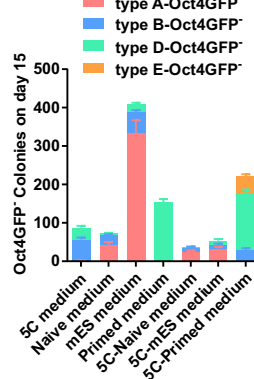

G

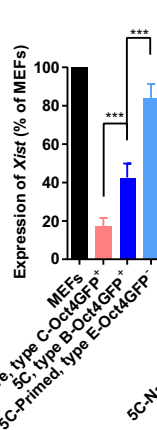

H

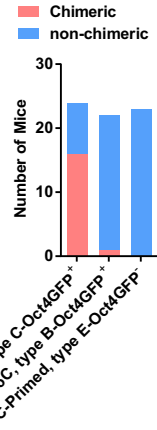

I

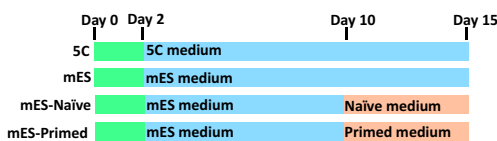

J

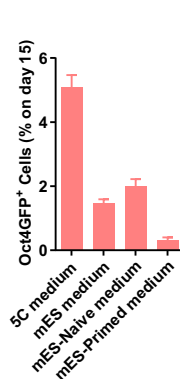

K

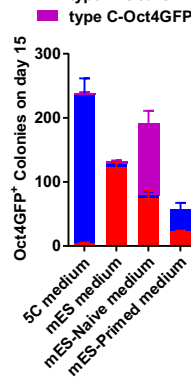

L

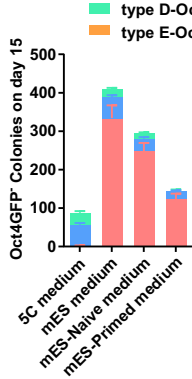

Figure EV5.

How the deposited data were processed for this re-analysis (not part of the article)

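RNA was measured in 7 libraries, 1 for each of mES-Oct4GFP+, mES-Oct4GFP-, 5C-Oct4GFP+ and 5C-Oct4GFP- cells sorted on day 15, 5C-Oct4GFP+ cells converted in naïve medium, 5C-Oct4GFP+ cells converted in primed medium, and R1 ESCs-primed. There are no replicates. The libraries of R1 ESCs and MEFs that the paper also uses are not in the files analysed here.

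The authors prepared TruSeq v2 libraries from total RNA, sequenced them on an Illumina MiSeq and processed the reads with RSEM, which aligned them to a synthetic transcriptome. The deposited expected counts are RSEM's estimated number of reads per Ensembl gene and are not normalized. TPM was calculated by the authors with RSEM as the count divided by effective length, scaled to the same sum in every library. The deposited FPKM values are the authors' counts per unit of effective length, scaled to the mapped fragments of the library. Each table has 29267 genes, of which 23189 were above 0 in at least 1 library and 11020 had a TPM of at least 1 in every library.

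The expected counts summed to 6108252 in mES-Oct4GFP+, 8821887 in mES-Oct4GFP-, 10443952 in 5C-Oct4GFP+, 8346747 in 5C-Oct4GFP-, 8233480 in 5C-Oct4GFP+ (naïve), 11496615 in 5C-Oct4GFP+ (primed) and 7188043 in R1 ESCs-primed, with a median of 8346747. At these depths 1 read on a gene of median length was worth between 0.0955 and 0.1822 TPM. The 100 highest genes held between 15.6157% and 18.9671% of the counts of a library. For a gene without reads, the TPM that 3 counts would give served as a floor for reference, and differences used the deposited TPM.

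TPM was the main value because the methods name it, and differences were taken on log2(TPM + 1). For a set of genes, the mean difference between 2 libraries was tested against 100000 random sets of the same size, drawn from the genes detected in either library and matched on 10 expression deciles (permutation test, two-sided, seed 20200224). The p-values of 26 set comparisons were adjusted by the Benjamini-Hochberg method with a threshold of 0.05, and 1.0e-05 is the smallest p the draws can give. Intervals of 95% for means and for differences of r2 came from 1000 bootstrap draws of the genes. Ratios of single genes have exact Clopper-Pearson 95% intervals from expected counts rounded to whole numbers, which describe the sampling of reads and not the spread between cultures. Genes were counted as changed at 2-fold on the log2(TPM + 1) scale, among those with a TPM of at least 1 in either library. With 1 library per condition the spread between replicates cannot be estimated, and no model with a residual error was fitted.

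The epithelial, mesenchymal, glycolysis, OXPHOS and state markers came from Dataset EV4. Its text ends after 1999 rows with 1541 left out, so that 56.5% of the rows were read, in the order of Ensembl identifiers. The 32 factors came from Fig 2C and the 12 state genes from Fig 7H. Genes were matched by Ensembl identifier to GENCODE M21 on GRCm38 for their coordinates. The authors' genome build is not stated in the files read, and the start sites in Dataset EV4 fell within 1000 bases of the M21 gene for 1995 of 1998 genes (99.8%). Genes named in the text were chosen by a rule written before the files arrived: every gene the paper names at a claim that rests on this RNA-Seq, *Cdh1* and *Cdh2*, the 3 genes with the largest absolute difference in each marker set and comparison, the highest and lowest of the other factors of Fig 2C and any that was not higher, and the genes of lists written beforehand for the closing section.

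The alternatives set before the files arrived were a pseudocount of 0.1, a minimum value of 1 or 5, median-ratio rescaling between libraries, the median over genes, a sign-flip permutation over the genes, removal of the 3 genes with the largest difference, Spearman correlation, and other cuts for the single-cell data. FPKM in place of TPM, and all alternatives for single genes, were added after the files were seen.

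The scripts were tested on simulated data before use. For 200 genes given a 2-fold change the mean difference was 0.947 against a true value of 0.947, and 99.5% of them were higher. Of 400 unchanged sets of 40 genes, 4% had a permutation p under 0.05, and 7% with sign flips. The simulated genes were independent of each other and had no spread between cultures. These rates therefore do not hold for sets of genes that vary together between cultures, as genes of 1 pathway may. The 95% intervals covered 94.8% of gene ratios and 92.5% of differences of r2. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.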

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

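The effect of 5C against mES medium differed between Oct4GFP+ and Oct4GFP- cells for 3 of the 4 marker sets, which flagged them (1 library per group, no replicates). The effect in Oct4GFP+ cells minus that in Oct4GFP- cells was 1.3998 on the log2(TPM + 1) scale for the epithelial markers (permutation p = 1.0e-05, the smallest that the draws can give, adjusted p = 4.0e-05, positive in 22 of 29 genes). It was 0.6137 for the mesenchymal markers (permutation p = 0.0039, adjusted p = 0.0052, 29 of 47 genes) and 0.9051 for the glycolysis markers (permutation p = 3.0e-05, adjusted p = 6.0e-05, 21 of 33 genes). For the OXPHOS markers it was -0.1249 (permutation p = 0.4365). The test compares genes and not cultures, so the spread between cultures is not part of it.

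Technical explanations of this pattern were tested in turn. The predictions for the first 4 were written before the results were seen, and those for exchanged labels and fibroblasts after. Thinning the counts to the smallest total changed a flagged value by at most 0.0247, leaving out the 100 highest genes of each library by at most 0.1154, subtracting the median difference of genes of similar length by at most 0.0115, and median-ratio rescaling by at most 0.0700. Under each, all 3 sets kept their sign and stayed past the threshold. Of the 32 factors of Fig 2C, 31 were higher in the library labelled 5C-Oct4GFP-. The authors selected these factors for that direction, so the count cannot exclude labels of the 2 Oct4GFP- libraries that were exchanged before the selection. A larger share of fibroblasts in the mES-Oct4GFP- library would lower fibroblast genes in 5C-Oct4GFP- cells. The mean difference of 12 such genes was -0.9375 (exact sign-flip permutation p = 0.0513, 9 of 12 lower), which does not settle it either way. For the mesenchymal markers, whose difference was -0.5550 in Oct4GFP- and 0.0587 in Oct4GFP+ cells, the pattern cannot be told apart from a difference in the share of fibroblasts. A share of fibroblasts in the mES-Oct4GFP- library leaves the Oct4GFP+ libraries as they are, and these gave 1.0690 for the epithelial and 0.5321 for the glycolysis markers. With the labels of the Oct4GFP- libraries exchanged, 1 of the 3 sets kept its sign past the threshold, the epithelial markers at 0.7382 (permutation p = 0.0123, adjusted p = 0.0246). The mesenchymal value became -0.4963 (permutation p = 0.0118, adjusted p = 0.0246) and the glycolysis value 0.1591 (permutation p = 0.9731). For the glycolysis markers the pattern cannot be told apart from exchanged labels. The mesenchymal markers were past the threshold under either labelling but with opposite signs, so their direction cannot be told apart from exchanged labels. An effect of the medium that depends on Oct4GFP remains a hypothesis.

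Transcripts of Y-linked genes and *Xist*, which the paper does not report in this RNA-Seq, were above the smallest value the depth can show in 5C-Oct4GFP+ cells. *Ddx3y* (ENSMUSG00000069045, chromosome Y, 1260771 to 1286629) had 21.02 TPM, *Uty* (ENSMUSG00000068457, chromosome Y, 1096861 to 1245759) 12.66 TPM, *Kdm5d* (ENSMUSG00000056673, chromosome Y, 897788 to 956786) 12.61 TPM and *Eif2s3y* (ENSMUSG00000069049, chromosome Y, 1010543 to 1028847) 73.75 TPM, with floors of 0.12, 0.13, 0.11 and 0.30 TPM. *Xist* (ENSMUSG00000086503, chromosome X, 103460366 to 103483254) had 22.21 TPM with a floor of 0.06 TPM. In the other libraries *Xist* had 1.45 TPM in mES-Oct4GFP+, 258.30 TPM in mES-Oct4GFP-, 113.70 TPM in 5C-Oct4GFP-, 1.36 TPM in 5C-Oct4GFP+ (naïve), 5.36 TPM in 5C-Oct4GFP+ (primed) and 19.61 TPM in R1 ESCs-primed (no replicates). From *Xist* (Fig 5C), the paper gives 5C-Oct4GFP+ cells a XaXa state. After 3 days in primed medium it reports a XaXi state (Fig 5H). Here *Xist* of 5C-Oct4GFP+ cells was 15.45 times that of mES-Oct4GFP+ cells (exact 95% interval 11.78 to 20.65). It was 1.13 times that of R1 ESCs-primed (1.02 to 1.26), and it was lower after primed medium. With cells of both sexes possibly mixed, these values cannot assign a state of the X chromosome. *Kdm5d* was 0.82 TPM in R1 ESCs-primed and between 8.79 and 19.91 TPM elsewhere.

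Reads shared with X-linked paralogs would keep the ratio of each Y-linked gene to its paralog constant. The ratio of the highest to the lowest was 2.5891 for the least variable of the 4 genes, past the limit of 1.5 set before the result was seen. All 7 libraries held *Xist* and all 4 Y-linked genes, which a mixture of male and female cells would give; that prediction was written after the result, and gene tables of bulk RNA cannot separate such a mixture from *Xist* in male cells. The pattern cannot be told apart from a mixture of cells of both sexes. The sex of the cells is not among the conditions, and no biological explanation was tested.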

How the results depend on the processing

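Of 41 headline results, 32 had every alternative labelled the same. Of 236 alternative rows, 221 were labelled the same, 9 stronger, 1 weaker, 2 reversed and 3 moved. Rows labelled the same can still differ in size. The gain in r2 with R1 ESCs-primed in primed medium went from 0.1153 to 0.1927 among genes with a TPM of at least 1 in every library. The OXPHOS difference of 5C-Oct4GFP+ cells from 5C-Oct4GFP+ (naïve) went from -0.1065 to -0.2243 with median-ratio rescaling. Of the rows for single genes, 466 were the same and 20 moved, and none reversed. The choices of test, main setting and alternatives were made before the processed files arrived, apart from FPKM and the alternatives for single genes.

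The mesenchymal difference of 5C-Oct4GFP+ from mES-Oct4GFP+ cells, 0.0587, reversed to -0.0972 with the median over genes and to -0.1169 without the 3 genes of largest difference; all 3 of these genes are higher in 5C-Oct4GFP+ cells, so the positive mean rests on them. The glycolysis difference of 5C-Oct4GFP+ cells from 5C-Oct4GFP+ (naïve) was weaker without the 3 genes, at 0.3144 (adjusted permutation p = 0.1910).

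The epithelial difference of 5C-Oct4GFP- from mES-Oct4GFP- cells, close to the threshold in the main setting, passed it with the filter on a value of at least 1 (-0.3308, adjusted permutation p = 0.0444), median-ratio rescaling (-0.3517, adjusted permutation p = 0.0497), the median over genes (-0.4917, adjusted permutation p = 2.8e-04) and FPKM (-0.2977, adjusted permutation p = 0.0396, added after the data were seen). It did not pass with a pseudocount of 0.1 (-0.3361, adjusted permutation p = 0.0655). Sign flips over the genes (adjusted permutation p = 0.1204) and removal of 3 genes (-0.2865, adjusted permutation p = 0.1236) did not pass either. The epithelial difference of 5C-Oct4GFP+ cells from R1 ESCs-primed passed the threshold with a pseudocount of 0.1 (0.5546, adjusted permutation p = 0.0409), the median (0.4438, adjusted permutation p = 0.0036) and without 3 genes (0.5531, adjusted permutation p = 0.0337). It did not pass with median-ratio rescaling (0.5523, adjusted permutation p = 0.0567) or FPKM (0.4389, adjusted permutation p = 0.0678). Nor did it with sign flips (adjusted permutation p = 0.2796) or the filter on a value of at least 1 (adjusted permutation p = 0.0548). For the OXPHOS markers, sign flips over the genes took the difference from 5C-Oct4GFP+ (naïve) past the threshold (-0.1065, adjusted permutation p = 0.0277), since they compare with 0 and not with random genes, and the median did so for R1 ESCs-primed (0.0376, adjusted permutation p = 0.0313).

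A minimum of 5 in place of 1, which drops genes with few reads, moved the genes at least 2-fold higher in 5C-Oct4GFP- than in mES-Oct4GFP- cells from 1535 to 1007, and those higher in naïve medium from 1486 to 962. The median of all cells as the cut moved the share of single 5C-Oct4GFP+ cells above both cuts from 55.8333% to 41.6667%. The replicate block was not run because each condition has 1 sample. Depth limits the genes near the floor, such as *Dnmt3l* in Oct4GFP- cells.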

Differences from the paper's values

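For the epithelial markers, the difference of 5C-Oct4GFP- from mES-Oct4GFP- cells was -0.3308, against the paper's about -1.5 in Appendix Fig S8B, read by eye. For the mesenchymal markers it was -0.5550, against the paper's about 0.6 in Appendix Fig S8B, read by eye. For the glycolysis markers it was -0.3730, against the paper's about 0.43 in Appendix Fig S8D, read by eye. For the OXPHOS markers it was 0.0577, against the paper's about -0.04 in Appendix Fig S8D, read by eye. The OXPHOS values differ in sign only, and the paper's value lies inside the 95% bootstrap interval over genes, -0.0474 to 0.1717. None of the alternatives set before the files arrived gave the sign of the paper's mesenchymal, glycolysis or OXPHOS value or closed the epithelial gap, neither the pseudocount of 0.1, the filter on low values, median-ratio rescaling, the median over genes, the sign-flip permutation nor the removal of 3 genes. The marker sets were read from part of Dataset EV4. Exchanged labels of the Oct4GFP- libraries, which were not excluded above, would reverse the sign of each difference. That would give the paper's sign for the mesenchymal, glycolysis and OXPHOS markers but not for the epithelial markers. The exchange left open above came before the Fig 2C factors were selected, so the paper's labels and those used here would share it. Such an exchange could account for the differences only if Appendix Fig S8 was drawn with other labels than Fig 2C.

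The paper states that mesenchymal markers are higher in 5C-Oct4GFP- than in mES-Oct4GFP- cells, where the difference here was -0.5550, and the legend of Fig 6H gives glycolysis markers as higher in 5C-Oct4GFP- cells, where it was -0.3730. The paper states higher mesenchymal markers in 5C-Oct4GFP+ than in mES-Oct4GFP+ cells, where the difference was 0.0587 (adjusted permutation p = 0.6771). Lower OXPHOS markers in 5C-Oct4GFP+ than in mES-Oct4GFP+ cells are also stated, with -0.0671 here (adjusted permutation p = 0.6771). For OXPHOS between the naïve and primed states, the differences of 5C-Oct4GFP+ cells were -0.1065 from 5C-Oct4GFP+ (naïve) and 0.0615 from R1 ESCs-primed, with adjusted permutation p of 0.3331 and 0.3488. The paper places mesenchymal markers of 5C-Oct4GFP+ cells between those of the naïve and primed cells, and the difference from 5C-Oct4GFP+ (naïve) was 0.1785 (adjusted permutation p = 0.9065). Epithelial markers are stated as higher in 5C-Oct4GFP+ cells than in primed cells, with a difference from R1 ESCs-primed of 0.4626 (adjusted permutation p = 0.0548). All 32 factors of Fig 2C are given as higher in 5C-Oct4GFP- cells, and 31 were. The exception, *Dnmt3l*, had 1.04 against 1.31 TPM, a ratio of 0.79 (exact 95% interval 0.23 to 2.86), so a departure from the paper is not detectable. Among the 31, the interval of *Mbd4* also includes 1, at a ratio of 1.22 (0.94 to 1.59). In Fig 5B the paper gives *Fgf5*, *Otx2* and *Foxa2* of 5C-Oct4GFP+ cells as similar to R1 ESCs-primed. In the RNA-Seq, *Fgf5* had 11.69 against 139.29 TPM, a ratio of 0.0839, *Foxa2* (ENSMUSG00000037025, chromosome 2, 148042877 to 148046969) had 0.25 against 105.89 TPM, and *Otx2* had 189.42 against 134.39 TPM, a ratio of 1.41 (no replicates).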

Other observations

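As a mean over genes, the 414 markers of the 5C state were about as high in Oct4GFP- cells as in 5C-Oct4GFP+ cells (no replicates). The mean difference of log2(TPM + 1) from 5C-Oct4GFP+ cells was 0.0909 in 5C-Oct4GFP- cells (95% bootstrap interval over genes -0.0611 to 0.2411, 218 of 414 genes higher). In mES-Oct4GFP- cells it was -0.1005 (-0.2630 to 0.0610, 192 of 414 higher), and these cells exceeded R1 ESCs-primed by 1.8040 (347 of 414 genes higher). The 5C markers named in Fig 7H, *Apoe*, *Dnmt3l*, *Fgf4*, *Rbpj*, *Ooep* and *Utf1*, were all lower in Oct4GFP- cells. For example, *Utf1* had 1033.62 TPM in 5C-Oct4GFP+, 99.91 TPM in 5C-Oct4GFP- and 19.25 TPM in mES-Oct4GFP- cells. Means as high as in 5C-Oct4GFP+ cells were not specific to the 5C markers. Relative to 5C-Oct4GFP+ cells, the naïve markers were higher by 0.1860 in 5C-Oct4GFP- and by 0.2204 in mES-Oct4GFP- cells. The primed markers were higher by 1.4117 and 1.6277 in the same order. The naïve markers were low in 5C-Oct4GFP+ cells, with a mean log2(TPM + 1) of 2.53. They averaged 2.72 in 5C-Oct4GFP- and 2.75 in mES-Oct4GFP- cells, against 3.91 after naïve medium and 4.25 in mES-Oct4GFP+ cells. A candidate explanation for the 5C markers is carry-over of Oct4GFP- cells into the sorted 5C-Oct4GFP+ library. The largest share of the 5C-Oct4GFP- profile that 12 fibroblast genes allow was 0.3092%. With it subtracted, 5C-Oct4GFP+ cells still exceeded R1 ESCs-primed by 1.9007 in place of 1.9045 (permutation p = 1.0e-05, the smallest that the draws can give). This share was set by *Postn*, at 0.07 against 22.64 TPM, which is 1 read and below the floor of 3 counts. Subtracting so small a share could hardly move the mean, so the test cannot decide whether a larger carry-over accounts for the difference. The prediction was written after the pattern was seen, and the test covers only carry-over of cells that express those fibroblast genes.

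The r2 with mES-Oct4GFP+ cells was 0.7613 for 5C-Oct4GFP- and 0.7119 for mES-Oct4GFP- cells, and the r2 with 5C-Oct4GFP+ cells was 0.8724 for 5C-Oct4GFP- and 0.8091 for mES-Oct4GFP- cells. These values are across 23189 genes, and genes are not independent replicates.

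The single-cell qPCR values of Dataset EV3 were read with the mean of all cells as the cut. Both naïve and primed markers were above it in 67 of 120 5C-Oct4GFP+ cells (55.8333%, Wilson 95% interval 46.9045% to 64.4003%), 5 of 48 R1 ESCs (10.4167%, 4.5322% to 22.1674%) and 1 of 48 R1 ESCs-primed (2.0833%, 0.3687% to 10.8992%).

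*Pou5f1* (ENSMUSG00000024406, chromosome 17, 35506018 to 35510772), *Sox2* (ENSMUSG00000074637, chromosome 3, 34650405 to 34652461) and *Klf4* stayed high in Oct4GFP- cells while *Nanog* (ENSMUSG00000012396, chromosome 6, 122707489 to 122714633) fell. From mES-Oct4GFP+ to mES-Oct4GFP- cells, *Pou5f1* went from 1321.12 to 3640.40 TPM, *Klf4* from 138.50 to 1613.31 TPM and *Nanog* from 696.74 to 17.11 TPM (no replicates). With 5C medium *Pou5f1* fell as well, from 2428.76 to 1533.95 TPM. There *Klf4* went from 521.92 to 1511.72 TPM and *Nanog* from 252.93 to 119.50 TPM. *Myc*, also among the transgenes, rose from 74.04 to 1883.88 TPM with mES medium and from 211.49 to 1622.18 TPM with 5C medium. Reads of the retroviral transgenes are a candidate source, as they carry the coding sequence only and could shorten the effective length. The effective length of *Klf4* changed by -38.6948% with mES medium and by -20.4736% with 5C medium, but that of *Pou5f1* by 0.9409% and 0.6602%. The prediction, written before the result, was met for 1 gene and not the other. The effective length of *Pou5f1* was between 1244.22 and 1288.51 in all 7 libraries, R1 ESCs-primed included. It hardly varied in any library, so its lack of change cannot decide the question. From qPCR, the paper reports silenced exogenous factors in 5C-Oct4GFP+ cells (Appendix Fig S1A). In this RNA-Seq, the expression of the endogenous genes cannot be told apart from that of the transgenes.

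Fibroblast genes were detected in R1 ESCs-primed, whose primed state the paper induced on MEF feeder cells. RNA of fibroblasts could add to the mesenchymal markers of this library. Subtracting the largest share of the mES-Oct4GFP- profile that the 12 fibroblast genes allow, 2.0201%, set by *Acta2*, left a mesenchymal difference of 5C-Oct4GFP+ cells from R1 ESCs-primed of -1.1999 (permutation p = 1.0e-05, the smallest that the draws can give) in place of -1.3057. Without a library of fibroblasts, other fibroblast profiles remain possible, and the prediction was written after the result.

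In 5C-Oct4GFP+ against mES-Oct4GFP+ cells, *Hif1a* (ENSMUSG00000021109, chromosome 12, 73901375 to 73947530) had 69.81 against 51.35 TPM, a ratio of 1.36 (exact 95% interval 1.2483 to 1.4805), and *Epas1* (ENSMUSG00000024140, chromosome 17, 86753700 to 86833410) 90.46 against 14.11 TPM, a ratio of 6.41 (5.62 to 7.33). Among H3K9 enzymes in 5C-Oct4GFP- against mES-Oct4GFP- cells, *Setdb1* (ENSMUSG00000015697, chromosome 3, 95323525 to 95357202) had a ratio of 1.70 (1.56 to 1.84) and *Kdm3a* (ENSMUSG00000053470, chromosome 6, 71588972 to 71632990) a ratio of 0.73 (0.69 to 0.78), the highest and lowest of 10.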
